# LKB1 controls inflammatory potential through CRTC2-dependent histone acetylation

**DOI:** 10.1016/j.molcel.2023.04.017

**Published:** 2023-05-11

**Authors:** Shelby E. Compton, Susan M. Kitchen-Goosen, Lisa M. DeCamp, Kin H. Lau, Batsirai Mabvakure, Matthew Vos, Kelsey S. Williams, Kwok-Kin Wong, Xiaobing Shi, Scott B. Rothbart, Connie M. Krawczyk, Russell G. Jones

## Abstract

Deregulated inflammation is a critical feature driving the progression of tumors harboring mutations in the liver kinase B1 (LKB1), yet the mechanisms linking LKB1 mutations to deregulated inflammation remain undefined. Here, we identify deregulated signaling by CREB-regulated transcription coactivator 2 (CRTC2) as an epigenetic driver of inflammatory potential downstream of LKB1 loss. We demonstrate that LKB1 mutations sensitize both transformed and non-transformed cells to diverse inflammatory stimuli, promoting heightened cytokine and chemokine production. LKB1 loss triggers elevated CRTC2-CREB signaling downstream of the salt-inducible kinases (SIKs), increasing inflammatory gene expression in LKB1-deficient cells. Mechanistically, CRTC2 cooperates with the histone acetyltransferases CBP/p300 to deposit histone acetylation marks associated with active transcription (i.e., H3K27ac) at inflammatory gene loci, promoting cytokine expression. Together, our data reveal a previously undefined anti-inflammatory program, regulated by LKB1 and reinforced through CRTC2-dependent histone modification signaling, that links metabolic and epigenetic states to cell-intrinsic inflammatory potential.

## In brief

Deregulated inflammation is a critical feature driving the progression of tumors harboring mutations in liver kinase B1 (LKB1). Compton et al. identify a mechanism by which LKB1 epigenetically regulates cellular inflammatory potential through CRTC2-dependent histone acetylation at inflammatory gene loci.

## INTRODUCTION

Liver kinase B1 (LKB1) is a serine/threonine kinase with key regulatory roles in metabolism, cell polarity, cell growth, and proliferation.^1^ Loss of LKB1 function (via mutations in the serine/threonine kinase 11 [*STK11*] gene) is a common occurrence in human cancer,^2–6^ while heterozygous germline mutations in *STK11* predispose humans and mice to the development of Peutz-Jeghers syndrome (PJS),^7–10^ an autosomal dominant disease characterized by the development of hamartomatous polyps in the gastrointestinal (GI) tract.^11^ In addition to GI issues, PJS patients carry a 93% cumulative risk of developing GI, breast, pancreatic, and gynecological cancers by age 65—a cancer risk similar to that in *BRCA1/2* carriers.^12^ Loss of LKB1 function is among the most common genetic mutations in human epithelial cancers, including non-small cell lung cancer (NSCLC), where it is frequently co-mutated with *KRAS*,^13–15^ pancreatic cancer,^6,16^ and cervical cancer.^4,17^ LKB1 mutations are associated with poor patient outcomes and resistance to both conventional chemotherapy and immune checkpoint inhibitors (ICIs).^13,18–20^ Despite these observations, how LKB1 mutations lead to the development of PJS polyps and malignant tumors remains poorly understood, limiting treatment options and increasing patient mortality.

LKB1 regulates the activity of a series of downstream kinases belonging to the AMP-activated protein kinase (AMPK) and AMPK-related kinase (ARK) families. Many of the tumor suppressor functions of LKB1 have been attributed to its negative regulation of the mechanistic target of rapamycin (mTOR) complex 1 (mTORC1) signaling pathway, mediated in part by LKB1-dependent phosphorylation and activation of AMPK.^21–23^ However, despite elevated mTORC1 activity in LKB1 mutant tumors,^21,24^ the mTORC1 inhibitor rapamycin has shown modest effects on the growth of pre-existing GI polyps in pre-clinical PJS mouse models.^25–27^ Genetic evidence also indicates that both mTOR and AMPK are dispensable for polyposis in PJS,^28,29^ suggesting that other ARK family members contribute to the tumor suppressor functions of LKB1. Salt-inducible kinases (SIKs) are one such family, beyond AMPK, with the potential to mediate the tumor suppressor functions of LKB1—silencing SIKs promotes lung tumor development similar to LKB1 loss,^30–32^ although the mechanism(s) of tumor suppression by SIKs remain to be defined.

More recent work has associated deregulated inflammation as a common feature of LKB1 mutant tumors. PJS mouse models and patient samples exhibit hallmarks of inflammation, including increased infiltration of immune cells (i.e., T cells, macrophages, and neutrophils), elevated levels of inflammatory cytokines (i.e., IL-6 and IL-11), and the activation of signal transducer and activator of transcription 3 (STAT3) in GI polyp tissues.^28,29^ The expression of cyclooxygenase-2, which synthesizes inflammatory prostaglandins, is also elevated in PJS polyps.^33^ Elevated IL-6 and Janus kinase (JAK)-STAT signaling is also a common signature of LKB1- and SIK-deficient NSCLC.^32,34,35^ Evidence suggests that the inflammatory environment fostered by LKB1 mutant tumors promotes immune invasion, in part through recruitment of suppressive myeloid cells (i.e., CD11b^+^Ly6G^+^ neutrophils)^34,35^ and contributes significantly to tumor progression. Inhibiting aberrant inflammation via genetic ablation of *Il6*, dosing animals with IL-6 neutralizing antibodies, or treatment with JAK inhibitors can reduce the growth of LKB1 mutant tumors,^28,29,35^ suggesting that inflammation is a driver—rather than byproduct—of LKB1-dependent tumorigenesis.

As deregulated inflammation is a common feature of tumors promoted by LKB1 mutations, a common etiology linking LKB1 loss and increased inflammatory potential is likely; however, the mechanism(s) by which LKB1 loss promotes deregulated inflammation has remained undefined. Through evaluation of signaling networks downstream of LKB1, we have identified aberrant epigenetic programming—instilled by cAMP response element binding protein (CREB)-regulated transcription coactivator 2 (CRTC2)-CREB signaling downstream of SIKs—as a cell-intrinsic regulator of inflammatory potential, revealing a previously unappreciated anti-inflammatory pathway controlled by LKB1.

## RESULTS

### Loss of LKB1 sensitizes cells to inflammatory stimuli

Loss of the tumor suppressor LKB1 is associated with deregulated cell proliferation, cell growth, and survival.^1,36^ However, recent work across diverse tissue types has identified heightened inflammatory signatures as features of LKB1-deficient cells.^28,29,32,35^ To establish a tractable platform to assess the role of LKB1 in control of tissue inflammation, we engineered LKB1-deficient mouse embryonic fibroblasts (MEFs), which respond to diverse inflammatory stimuli by producing acute inflammatory cytokines such as IL-6.^29^ 

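For the baseline comparison, 3T3 MEFs, an immortalized mouse fibroblast line, were sequenced as 3 untreated wild-type and 3 untreated *Lkb1*-/- libraries. These belonged to 24 libraries in 8 groups of 3 that differed in genotype and treatment, and all 24 entered 1 fit and shared 1 estimate of the spread. The paper's methods describe total RNA depleted of ribosomal RNA and prepared with the KAPA HyperPrep kit, whereas the sample labels name the SMARTER mRNA-Seq kit. The authors trimmed the paired reads, aligned them with STAR to GRCm38 with GENCODE annotation, and deposited STAR's counts of read pairs per gene for each strand setting, without normalization. The counts of the second strand setting were used here, since it held between 95.5% and 96.0% of the pairs that the 2 stranded settings assigned to genes. Counts on genes ranged from 40011408 to 46677840 in the untreated wild-type libraries, with a median of 46667921, and from 41935934 to 43384713 in the untreated *Lkb1*-/- libraries, with a median of 42244841. The paper's stated average depth is 40M raw read pairs per library, whereas the deposited counts add up to a mean of 61.1M pairs per library over the 24 libraries, and the values given here rest on the deposited counts. Genes with too few counts were removed by edgeR's filterByExpr, which left 17522 genes, and the counts were scaled by edgeR's TMM factors, which lay between 0.922 and 1.09. Normalized counts are given as CPM after this scaling. Every false discovery rate (FDR) is the Benjamini-Hochberg adjusted p of edgeR's quasi-likelihood test, and a gene was called at an FDR under 0.05. Each standard error (SE) is the size of the log2 fold change over the square root of that test's F. It is thus derived from the test and not estimated by the fit. With 3 libraries per group, a permutation of the labels of 1 comparison cannot reach a p below 0.1.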

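*Stk11*, the gene that encodes LKB1, lies on chromosome 10 of GRCm38 from 80115803 to 80130682. Its count was 86.0 ± 1.68 CPM (SD, n = 3) in untreated wild-type MEFs and 17.3 ± 1.24 CPM (SD, n = 3) in untreated *Lkb1*-/- MEFs, a log2 fold change of −2.31 (SE 0.0701, edgeR FDR = 1.1e-16). Reads on *Stk11* thus remained in the *Lkb1*-/- libraries, and the genes of chromosome 10 as a whole had a median log2 fold change of −0.52 in them. At baseline 9798 of the 17522 genes were called between *Lkb1*-/- and wild-type MEFs, 5279 higher and 4519 lower in *Lkb1*-/- MEFs (4703 and 5117 with unstranded counts, 6063 and 3912 with upper quartile normalization), and 2780 of the higher and 1330 of the lower ones changed by more than 1 on the log2 scale, or 2680 and 1327 with genes at or under 3 counts in each library of a group set to the bound of their change. Of the alternatives tried, requiring at least 10 counts in every library moved this number most, to 7844 genes. For 4 Hallmark gene sets, the paper's Table S2 lists the leading-edge genes of its enrichment analysis, and these were looked up in the fit. Because the paper chose the leading edges on these same libraries, their fold changes describe the sets and are not independent evidence. All 27 listed genes of the IL6-JAK-STAT3 set were called higher in *Lkb1*-/- MEFs, with a median log2 fold change of 1.47, or 1.37 when the 7 genes with a group at or under 3 counts are set to the lower bound of their change. The 68 listed genes of the epithelial-mesenchymal transition set had a median of 3.52 (3.40 with such genes at their bound) and the 37 of the inflammatory response set had a median of 3.56 (3.51), and each of these genes was called higher. The 60 listed genes of the DNA repair set were called higher too, with a median log2 fold change of 0.41, and 9 of them rose by more than 1. The enrichment itself was not recomputed, since the full membership of the sets was not used here.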

Gene set enrichment analysis (GSEA) of differentially expressed genes between LKB1-deficient MEFs versus their control counterparts (measured by RNA sequencing [RNA-seq]) revealed enrichment of several pathways previously associated with LKB1 loss (i.e., DNA repair, epithelial-mesenchymal transition [EMT], KRAS signaling) and enrichment of genes associated with inflammatory processes, including IL-6-JAK-STAT signaling and cytokine-cytokine receptor interactions (Figures 1A and S1A). Genes encoding prominent members of the IL-6 (i.e., *Il6, Il11, Clcf1*, and *Lif*), chemokine (i.e., *Cxcl12*, *Cxcl2*, *Cxcl5*), and tumor necrosis factor (TNF) (i.e., *Tnfsf11/*RANKL) superfamilies were significantly increased in LKB1-null MEFs at baseline (Figures 1B and S1B). Similarly, PJS polyps also display elevated expression of *Il6* and *Il11*, which are associated with chronic gastric inflammation and GI tumor development,^29,37–39^ as well as *Cxcl2*, a proinflammatory chemokine involved in neutrophil recruitment.^29^ These data corroborate observations of increased inflammatory cytokine expression in LKB1-deficient NSCLC cells,^28,32,35^ validating our model.

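*Il6* (chromosome 5, 30013114 to 30019981) was counted at 0.121 ± 0.0473 CPM (SD, n = 3) in untreated wild-type MEFs and at 1.89 ± 0.411 CPM in untreated *Lkb1*-/- MEFs, a log2 fold change of 3.96 (SE 0.44, edgeR FDR = 1.1e-07). *Il11* (chromosome 7, 4772373 to 4782859) rose from 1.18 ± 0.654 to 12.1 ± 1.67 CPM, a log2 fold change of 3.34 (SE 0.29, edgeR FDR = 2.8e-09). *Clcf1* (chromosome 19, 4214238 to 4223490) rose from 18.9 ± 4.73 to 40.1 ± 5.17 CPM, a log2 fold change of 1.08 (SE 0.25, edgeR FDR = 0.00075). For *Lif* (chromosome 11, 4257557 to 4272514) the baseline count was 12.5 ± 0.742 CPM in wild-type and 9.25 ± 1.74 CPM in *Lkb1*-/- MEFs, a log2 fold change of −0.44 (SE 0.15, edgeR FDR = 0.017). The lower *Lif* count was no longer called with upper quartile normalization (log2 fold change −0.36, edgeR FDR = 0.081), without wild-type replicate 1 (−0.39, edgeR FDR = 0.061) or without *Lkb1*-/- replicate 3 (−0.31, edgeR FDR = 0.11), and it was negative in each of these fits. Among the chemokines, *Cxcl12* (chromosome 6) rose from 1.69 ± 0.182 to 66.4 ± 13.4 CPM, a log2 fold change of 5.29 (SE 0.33, edgeR FDR = 1.7e-11), and *Cxcl5* (chromosome 5) had a log2 fold change of 3.44. *Cxcl2* (chromosome 5, 90903871 to 90905938) had 0 counts in the 3 wild-type libraries and 1.19 ± 0.419 CPM in *Lkb1*-/- MEFs, which was at least 16.7-fold higher when 3 counts are taken as the limit of detection in a library with none. *Tnfsf11* (chromosome 14, 78277445 to 78308043) likewise had 0 counts in each wild-type library and 52.2 ± 6.95 CPM in *Lkb1*-/- MEFs, at least 731-fold higher. The 10 genes of Figure 1B were called higher in *Lkb1*-/- MEFs, 10 of 10 also when adjusted over the list alone. Among the 64 genes of Figure S1B, 41 were called higher and 18 lower in *Lkb1*-/- MEFs, or 41 and 19 when adjusted over the list alone. The paper selected both lists on these libraries, so the adjustment over the list alone is not independent evidence. The paper takes its data to bear out earlier reports of higher cytokine expression in LKB1-deficient lung cancer cells.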

To identify the responsiveness of LKB1-deficient cells to inflammatory stimuli, we stimulated *Lkb1*^−/−^ MEFs with diverse inflammatory agonists and measured levels of secreted IL-6 in culture supernatants (Figure 1C). *Lkb1*^−/−^ MEFs produced increased levels of IL-6 at baseline compared with control cells; moreover, *Lkb1*^−/−^ cells displayed heightened IL-6 responses to all agonist classes tested, including lipopolysaccharide (LPS), IL-1 (IL-1α and IL-β), TNF-α, and both type I and II interferons (Figure 1C). Although control MEFs were largely refractory to IL-1α and IL-1β stimulation (Figure 1C), *Lkb1*^−/−^ MEFs were hyper-responsive to IL-1β, producing increasing amounts of IL-6 in a dose-dependent manner (Figure 1D). Using a multiplexed cytokine/chemokine array (and ELISA as confirmation, Figure S1C), we identified leukemia inhibitory factor (LIF) and IL-11 as additional secreted factors produced by *Lkb1*^−/−^, but not wild type, MEFs in response to IL-1β (Figure 1E). In LKB1-deficient cells relative to control, we also observed increased IL-1β-stimulated production of CXCL2, which is expressed in LKB1-mutant PJS polyps, and vascular endothelial growth factor (VEGF), which has previously been shown to be elevated in *Lkb1*^−/−^ fibroblasts^40^ (Figure 1E). Finally, we used RNA-seq to determine whether LKB1 loss influenced the transcription of inflammation-associated genes in response to IL-1β stimulation. 

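For this experiment 3 wild-type and 3 *Lkb1*-/- libraries were made from MEFs stimulated with IL-1β, and they were compared with the untreated libraries of the same genotypes. IL-1β is an inflammatory cytokine, given at 0.1 ng/mL for 6 hours. The counts on genes ranged from 41109854 to 46474092 in the stimulated wild-type libraries, with a median of 42300365, and from 38842901 to 48594394 in the stimulated *Lkb1*-/- libraries, with a median of 41788883. The difference between the IL-1β responses of the 2 genotypes was tested as the interaction of genotype and treatment in the same fit. IL-1β changed 396 genes in wild-type MEFs, 268 higher and 128 lower, and 831 genes in *Lkb1*-/- MEFs, 464 higher and 367 lower. With the replicate number as a block these counts were 1629, with 824 higher and 805 lower, and 2601, with 1011 higher and 1590 lower, the largest move among the alternatives. When 1 library was left out in turn, the count lay between 209 and 432 in wild-type MEFs, lowest without untreated replicate 2, and between 537 and 704 in *Lkb1*-/- MEFs, lowest without untreated replicate 3. The genes with the largest induction were *Nos2*, *Lcn2* and *Steap4* in wild-type MEFs and *Nos2*, *Saa3* and *Lcn2* in *Lkb1*-/- MEFs. *Nos2* had 0 counts in untreated wild-type libraries and at most 3 in untreated *Lkb1*-/- libraries, and it was at least 247-fold higher in stimulated wild-type and at least 1471-fold higher in stimulated *Lkb1*-/- MEFs. The IL-1β responses of the genotypes differed for 43 genes, 24 with a higher and 19 with a lower response in *Lkb1*-/- MEFs, and 985 genes had an unadjusted p under 0.05 in this test. When 1 of the 12 libraries was left out in turn, the number of such genes lay between 23, without untreated *Lkb1*-/- replicate 2, and 59, without stimulated *Lkb1*-/- replicate 1, and it was 347 without the filter on low counts. With the replicate number as a block within each genotype, a fit chosen after seeing the data, it was 1003, with 367 higher and 636 lower, the largest move among the alternatives.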

Differential expression and GSEA of IL-1β-stimulated genes between *Lkb1*^−/−^ and control MEFs revealed enrichment of cytokine-cytokine receptor genes in LKB1-null cells (Figures S1D and S1E). 

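In IL-1β-stimulated MEFs 10050 genes were called between *Lkb1*-/- and wild-type cells, 5299 higher and 4751 lower in *Lkb1*-/- cells (4830 and 5169 with unstranded counts, 6252 and 3978 with upper quartile normalization), and 2867 of the higher genes rose by more than 1 on the log2 scale, or 2758 with genes at the detection limit set to their bound. Fold changes between the genotypes in the stimulated libraries correlated with those in the untreated libraries with r = 0.979 across 11719 genes, which are not independent replicates. For the KEGG set of cytokine-cytokine receptor interactions, the paper's Table S3 lists 61 leading-edge genes, of which 60 passed the filter on low counts. All 60 were called higher in *Lkb1*-/- cells, with a median log2 fold change of 3.22, or 2.51 with the 13 genes at the detection limit in a group set to their bound. The paper drew this leading edge from the same libraries, so the calls describe the set rather than test it. Of the 12 genes labeled in Figure S1D, 5 were called higher and 3 lower in *Lkb1*-/- cells, and the same numbers when adjusted over the list alone. *Cxcl1* (chromosome 5, 90891241 to 90893115) was counted at 154 ± 2.57 CPM (SD, n = 3) in stimulated wild-type and 577 ± 31.2 CPM in stimulated *Lkb1*-/- MEFs, a log2 fold change of 1.91 (SE 0.19, edgeR FDR = 1.9e-08). *Ccl2* (chromosome 11, 82035571 to 82037453) was counted at 451 ± 29.5 and 865 ± 21.0 CPM, a log2 fold change of 0.94 (SE 0.10, edgeR FDR = 9.8e-08).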

Expression of IL-6 family cytokines (*Il6, Lif, Il11*), *Tnfsf11/*RANKL, and *Vegfa* was elevated in LKB1-deficient cells at baseline and further elevated upon IL-1β stimulation (Figure 1F).

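*Il6* rose with IL-1β from its baseline to 3.72 ± 1.07 CPM (SD, n = 3) in wild-type MEFs, a log2 fold change of 4.94 (SE 0.41, edgeR FDR = 1.0e-07), and to 118.3 ± 8.40 CPM in *Lkb1*-/- MEFs, a log2 fold change of 5.96 (SE 0.27, edgeR FDR = 5.0e-12). The stimulated *Lkb1*-/- MEFs thus held more *Il6* than the stimulated wild-type MEFs by 4.99 on the log2 scale (SE 0.25, edgeR FDR = 4.2e-13), whereas the responses themselves differed by 1.03 (SE 0.68, edgeR FDR = 1), which the test did not call. *Lif* rose to 21.9 ± 1.27 CPM in wild-type and to 76.6 ± 7.53 CPM in *Lkb1*-/- MEFs, log2 fold changes of 0.81 (SE 0.15, edgeR FDR = 0.0026) and 3.05 (SE 0.16, edgeR FDR = 2.7e-11). The *Lif* responses differed by 2.24 (SE 0.21, edgeR FDR = 7.0e-06). *Il11* stood at 1.17 ± 0.386 CPM in stimulated wild-type and 21.3 ± 3.34 CPM in stimulated *Lkb1*-/- MEFs. Its response to IL-1β in *Lkb1*-/- MEFs, a log2 fold change of 0.81 (SE 0.25), had an edgeR FDR of 0.071 and was called in the fit with the replicate number as a block, at an edgeR FDR of 0.0024. It was also called under edgeR's newer quasi-likelihood method, without the filter on low counts, with DESeq2 and in a fit of only the 2 groups compared. The *Il11* responses of the 2 genotypes differed by 0.84 (SE 0.40, edgeR FDR = 0.89), a difference that was called with the replicate number as a block within each genotype (edgeR FDR = 0.027), a fit chosen after seeing the data. *Tnfsf11* rose in *Lkb1*-/- MEFs to 124.9 ± 27.8 CPM, a log2 fold change of 1.26 (SE 0.28, edgeR FDR = 0.011), a call that was lost in 3 of the 6 fits that left out 1 library. *Vegfa* (chromosome 17, 46016993 to 46032369) was counted at 40.6 ± 3.14 CPM in untreated and 41.5 ± 1.57 CPM in stimulated wild-type MEFs, and at 122.6 ± 16.3 and 189.8 ± 32.5 CPM in *Lkb1*-/- MEFs. Its baseline log2 fold change between the genotypes was 1.59 (SE 0.15, edgeR FDR = 1.1e-08), and its response in *Lkb1*-/- MEFs was 0.63 (edgeR FDR = 0.012), also lost in 3 of those 6 fits. The *Vegfa* responses differed by 0.60 (SE 0.21, edgeR FDR = 0.57), a difference that was called without the filter on low counts (edgeR FDR = 4.5e-05), with the replicate number as a block (edgeR FDR = 0.026) and with that block within each genotype (edgeR FDR = 6.5e-06). Of the 10 genes in the heatmap of Figure 1F, 9 were called higher with IL-1β in *Lkb1*-/- MEFs and 7 in wild-type MEFs, or 10 and 7 when adjusted over the list alone, which the paper chose on these libraries. The difference between the responses was called for 1 of the 10, or 2 when adjusted over the list alone. From the levels at baseline and after IL-1β, the paper reasons that LKB1 loss raises the transcription of these cytokines at rest and that IL-1β raises it further.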

### LKB1 loss results in hyper-responsiveness to inflammatory stimuli across multiple tissue types

We next examined if LKB1 loss in other tissue types also conferred hyper-responsiveness to inflammatory stimuli. LKB1 is commonly mutated in *KRAS*-mutated lung adenocarcinomas,^13^ and previous work identified elevated IL-6-STAT3 signaling in LKB1-deficient NSCLC cells.^32,35^ As such, we stimulated *Kras*-mutant (G12D) NSCLC cells deficient for *p53* (KP) or both *p53* and *Stk11*/LKB1 (KPL) with various inflammatory agonists and found that KPL cells lacking LKB1 displayed increased IL-6 production when exposed to inflammatory agonists, including IL-1β (Figure 2A). Even at baseline, KPL cells displayed ~10-fold higher levels of LIF secretion compared with KP cells, with exposure to inflammatory stimuli further enhancing LIF secretion (Figure 2A). We examined the response of LKB1-mutant tissues to inflammatory stimuli *in vivo* by inducing septic shock in *Lkb1*^*+/−*^ mice via LPS injection. Circulating IL-6 levels were significantly elevated in *Lkb1*^*+/−*^ mice after systemic exposure to LPS, compared with wild-type mice (Figure 2B). Additionally, we observed increased levels of *Il6* mRNA in the spleens of *Lkb1*^*+/−*^ mice relative to *Lkb1*^*+/+*^ mice following LPS exposure (Figure 2C). We observed trends of increased *Il6* mRNA levels in the livers and lungs of *Lkb1*^*+/−*^ mice compared with wild-type mice; however, this did not achieve statistical significance (Figure 2C). Collectively, these data indicate that LKB1 loss results in hyper-responsiveness to a broad range of inflammatory stimuli in different tissue types, suggesting a common mechanism by which LKB1 regulates cell-intrinsic inflammatory potential.

### LKB1 loss sensitizes cells to inflammatory stimuli via deregulated SIK-CRTC2 signaling

To define the mechanism by which LKB1 loss sensitizes cells to inflammatory stimuli, we investigated downstream signaling. LKB1 is known to regulate the function of 14 downstream kinases, including members of the AMPK and ARK families, which differ in function and/or tissue expression (Figure 3A).^36,41^ MEFs deficient for AMPK activity (via deletion of *Prkaa1* and *Prkaa2* [*Ampkα*^−/−^]) displayed increased LPS- and IL-1β-stimulated IL-6 production compared with controls, but significantly lower levels than observed in LKB1-deficient MEFs (Figure 3B). Loss of LKB1 leads to increased signaling by mTORC1 (Figure S2A). However, IL-1β stimulation did not promote increased activation of the mTORC1 pathway (as measured by phosphorylation of S6-kinase [S6K], ribosomal-S6 protein, or 4E-BP) beyond that induced by serum stimulation (Figure S2B), indicating that mTORC1 signaling is not significantly altered by IL-1β stimulation. Moreover, inhibiting mTORC1 activity with rapamycin did not affect IL-1β-stimulated IL-6 production by *Lkb1*^−/−^ MEFs (Figure 3C). Together, these data suggest that pathways beyond AMPK-mTORC1 signaling regulate inflammatory signaling downstream of LKB1 loss.

To identify LKB1-dependent mediators of IL-6 production, we performed siRNA-mediated screening of AMPK and ARKs in MEFs. SOCS3 is a negative regulator of JAK-STAT signaling that negatively regulates IL-6 signaling *in vivo*.^42,43^ MYD88 is a general adaptor protein that transduces inflammatory signals from Toll-like receptors (TLRs) and IL-1 receptors.^44,45^ Silencing *Socs3* increased, whereas silencing *Myd88* decreased, IL-6 secretion upon LPS stimulation in wild-type MEFs (Figure 3D), validating this assay for identifying potential regulators of IL-6 secretion in response to inflammatory stimuli. Silencing *Prkaa1* (Ampkα1) and/or *Prkaa2* (Ampkα2) did not result in increased baseline or LPS-stimulated IL-6 production, suggesting that acute silencing of AMPK in MEFs does not phenocopy the heightened inflammatory response when LKB1 is silenced in MEFs (Figure 3D). However, silencing members of the SIK (*Sik*1–3) family led to increased LPS-stimulated IL-6 production, similar to that observed when LKB1 is silenced (Figure 3D). To further probe the role of SIK signaling in IL-6 production, we utilized the pan-SIK inhibitor HG-9–91-01, which has an IC_50_ of 0.92, 6.6, and 9.6 nM for SIK1, SIK2, and SIK3, respectively.^46^ Treatment of wild-type MEFs with HG-9–91-01 promoted increased IL-1β-stimulated IL-6 production in a dose-dependent manner (Figure 3E), pointing to LKB1-SIK signaling as a cell-intrinsic regulatory circuit for IL-1β-mediated inflammatory responses.

LKB1 constitutively phosphorylates and activates SIKs, leading to downstream phosphorylation of CREB-regulated transcription coactivators (CRTCs) and class IIa histone deacetylases (HDACs), preventing their translocation to the nucleus (Figure 3F).^47,48^ To determine whether LKB1-dependent inflammatory responses signal through either of these nodes, we performed an siRNA screen targeting HDACs and CRTCs in LKB1-deficient MEFs (Figure 3G). Immunoblotting confirmed that only HDAC4 and HDAC9 are nuclear in *Lkb1*^−/−^ MEFs (Figure S2C). Knockdown of *Crtc2*, alone or in combination with *Crtc1*, reversed the *Lkb1*^−/−^ phenotype of heightened IL-6 production, identifying CRTC2 as the main target downstream of LKB1-SIK signaling promoting inflammatory cytokine expression (Figure 3G). By contrast, the knockdown of *Hdac4* and *Hdac9* enhanced IL-6 production in LKB1-null MEFs, suggesting they may be negative, rather than positive, regulators of IL-6 production in the context of LKB1 deficiency. We next utilized CRISPR-Cas9 editing to generate LKB1/CRTC2 double knockout MEFs (*Lkb1*^−/−^/*Crtc2*^−/−^) (Figure S2D). CRTC2 deletion in *Lkb1*^−/−^ MEFs blocked the production of IL-6 at baseline and in response to LPS and IL-1β treatment (Figure 3H). Overall, these data establish LKB1-SIK-CRTC2 signaling as an anti-inflammatory circuit that regulates IL-6 production in response to diverse inflammatory stimuli.

### LKB1 regulates inflammatory responses via CRTC2-CREB signaling

We next characterized the mechanism(s) by which CRTC2 regulates inflammatory responses in the context of LKB1 deficiency. When in the nucleus, CRTC2 acts as a coactivator for basic region/leucine zipper motif (bZIP) transcription factors including CREB.^47^ SIK antagonizes CRTC2-CREB signaling by phosphorylating CRTC2 at Ser171, leading to binding by 14–3-3 proteins and sequestration of CRTC2 in the cytoplasm.^49^ Loss of LKB1 inactivates SIK and thus induces CRTC-CREB-dependent transcriptional responses in multiple tissues.^50–52^ Immunoblot analysis of IL-1β-stimulated MEFs revealed that CRTC2 was highly enriched in the nuclear fraction of *Lkb1*^−/−^ MEFs compared with wild-type cells; however, nuclear CRTC2 levels were not affected by IL-1β stimulation (Figure 4A). We also observed hypo-phosphorylation of CRTC2 in LKB1-deficient MEFs (Figure 4A). Examination of CREB1 Ser133 phosphorylation in whole-cell lysates from *Lkb1*^−/−^ cells did not reveal major differences in phospho-CREB1 levels compared with wild-type cells (Figure S3A); however, we observed elevated levels of CREB1 Ser133 phosphorylation specifically in the nuclear fraction of *Lkb1*^−/−^ MEFs following IL-1β treatment compared with wild-type cells (Figure 4B). By contrast, CRTC2 phosphorylation levels were similar between control and AMPK-deficient MEFs, and we observed reduced levels of CREB1 Ser133 phosphorylation (Figure S3A), consistent with previous findings characterizing CREB1 as an AMPK target.^53^ Together, these data are consistent with a model of increased nuclear localization of hypo-phosphorylated CRTC2 in LKB1-deficient cells, which in turn promotes CRTC-CREB-dependent transcriptional responses (Figure 3F). Deleting CRTC2 effectively rendered LKB1-deficient MEFs refractory to inflammatory stimuli, as CRTC2 deletion in *Lkb1*^−/−^ MEFs blocked IL-6 production at all IL-1β concentrations tested (Figure 4C).

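The comparison without CRTC2 used 2 clones of MEFs, A1 and A2, in which the CREB coactivator gene *Crtc2* had been targeted with CRISPR in *Lkb1*-/- cells. Each clone was sequenced as 3 untreated libraries and 3 libraries after IL-1β at the dose and time used for the other genotypes. Counts on genes ranged from 39814837 to 44453613 (median 42563565) in untreated and from 38958166 to 43933561 (median 40436283) in stimulated clone A1 libraries. In clone A2 they ranged from 42828182 to 45379872 (median 45221188) untreated and from 40212059 to 45930771 (median 41796951) stimulated. *Crtc2* (chromosome 3, 90254163 to 90264125) was counted at 58.4 ± 2.44 CPM (SD, n = 3) in untreated and 64.7 ± 3.68 CPM in stimulated wild-type libraries, and at 81.1 ± 1.80 and 82.7 ± 2.88 CPM in *Lkb1*-/- libraries. In clone A1 it was counted at 42.9 ± 2.11 CPM untreated and 47.2 ± 4.73 CPM stimulated, and in clone A2 at 49.8 ± 0.864 and 53.0 ± 3.17 CPM. Against stimulated *Lkb1*-/- MEFs the log2 fold change of *Crtc2* was −0.81 in clone A1 (SE 0.066, edgeR FDR = 1.1e-08) and −0.64 in clone A2 (SE 0.066, edgeR FDR = 2.8e-07), so transcripts of the gene remained, and the counts do not show the sequence of the targeted allele. The paper checked the knockout at the level of protein by western blot, on which counts of transcripts do not bear. After IL-1β, 6437 genes were called between clone A1 and *Lkb1*-/- MEFs, 3399 higher and 3038 lower in the clone, and 5755 between clone A2 and *Lkb1*-/- MEFs, 2994 higher and 2761 lower. The replicate block moved these counts most in clone A1, to 8603, and in clone A2, to 8163. Because both clones were compared with the same *Lkb1*-/- libraries, chance alone makes their fold changes go together. The correlation between the clones across 11719 genes was 0.567 after IL-1β, against a median of 0.506 in 10 simulations of clones unchanged from *Lkb1*-/- MEFs. In the untreated libraries it was 0.523, against a simulated median of 0.51 and within the simulated range of 0.465 to 0.555. The simulated clones held noise alone, whereas 6437 and 5755 genes were called in the real ones after IL-1β. These simulated values therefore cannot show how much of the real correlation is chance. Between comparisons that share no library it was 0.491 and 0.531, against a simulated median of 0.00264 for the first.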

To identify LKB1-dependent inflammatory factors regulated by CRTC2, we conducted transcriptional profiling of *Lkb1*^−/−^ MEFs and two different clones of *Lkb1*^−/−^/*Crtc2*^−/−^ MEFs following IL-1β stimulation (Figure 4D). Focusing on genes from the Kyoto Encyclopedia of Genes and Genomes (KEGG) cytokine pathway (from Figure 1), LKB1-regulated inflammatory genes clustered into CRTC2-dependent and CRTC2-independent groups. 

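The 60 tested leading-edge genes of the KEGG cytokine set, each higher in stimulated *Lkb1*-/- than in stimulated wild-type MEFs, were sorted by their calls in the clones after IL-1β. In clone A1 21 of them were called lower than in *Lkb1*-/- MEFs and in clone A2 18, and 11 were called lower in both clones. These 11 were *Inhba*, *Il6*, *Tnfsf11*, *Il11*, *Lif*, *Il13ra2*, *Cxcl1*, *Il33*, *Cxcl3*, *Bmpr1b* and *Tgfbr1*. The genes called higher in both clones were *Cxcl12*, *Cxcl14*, *Il18*, *Tslp*, *Ccl11* and *Il17rc*, 6 in all, and 16 were called in neither clone. These classes depend on the fit, since *Ccl2* and *Ccl7*, called higher in clone A1, were called higher in clone A2 with the replicate block. *Csf1* was called higher in clone A1 and lower in clone A2, the 1 gene with opposite calls. The fold changes of the clones correlated across the 60 genes with a Spearman rho of 0.704, a value that the *Lkb1*-/- libraries they share can raise, and of 0.486 and 0.693 with 1 clone untreated and the other stimulated, where they share no library. Over all tested genes, 2867 were called higher in stimulated *Lkb1*-/- than wild-type MEFs by more than 1 on the log2 scale. Of these, 336 were called lower in both clones, a share of 11.7% (12.2% with genes at the detection limit set to their bound; 95% Wilson interval over genes 10.6% to 12.9%), and 246, or 8.58%, were called higher in both. Among the 7472 genes not called between *Lkb1*-/- and wild-type MEFs, 434, or 5.81%, were lower in both clones. The share moved most with the replicate block, to 16.2%. The 2 clones also differed from *Lkb1*-/- MEFs along whole chromosomes, with the genes of chromosome 8 at a median log2 fold change of −0.39 in clone A1 and −0.31 in clone A2 after IL-1β (adjusted p = 0.068 and 0.36, and 0.008 and 0.027 in the untreated libraries). The paper describes the LKB1-regulated inflammatory genes as falling into a group that depends on CRTC2 and a group that does not.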

CRTC2-dependent genes included IL-6 family cytokines (*Il6*, *Il11*, *Lif*), *Vegfa*, and *Tnfsf11*/RankL, while expression of chemokine genes (*Cxcl2*, *Cxcl1*, *Cxcl5*, *Ccl2*) was CRTC2-independent (Figure 4D). 

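Compared with stimulated *Lkb1*-/- MEFs, *Il6* was lower by a log2 fold change of −4.33 in clone A1 (SE 0.24, edgeR FDR = 4.2e-11) and −2.89 in clone A2 (SE 0.22, edgeR FDR = 6.2e-09), at 5.88 ± 0.0901 CPM (SD, n = 3) and 16.0 ± 5.56 CPM. *Il11* was counted at 2.32 CPM in clone A1 and 1.59 CPM in clone A2, with log2 fold changes of −3.20 and −3.75 (edgeR FDR = 2.4e-08 and 6.1e-09). *Lif* fell to 42.1 ± 0.685 CPM in clone A1 and 18.7 ± 2.42 CPM in clone A2, log2 fold changes of −0.86 (SE 0.14, edgeR FDR = 6.6e-05) and −2.03 (SE 0.15, edgeR FDR = 3.0e-09). *Vegfa* fell to 56.8 ± 7.94 and 66.7 ± 13.9 CPM, log2 fold changes of −1.74 and −1.51 (edgeR FDR = 2.4e-08 and 1.9e-07), while the median gene of its chromosome 17 stood at −0.42 in clone A1 and 0.05 in clone A2. *Tnfsf11* fell to 23.5 ± 1.12 CPM in clone A1 and 53.8 ± 28.9 CPM in clone A2, log2 fold changes of −2.41 (edgeR FDR = 5.2e-06) and −1.22 (edgeR FDR = 0.0025). Among the chemokines, *Cxcl2* was counted at 30.4 ± 1.10 CPM in *Lkb1*-/- MEFs, 25.0 ± 1.80 CPM in clone A1 and 12.1 ± 2.68 CPM in clone A2. Its log2 fold change was −0.28 in clone A1 (edgeR FDR = 0.24), called only in the fit of the 2 groups compared (edgeR FDR = 0.015), and −1.33 in clone A2 (edgeR FDR = 1.3e-05). *Cxcl1* was lower in both clones, by −0.51 in clone A1 (edgeR FDR = 0.032), a call lost in 4 of the 6 fits that left out 1 library, and by −0.82 in clone A2 (edgeR FDR = 0.0015). *Cxcl5* was called in neither clone, with log2 fold changes of 0.29 (edgeR FDR = 0.19) and −0.15 (edgeR FDR = 0.53; the log2 fold change reversed to 0.05 without stimulated clone A2 replicate 1, edgeR FDR = 0.84), although without the filter on low counts it was called higher in clone A1 (edgeR FDR = 0.0030). *Ccl2* was higher in clone A1 by 0.76 (edgeR FDR = 6.7e-06), and in clone A2 its log2 fold change of 0.25 (edgeR FDR = 0.066) was called with the replicate block (edgeR FDR = 0.021), without the filter on low counts (edgeR FDR = 0.022) and without stimulated clone A2 replicate 1 (edgeR FDR = 0.035). *Ccl7* was higher in clone A1 by 1.21 (edgeR FDR = 1.4e-06) and in clone A2 by 0.36 (edgeR FDR = 0.054), which was called in 6 of the alternatives that kept all libraries, with the replicate block at an edgeR FDR of 0.012. The genes of chromosome 11, which holds *Lif*, *Ccl2* and *Ccl7*, had a median log2 fold change of 0.26 in clone A1 and 0.33 in clone A2. Over the 10 genes of Figure 1F, 2 were called higher and 6 lower in clone A1, and 0 higher and 7 lower in clone A2, or 2 and 7 in clone A2 when adjusted over the list alone.

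**Figure D1:**
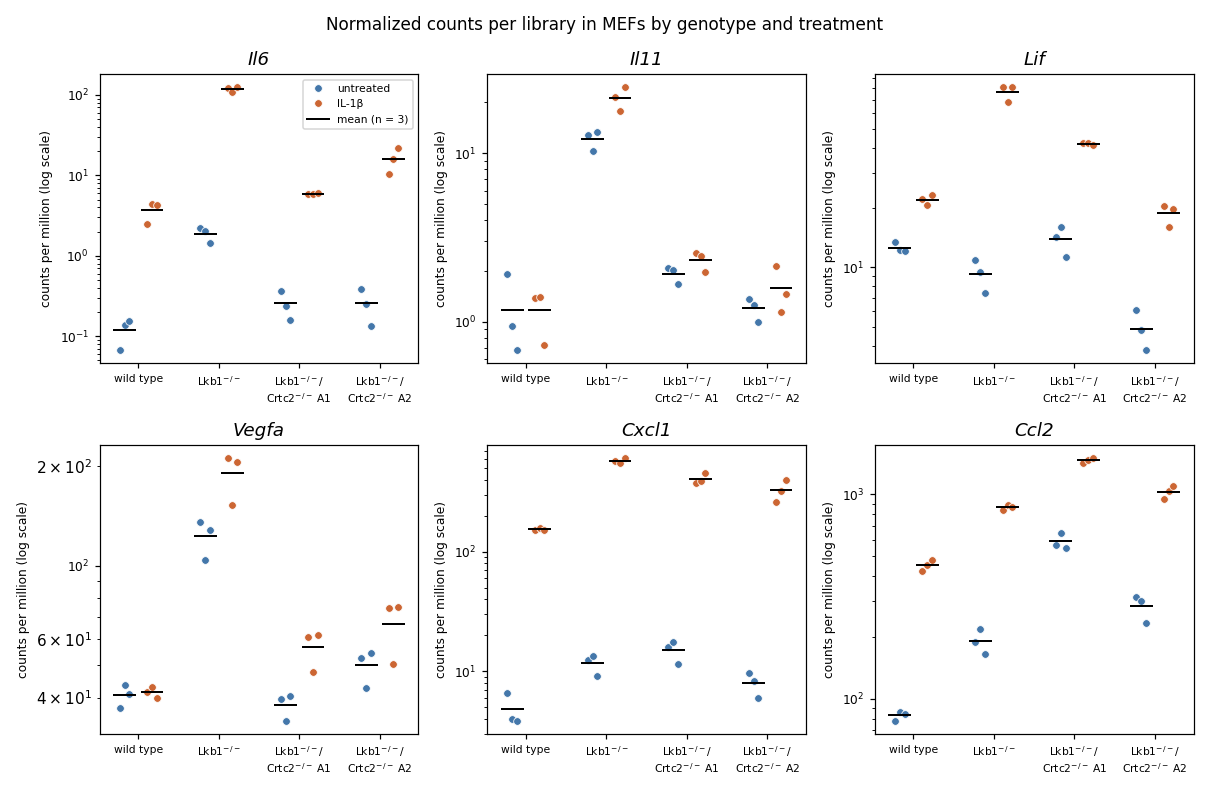
Normalized counts of *Il6*, *Il11*, *Lif*, *Vegfa*, *Cxcl1* and *Ccl2* in CPM on a log axis, for wild-type MEFs, *Lkb1*-/- MEFs and both *Lkb1*-/-/*Crtc2*-/- clones; points are single libraries, untreated in blue and IL-1β-stimulated in orange, and lines are means of 3 libraries. After IL-1β, *Il6* is at 118.3 CPM in *Lkb1*-/- MEFs and 5.88 and 16.0 CPM in the clones, whereas *Ccl2* is at 865 CPM in *Lkb1*-/- MEFs and 1466 and 1030.3 CPM in the clones.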

Using quantitative PCR (qPCR), we validated that *Il6* and *Il11* expression was reduced at baseline and in response to IL-1β in *Lkb1*^−/−^/*Crtc2*^−/−^ cells compared with *Lkb1*^−/−^ cells (Figure 4E).

We next examined whether CRTC2 mediated the hyper-responsiveness of LKB1-deficient NSCLC cells to inflammatory stimuli. First, we used immunoblots to examine the dynamics of CRTC2 and CREB signaling in KP and KPL NSCLC cells following IL-1β stimulation. Similar to *Lkb1*^−/−^ MEFs, CRTC2 was hypo-phosphorylated (Figure S3B) and highly enriched in the nuclear fraction of KPL cells compared with KP cells (Figure 4F). In response to IL-1β, we observed elevated levels of CREB1 Ser133 phosphorylation in the whole-cell and nuclear fraction of KPL cells compared with KP cells (Figures 4F and S3B). Next, we generated KPL cells that also lack CRTC2 (KPL/*Crtc2*^−/−^) via CRISPR-Cas9 gene editing (validation in Figure S3C). Similar to our results with CRTC2 deletion in MEFs (Figure 4C), deletion of CRTC2 in KPL cells blocked the production of IL-6 and LIF at baseline and in response to several inflammatory agonists (Figure 4G). These findings establish CRTC2 as a common mechanism for the regulation of inflammatory responses downstream of LKB1 across multiple cell types.

The transcription factor CREB1 is known to interact with CRTC2.^54^ To elucidate whether CREB1 works in concert with CRTC2 to regulate inflammatory gene expression downstream of LKB1 loss, we generated LKB1/CREB1 double knockout MEFs (*Lkb1*^−/−^/*Creb1*^−/−^) (validation in Figure S3D). Similar to CRTC2 deletion, CREB1 deletion reduced baseline IL-6 production and blocked LPS- and IL-1β-stimulated IL-6 production in *Lkb1*^−/−^ MEFs (Figure 4H). Production of LIF was also reduced in *Lkb1*^−/−^/*Creb1*^−/−^ cells compared with *Lkb1*^−/−^ cells, both at baseline and in response to IL-1β (Figure 4H). Beyond CREB1, CRTC2 has also been shown to work in tandem with STAT3 to promote gene expression during adipocyte differentiation.^55^ Deleting STAT3 in *Lkb1*^−/−^ MEFs reduced both IL-6 and LIF production compared with *Lkb1*^−/−^ cells with STAT3 signaling intact (Figure 4I). Taken together, these data show that CRTC2 works in concert with CREB1 and STAT3 to mediate the production of inflammatory factors—specifically IL-6 family cytokines—in the context of LKB1 loss.

### LKB1 regulates inflammation-triggered CRTC2-dependent histone acetylation

CRTC2 is part of a multi-subunit transcriptional complex including CREB and the histone acetyltransferases (HATs) CREB-binding protein (CBP) and p300 (CBP/p300).^56^ CBP/p300-dependent acetylation of histone H3 at lysine 27 (H3K27ac) is associated with transcriptional activation, whereas the phosphorylation of CREB at Ser133 promotes increased association with CBP/p300.^57,58^ Given our observation that HDAC4/9 inhibition increased IL-6 production in LKB1-null MEFs (Figure 3G), we hypothesized that CRTC2 may cooperate with CREB and CBP/p300 in LKB1-deficient cells to alter permissive histone acetylation and promote inflammatory gene expression. In an *in vitro* HAT activity assay, we observed a ~40% increase in IL-1β-stimulated HAT activity in *Lkb1*^−/−^ MEFs compared with controls (Figure 5A). Using chromatin immunoprecipitation coupled to next-generation sequencing (ChIP-seq), we observed no difference in global enrichment of H3K27ac at transcriptional start sites (TSSs) between wild-type and *Lkb1*^−/−^ MEFs, either at baseline or following stimulation with IL-1β (Figures 5B and S4A). By contrast, we observed a marked increase in H3K27ac levels around the TSS of the top 500 differentially expressed genes and the top cytokine genes upregulated in IL-1β-stimulated *Lkb1*^−/−^ cells versus the wild type (Figure 5B).

Next, we examined H3K27ac distribution on the inflammatory genes with increased expression in LKB1-deficient cells. On the *Il6* gene (Figure 5C), IL-1β treatment promoted a modest increase in H3K27ac levels around the TSS in wild-type cells. LKB1-deficient MEFs displayed elevated H3K27ac levels at baseline, and IL-1β treatment further increased the acetylation levels (Figure 5C). This trend was verified using ChIP-qPCR, which showed a ~5-fold increase in H3K27ac levels at the *Il6* TSS in *Lkb1*^−/−^ MEFs over the wild type at baseline, and an additional 3-fold increase upon IL-1β stimulation (Figure 5D). Importantly, the ablation of CRTC2 expression in *Lkb1*^−/−^ cells diminished the increased H3K27ac at the *Il6* promoter (Figures 5C and 5D). For the *Il11* gene, whose mRNA expression is stimulated by IL-1β in LKB1-deficient but not wild-type MEFs (Figure 4E), we observed increased H3K27ac levels across the promoter region in *Lkb1*^−/−^ cells at baseline, while the levels were further increased by IL-1β treatment and ablated by CRTC2 deletion (Figures 5E and 5F). By contrast, wild-type cells displayed little H3K27ac enrichment at the *Il11* gene locus, regardless of inflammatory stimulus (Figures 5E and 5F). Finally, we examined H3K27ac enrichment at the *Tnfsf11* locus, as this gene—which encodes RANKL—is elevated in *Lkb1*^−/−^ cells regardless of inflammatory stimulus (Figure 1B). 

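In the RNA-seq counts, which come from other libraries than the chromatin, the detection limit of 3 counts corresponded to 0.0714 CPM in untreated and 0.0739 CPM in stimulated wild-type MEFs, and each of the 6 wild-type libraries was below it for *Tnfsf11*. The 6 *Lkb1*-/- libraries held between 2067 and 6275 counts of the gene. After IL-1β the gene was at least 1691-fold higher in *Lkb1*-/- than in wild-type MEFs. No difference of responses could be tested for it, since wild-type MEFs held no counts under either condition. Untreated clone A1 and clone A2 libraries had 6.62 ± 1.65 CPM and 7.62 ± 1.14 CPM (SD, n = 3). Of the 3 stimulated clone A2 libraries, replicate 3 had 86.0 CPM, against 29.9 and 45.6 CPM in the others.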

We observed increased H3K27ac levels at the TSS and across the body of the *Tnfsf11* gene in *Lkb1*^−/−^ MEFs at both baseline and IL-1β-stimulated conditions (Figures 5G and 5H). Again, these chromatin features at the *Tnfsf11* locus were absent in wild-type cells and reversed in *Lkb1*^−/−^ cells lacking CRTC2 (Figures 5G and 5H). 

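*Gapdh* (chromosome 6, 125161715 to 125166467) was counted in untreated libraries at 1320 ± 15.9 CPM (SD, n = 3) in wild-type MEFs, 1329 ± 96.6 CPM in *Lkb1*-/- MEFs, 980.0 ± 82.7 CPM in clone A1 and 924 ± 114 CPM in clone A2. In stimulated libraries the values were 1339 ± 31.1, 1421 ± 227, 988 ± 114 and 1019 ± 144 CPM in the same order. Between *Lkb1*-/- and wild-type MEFs the gene was not called untreated (log2 fold change 0.01, edgeR FDR = 0.96) or after IL-1β (0.09, edgeR FDR = 0.57), and the sign of the untreated value changed in 4 of the 6 fits that left out 1 library. Between the clones and *Lkb1*-/- MEFs, *Gapdh* was called lower in each comparison. In clone A1 the log2 fold changes were −0.44 untreated (edgeR FDR = 0.0063) and −0.52 after IL-1β (edgeR FDR = 0.0016). In clone A2 they were −0.52 untreated (edgeR FDR = 0.0019) and −0.48 after IL-1β (edgeR FDR = 0.0037). *Actb* (chromosome 5, 142903115 to 142906754) was called in none of these 6 comparisons, with log2 fold changes from −0.18 to 0.17 and an edgeR FDR between 0.17 and 0.32. With the replicate number as a block it was called lower in stimulated *Lkb1*-/- than wild-type MEFs (log2 fold change −0.18, edgeR FDR = 0.038) and lower in untreated clone A2 than in *Lkb1*-/- MEFs (−0.19, edgeR FDR = 0.041).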

As a control, we examined H3K27ac levels at the *Gapdh* and *Actb* gene loci, genes whose expression is similar between control, *Lkb1*^−/−^, and *Lkb1*^−/−^/*Crtc2*^−/−^ MEFs, and found similar levels of H3K27ac enrichment at these loci, regardless of genotype or IL-1β treatment (Figure S4B). As such, we conclude that loss of LKB1 promotes increased CRTC2-dependent H3K27ac, altering acetylation-dependent epigenetic programming at inflammatory genes.

### Aberrant histone acetylation drives the inflammatory potential of LKB1-deficient cells

Increased H3K27ac at inflammatory gene loci in *Lkb1*^−/−^ cells may be attributed to increased histone acetylation or reduced histone deacetylation activities. Downstream of LKB1, SIKs signal to class IIa HDACs in addition to CRTCs (Figure 3F).^48^ To test whether CRTC2 and CBP/p300-dependent histone acetylation drives the increased inflammatory potential of LKB1-deficient cells (Figure 6A), we examined the impact of blocking CBP/p300 HAT activity using the CBP/p300 inhibitor A485.^59–61^ The IC50 of A485 for purified CBP/p300 enzyme is ~0.06 μM, whereas its EC_50_ in cell lines varies between 2 and 6 μM.^59–61^ Treating *Lkb1*^−/−^ MEFs with 1 μM A485 significantly reduced IL-1β-stimulated IL-6 and LIF production (Figures 6B, 6C, and S5A). Similarly, the A485 treatment also reduced IL-1β-stimulated IL-6 production in KPL NSCLC cells (Figure 6D). A485 reduced IL-6 production in *Lkb1*^−/−^ MEFs in a dose-dependent manner, with an EC_50_ of ~400–500 nM and almost complete inhibition at concentrations above 1 μM (Figure 6E). In contrast to blocking CBP/p300, inhibiting HDAC by Vorinostat (aka suberoylanilide hydroxamic acid [SAHA]) did not affect IL-1β-stimulated IL-6 production by *Lkb1*^−/−^ MEFs (Figure 6E).

We next determined the impact of inhibiting CBP/p300 on the transcriptional response of *Lkb1*^−/−^ MEFs following IL-1β stimulation using RNA-seq. Differential gene expression analysis revealed 6,115 genes whose expression was reduced and 5,122 genes whose expression was increased in IL-1β treated *Lkb1*^−/−^ MEFs upon treatment with A485 (Figure S5B). GSEA analysis revealed that the KEGG cytokine-cytokine receptor interaction pathway, which is enriched in IL-1β-stimulated *Lkb1*^−/−^ MEFs compared with wild-type cells, was specifically suppressed in IL-1β-stimulated *Lkb1*^−/−^ MEFs treated with A485 (Figures 6F and S5C). Notably, CRTC2-dependent IL-6 family genes (i.e., *Il6*, *Il11*, *Lif*)—normally elevated in IL-1β-stimulated *Lkb1*^−/−^ MEFs—were all inhibited by A485 treatment (Figure 6G). By contrast, the expression of CRTC2-independent chemokine genes (i.e., *Cxcl1*, *Cxcl2*) was not as drastically impacted by the A485 treatment (Figure S5D).

Mechanistically, we examined the impact of CBP/p300 inhibition on histone acetylation dynamics in LKB1-null cells and found that A485 treatment reversed the IL-1β-stimulated increase in H3K27ac at LKB1-sensitive inflammatory gene loci, including *Il6* (Figure 6H), *Lif* (Figure 6I), and *Il11* (Figure 6J). The reduction in H3K27ac levels correlated with loss of *Il6*, *Lif*, and *Il11* mRNA expression in IL-1β-stimulated *Lkb1*^−/−^ MEFs following A485 treatment (Figure S5E). Together, these data suggest that histone acetylation is a mechanistic driver of increased inflammatory cytokine gene expression in LKB1-deficient cells, an epigenetic mechanism that can be targeted by inhibiting CBP/p300.

## DISCUSSION

Despite the identification of LKB1 as a tumor suppressor over 20 years ago, the etiology of LKB1-dependent tumorigenesis has remained elusive. Although LKB1 loss engenders cells with several critical cancer hallmarks such as apoptosis resistance,^24,31,62,63^ altered metabolism,^64,65^ and therapeutic resistance,^66–68^ recent studies have linked deregulated inflammation as a critical driver of tumor progression in LKB1 mutant tumors.^28,29,35^ Herein, we suggest that CRTC2-dependent epigenetic remodeling of inflammatory gene loci serves as a common mechanism for deregulated inflammation in LKB1 mutant cells. Our data indicate that cell-intrinsic regulation of inflammatory potential is a critical function of LKB1, integrating both metabolic and epigenetic states for inflammation control across multiple cell and tissue types.

Our data reveal four important conclusions about the critical function of LKB1 in inflammation control. First, loss of LKB1 changes the activation threshold of cells toward inflammatory stimuli and does so across multiple cell and tissue types, including epithelial cells and fibroblasts. A common thread is that inflammation-triggered production of the IL-6 family of cytokines (*Il6*, *Il11*, and *Lif*) is highly sensitive to LKB1 status. Importantly, LKB1-deficient cells display increased IL-1β-stimulated production of inflammatory cytokines and chemokines despite normal NF-κB nuclear translocation, suggesting that LKB1 regulates a regulatory circuit—independent of NF-κB—that functions to dampen inflammatory responses.

Second, LKB1 is a critical regulator of inflammatory responses *in vivo*, where LKB1 mutant (*Stk11*^*+/−*^) mice displayed significant increases in circulating IL-6 levels and *Il6* expression in the spleen when challenged with LPS *in vivo*. Similarly, we show that LKB1 mutant lung cancer cells show increased IL-6 production in response to diverse inflammatory stimuli. Increased cytokine secretion is seen in LKB1 mutant tumors *in vivo*, where it is speculated to contribute to immunosuppression and their resistance in the tumor microenvironment.^35^

Third, our data establish deregulated CRTC2-CREB signaling downstream of SIK as the major mechanistic pathway by which LKB1 controls tissue inflammation; silencing either CRTC2 or CREB1 ablates heightened inflammatory responses in LKB1-deficient cells. These observations are consistent with pro-tumorigenic functions of CRTC2 in LKB1 mutant tumors *in vivo*,^32,51^ and may explain how LKB1 loss promotes an immunosuppressive microenvironment in both malignant tumors and PJS polyps.^29,35^

Finally, our data highlight a novel mechanism of LKB1-dependent control of inflammation via deregulated histone acetylation. Aberrant epigenetic remodeling in LKB1 mutant cells, involving both CRTC2 and CBP/p300, functions to increase cell-intrinsic inflammatory potential through enrichment of H3K27ac at inflammatory gene loci. This last observation suggests that LKB1 loss may establish heritable changes in inflammatory potential to daughter cells, which can be further shaped by metabolic conditions and inflammatory cues that impact immune homeostasis in tissues. It also highlights the potential to use epigenetic drugs—such as HAT inhibitors—to target and reverse pathogenic inflammation in tissues driven by LKB1 mutations.

Common features of LKB1-dependent inflammation include deregulation of IL-6 family cytokines^28,29,32,35^ and disruption of type 3 (i.e., T helper [Th]17- versus T regulatory [Treg]-mediated) immune homeostasis.^29,69–71^ IL-6, along with IL-1β and TNF-α, is one of the most prominent proinflammatory cytokines, mediating acute physiologic changes to inflammatory stimuli and chronic inflammation in autoimmunity^72^; yet IL-6 also plays a critical role in wound healing, metabolic homeostasis, and Th17 cell differentiation.^73–75^ LKB1 mutant mice displayed increased inflammatory responses to LPS challenge, marked by heightened IL-6 levels in the serum and elevated *Il6* expression in the spleen (Figure 2). Increased *Il6* transcript levels in the spleen are consistent with the delivery method for LPS via intraperitoneal injection, which is expected to activate innate immune cells in the spleen. These findings indicate a role for LKB1 in the regulation of tissue inflammation. One possible explanation for the lack of increased IL-6 in the lung and liver following systemic exposure to LPS, compared with the exacerbated inflammatory response displayed by *Lkb1*^−/−^ MEFs and KPL cells, is the heterozygous expression of LKB1 in tissues from *Lkb1*^*+/−*^ mice.

Our data indicate that increased CRTC2-CREB signaling downstream of LKB1-SIK drives these increased inflammatory responses (Figure 3F). We speculate that LKB1 normally functions to buffer such cellular responses to inflammatory stimuli by suppressing CRTC2-CREB-mediated transcriptional circuits. Extracellular cues that stimulate protein kinase A (PKA) activity may override this regulatory circuit by both inhibiting SIK function and increasing CREB activity (via Ser133 phosphorylation).^47,76^ Loss of LKB1 would reduce the threshold for inflammatory stimuli to trigger these responses due to unchecked CRTC2 activity. 

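At the level of transcripts, wild-type MEFs responded to IL-1β for *Il6* and *Cxcl2* and showed no detectable response for *Il11*. Their *Il6* reads rose from between 3 and 6 counts per untreated library to between 101 and 190 counts per stimulated library. *Cxcl2* went from 0 counts in each untreated wild-type library to between 19 and 32 counts in the stimulated ones, at least 8.45-fold higher. In stimulated *Lkb1*-/- MEFs *Cxcl2* was higher than in stimulated wild-type MEFs by a log2 fold change of 5.64 (SE 0.24, edgeR FDR = 1.6e-13), and its response to IL-1β in *Lkb1*-/- MEFs was 4.66 (SE 0.22, edgeR FDR = 3.7e-11). For *Il11* the log2 fold change with IL-1β in wild-type MEFs was −0.02 (SE 0.31, edgeR FDR = 1). Leaving out untreated replicate 1 gave 0.52 and leaving out stimulated replicate 3 gave 0.20, and neither fit called the gene. The difference of the *Cxcl2* responses rests on wild-type libraries without counts and was not called (edgeR FDR = 0.75).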

Of note, several of the inflammatory factors produced by IL-1β-stimulated LKB1-null MEFs include cytokines and chemokines found in PJS polyp tissues (i.e., IL-6, IL-11, CXCL2), whereas production of these inflammatory factors is not induced in cells with intact LKB1 signaling (Figures 1E and 1F). IL-6 and IL-11 are associated with chronic gastric inflammation and GI tumor development, and CXCL2 is involved in myeloid cell recruitment.^37–39^ We speculate that chronic tissue inflammation driven by the increased inflammatory potential of LKB1 mutant tissues may serve as a precursor for transformation.

Our data point to CRTC2-dependent regulation of histone acetylation as an essential mediator of LKB1-regulated inflammation. Of note, CRTC2 has previously been implicated in Th17 cell differentiation and CRTC2-deficient mice are protected from experimental autoimmune encephalomyelitis (EAE) induced by pathogenic Th17 cells.^77^ Work using assay for transposase-accessible chromatin coupled to next-generation sequencing (ATAC-seq) has associated SIK with distinct chromatin states in LKB1-deficient primary lung adenocarcinoma,^78^ with the underlying epigenetic modifications influenced by LKB1 undefined. Our studies identify H3K27ac as a defining epigenetic feature of LKB1 mutant cells and establish CRTC2 as the central mediator of this epigenetic process. Enrichment of H3K27ac is not a global feature of LKB1 loss; rather, H3K27ac is enriched specifically at the promoters of genes associated with inflammation in LKB1-null cells (Figure 5B), suggesting that the specificity of histone acetylation is directed by CRTC2-associated signaling complexes.

In our model, CBP/p300 and CRTC2-CREB complexes promote histone acetylation at LKB1-SIK-directed genetic loci, leading to increased H3K27ac levels at inflammatory genes (Figure 6A). Optimal activation of NF-κB target genes (including IL-6) requires CBP/p300,^79^ which may be regulated by CRTC2-CREB complexes. Additionally, CBP/p300 have been shown to promote acetylation of CRTC2 at lysine 628 in the context of fasting, protecting it from degradation.^80^ We speculate that CRTC2 is acetylated by CBP/p300 in LKB1-deficient cells, further promoting its nuclear activity. Since inhibiting the HAT activity of CBP/p300 blocked LKB1-dependent cytokine expression and production, we have identified a druggable target downstream of LKB1 that has the potential to suppress the proinflammatory phenotypes in tissues and cells bearing LKB1 mutations.

Overall, our study reveals a novel role for LKB1 in the epigenetic regulation of inflammatory potential. Our data suggest that LKB1-deficient cells are hyper-responsive to inflammatory stimuli due to deregulated CRTC2 signaling downstream of LKB1 and SIK, leading to abnormal transcription of inflammatory genes. Finally, our results provide a new therapeutic potential for LKB1-associated diseases—including PJS and therapy-resistant LKB1 mutant tumors—by inhibiting the CRTC2-CBP/p300 chromatin-modifying complex.

### Limitations of the study

This work describes a mechanism of LKB1-dependent control of inflammation *in vitro* via deregulated histone acetylation. Further studies are needed to determine the role of CRTC2 and CBP/p300 in LKB1-mediated inflammatory responses *in vivo*, including tumor growth. We also did not assess whether targeting the CRTC2-CREB axis would reduce the production of IL-6 or other inflammatory factors in the microenvironment of LKB1-mutant tumors and whether this would impact the therapeutic resistance of these tumors (i.e., resistance to ICIs). Finally, we did not explore the role of CRTC2 signaling in LKB1 mutant immune cells. These experiments will be the focus of future studies.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Additional information and request for resources and reagents should be directed to and will be made available by the corresponding author, Russell G. Jones ().

#### Materials availability

All unique/stable reagents generated in this study will be made available from the lead contact with a completed materials transfer agreement. Plasmids generated in this study will be deposited to Addgene.

#### Data and code availability

- Data tables of differential gene expression analysis and GSEA analysis related to Figures 1 and 4 are shown in Tables S1, S2, S3, and S4. Data tables of differential gene expression analysis and GSEA analysis related to Figure 6 are shown in Tables S5 and S6. RNA-seq data from Figures 1, 4, and 6 and ChIP-seq data from Figure 5 has been deposited at NCBI GEO: GSE214824 and are publicly available as of the date of publication.
- This paper does not report original code.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Mice

*Stk11*^+/−^ mice have been previously described.^29^ Mice were bred and maintained under specific pathogen-free conditions at VAI under approved protocols. Experiments were performed using mice between 8 and 12 weeks of age. Both male and female mice were used in this study.

### METHOD DETAILS

#### Cell culture

*Stk11*^−/−^, *Prkaa1;Prkaa2*^−/−^ (Ampkα^−/−^), and wild type 3T3 mouse embryonic fibroblasts (MEFs) have been previously described^29,81^ and tested negative for mycoplasma contamination. MEF cells were cultured in DMEM (Wisent) supplemented with 10% FBS (Wisent), L-glutamine (Gibco), and penicillin–streptomycin (Invitrogen). *Kras*-mutant (G12D) NSCLC cells deficient for *p53* (KP) or both *p53* and *Stk11*/LKB1 (KPL) have been previously described^82^ and tested negative for mycoplasmacontamination. NSCLC cells and were cultured in RPMI 1640 with L-glutamine (Gibco) supplemented with 10% FBS (Wisent) and penicillin–streptomycin (Invitrogen). Cells were treated with LPS *Escherichia coli* K12 (10 μg/mL) (Invivogen, San Diego CA), IL-1β (0.1 ng/mL for MEFs and 10ng/mL for NSCLC cells) (PeproTech), IL-1α (10ng/mL) (R&D Systems), TNF-α (10 ng/mL) (R&D Systems), IFN-α (10 ng/mL) (Biolegend), IFN-β (100 U/mL) (R&D Systems), or IFN-γ (10 ng/mL) (Peprotech) where indicated. Cells were treated with rapamycin (50 nM) (Millipore Sigma), HG-9–91-01 (MedChemExpress), A485 (1μM, unless indicated otherwise) (Tocris Bioscience), and Vorinostat (Selleck Chemicals) where indicated.

#### Cytokine quantification

MEF and NSCLC cell supernatants were collected after the indicated treatments and stored at −80°C. For the multiplex cytokine/chemokine array, supernatants were assayed by the Eve Technologies Mouse Cytokine/Chemokine 44-Plex Discovery Assay Array (Eve Technologies, Calgary, AB). ELISA was used to quantify IL-6 (Invitrogen) and LIF (R&D Systems) production and were performed according to the manufacturer’s instructions.

#### Immunoblotting

For whole cell immunoblotting, cells were lysed in 1X RIPA buffer (Cell Signaling Technology, Danvers, MA) supplemented with protease and phosphatase inhibitors (Roche). Cytoplasmic and nuclear cell fractions were prepared with a nuclear extraction kit according to the manufacturer’s instructions (Abcam). Protein was quantified using a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). Lysates were resolved by SDS-PAGE, transferred to nitrocellulose, and incubated with primary antibodies listed in key resources table and HRP-conjugated secondary antibodies (Cell Signaling Technology).

#### LPS-induced septic shock model

LPS from *E. coli* O111:B4 (Sigma Aldrich) was administered intraperitoneally at a dose of 10 mg/kg. Blood samples were collected, and serum isolated 4 hours post-LPS injection. Serum IL-6 levels were measured via ELISA (Invitrogen) according to the manufacturer’s instructions. Spleen, liver, and lung tissues were harvested 4 hours post-LPS injection and snap frozen in liquid nitrogen. Tissue was ground with a mortar and pestle and total RNA was isolated using a Qiagen RNeasy Mini Kit (QIAGEN, Germantown, MD, USA).

#### siRNA knockdown assays

50 nM Dharmacon ON-TARGETplus SMARTpool siRNA or Non-targeting Control Pool (Horizon Discovery, Cambridge, UK) was incubated with DharmaFECT 1 transfection reagent (Horizon Discovery) in OptiMEM Reduced Serum Media (Gibco) in a 24 well plate at room temperature for 20 min. 5×10^4^ MEFs were seeded onto the transfection mix and incubated at 37°C for 48 hours. After 48 hours, fresh siRNA and transfection reagent mix was incubated in a 6 well plate at room temperature for 20 min. The transfected cells were trypsinized, transferred to the 6 well plate containing new transfection mix, and incubated for another 48 hours. 1.5×10^4^ cells were seeded into a 96 well plate and incubated at 37°C overnight. The next day, cells were stimulated with LPS or IL-1β for 6 hours. Supernatants were collected and IL-6 production was measured via ELISA.

#### CRISPR/Cas9 gene editing

CRISPR sgRNA guide sequences for the genes of interest (*Crtc2*, *Creb1*, *Stat3*) were designed using the Broad Institute GPP sgRNA Design tool. Five sgRNA sequences targeting the first exon were selected for each gene. Oligonucleotide pairs for sgRNAs were synthesized by Integrated DNA Technologies (IDT). Each pair of oligos was annealed and cloned into *Bbs*I-digested pSpCas9(BB)-2A-GFP (PX458) vector (Addgene). Stbl3 competent cells were transformed with the plasmid containing sgRNAs and plated onto agar plates containing ampicillin. Plasmid DNA was isolated from single colonies using a Qiagen HiSpeed Plasmid Maxi kit (Qiagen). MEFs and NSCLC cells were transfected with 2500ng plasmid DNA using Lipofectamine 3000 (Thermo Fisher Scientific) for 48 hours. Fluorescence-activated cell sorting (FACS) was used to isolate GFP-positive cells. Single cell clones were isolated and expanded from the GFP-positive population and gene knockout was validated via western blotting as described.

#### RNA isolation, sequencing, and qPCR analysis

Total RNA was isolated from MEFs using a Qiagen RNeasy Mini Kit (QIAGEN, Germantown, MD, USA). For quantitative PCR (qPCR), total RNA was reverse transcribed using a High Capacity cDNA Reverse Transcriptase kit (Life Technologies) and qPCR performed using SYBR green (Bio-Rad). Libraries for RNA-seq were prepared by the Van Andel Institute (VAI) Genomics Core from 100 ng of total RNA using the KAPA RNA HyperPrep Kit (Kapa Biosystems, Wilmington, MA USA). Ribosomal RNA material was reduced using the QIAseq FastSelect –rRNA HMR Kit (Qiagen, Germantown, MD, USA). RNA was sheared to 300–400 bp. Prior to PCR amplification, cDNA fragments were ligated to Bioo Scientific NEXTflex Adapters (Bioo Scientific, Austin, TX, USA). Quality and quantity of the finished libraries were assessed using a combination of Agilent DNA High Sensitivity chip (Agilent Technologies, Inc.), QuantiFluor^®^ dsDNA System (Promega Corp., Madison, WI, USA), and Kapa Illumina Library Quantification qPCR assays (Kapa Biosystems). Individually indexed libraries were pooled and 50 bp paired-end sequencing was performed on an Illumina NovaSeq6000 sequencer to an average depth of 40M raw paired-reads per transcriptome. Base calling was done by Illumina RTA3 and output of NCS was demultiplexed and converted to FastQ format with Illumina Bcl2fastq v1.9.0. Reads were trimmed to remove low-quality bases and adapter sequences using TrimGalore v0.6.0 (https://github.com/FelixKrueger/TrimGalore) with default settings. Reads were aligned to the GRCm38.p6 reference genome from GENCODE vM24 using STAR v2.7.8a,^83^ which also calculates the per-gene read counts. Read counts were imported into R v4.1.0 and pairwise contrasts were tested using the quasi-likelihood workflow in edgeR v 3.34.0,^84,85^ fitting all the samples together using the model, ‘~0 + group’, where ‘group’ was the combination of the genotype and the treatment. GSEA was performed using clusterProfiler v1.15.1,^86^ ranking genes by −log_10_ of the edgeR-derived P-value multiplied by −1 or 1 based on the log fold change. GSEA plots were generated using enrichPlot v1.15.1 (https://yulab-smu.top/biomedical-knowledge-mining-book/).

#### Chromatin Immunoprecipitation (ChIP) assays

After the indicated treatments, MEFs were crosslinked with 1% formaldehyde for 10 min at room temperature, then quenched with 0.2 M glycine for 5 min at room temperature. Cells were washed twice with cold PBS, collected in PBS with a protease inhibitor cocktail (Sigma Aldrich), then centrifuged at 500g 4°C for 5 min. Cell pellets were snap frozen on dry ice and stored at −80°C. Cells were lysed with lysis buffer (20 mM Tris-HCl, 85 mM KCl, 0.5% NP-40) on ice for 15 minutes and homogenized using a dounce homogenizer. Nuclei were collected by centrifugation at 1,700g 4°C for 5 min and resuspended in shearing buffer (10 mM Tris-HCl, 1mM EDTA, 0.1% SDS). Chromatin was sheared with a Covaris E220 Evolution Focused-Ultrasonicator for 12 min. Chromatin was centrifuged at 10,000g 4°C for 5 min to pellet insoluble material, and supernatant collected. 10 μg of soluble chromatin was incubated with 10μg H3K27ac (Active Motif) or 10μg rabbit IgG (Cell Signaling) at 4°C for 18 hours. Samples were immunoprecipitated with Dynabeads Protein A magnetic beads (Thermo Fisher Scientific) at 4°C for 4 hours and washed. DNA was eluted with elution buffer (100 mM NaHCO_3_, 1% SDS, proteinase K) for 2 hours at 65°C 1000rpm followed by incubation at 95°C for 10 min. DNA was purified with a QIAquick PCR Purification Kit (Qiagen). qPCR was performed using SYBR green (Bio-Rad) and primers for *Il6*, *Il11*, *Lif*, and *Tnfsf11*.

For ChIP sequencing, libraries for Input and IP samples were prepared by the Van Andel Genomics Core from 10 ng of input material and all available IP material using the KAPA Hyper Prep Kit (v5.16) (Kapa Biosystems, Wilmington, MA USA). Prior to PCR amplification, end repaired and A-tailed DNA fragments were ligated to uniquely barcoded dual indexes (IDT, Coralville, IA USA). Quality and quantity of the finished libraries were assessed using a combination of Agilent DNA High Sensitivity chip (Agilent Technologies, Inc.), QuantiFluor^®^ dsDNA System (Promega Corp., Madison, WI, USA), and Kapa Illumina Library Quantification qPCR assays (Kapa Biosystems). 50 bp, paired end sequencing was performed on an Illumina NovaSeq6000 sequencer using an S2, 100 bp sequencing kit (Illumina Inc., San Diego, CA, USA). Base calling was done by Illumina RTA3 and output of NCS was demultiplexed and converted to FastQ format with Illumina Bcl2fastq v1.9.0. Reads were trimmed to remove low-quality bases and adapter sequences using TrimGalore v0.6.0 (https://github.com/FelixKrueger/TrimGalore) with default settings. Reads were aligned to the GRCm38.p6 reference genome from GENCODE vM24 using bwa mem v0.7.17,^87^ marking duplicates using SAMBLASTER v0.1.24.^88^ Alignments were filtered using SAMtools view v1.9^89^ with the parameters ‘-q 30 -F 2828’ and ‘-f 2’. Bigwig files were obtained using the bamCoverage tool in deepTools v3.4.3^90^ with the paramters ‘–binSize 10 –normalizeUsing “CPM” –samFlagExclude 1024 –samFlagInclude 64 –extendReads’, and specifying the ENCODE v2 blacklist^91^ using ‘–blackListFileName’. Coverage profiles and heatmaps were created using the functions, computeMatrix and plotHeatmap, in deepTools v3.4.3. For computeMatrix, the parameters, ‘–missingDataAs-Zero –binSize 10’, were used along with ‘-bl’ to specify the ENCODE v2 blacklist.

#### Histone acetyltransferase activity assay

After IL-1β treatment, nuclear extracts were prepared with a nuclear extraction kit according to the manufacturer’s instructions (Abcam). Nuclear extracts were quantified using a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). HAT activity was determined using a histone acetyltransferase activity assay kit (Abcam) according to the manufacturer’s instructions. HAT activity is expressed as the relative O.D value per μg of sample.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Data are presented as mean ± SD for technical replicates or mean ± SEM for biological replicates and were analyzed using unpaired Student’s t test (assuming unequal variance). Statistical significance is indicated in all figures by the following annotations: ns, not significant; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, p < 0.0001.

## Supplementary Material

Supplemental information

Table S1. Differential gene expression analysis of wild type, LKB1 knockout, and LKB1/CRTC2 knockout MEFs untreated or stimulated with IL-1β, related to Figures 1 and 4

Table S5. Differential gene expression analysis of LKB1 knockout MEFs treated with the HAT inhibitor A485, related to Figure 6

Table S4. Gene set enrichment analysis of Reactome pathways in wild type, LKB1 knockout, and LKB1/CRTC2 knockout MEFs untreated or stimulated with IL-1β, related to Figures 1 and 4

Table S6. Gene set enrichment analysis of KEGG pathways in LKB1 knockout MEFs treated with the HAT inhibitor A485, related to Figure 6

Table S2. Gene set enrichment analysis of Hallmark pathways in wild type, LKB1 knockout, and LKB1/CRTC2 knockout MEFs untreated or stimulated with IL-1β, related to Figures 1 and 4

Table S3. Gene set enrichment analysis of KEGG pathways in wild type, LKB1 knockout, and LKB1/CRTC2 knockout MEFs untreated or stimulated with IL-1β, related to Figures 1 and 4

Supplemental information can be found online at https://doi.org/10.1016/j.molcel.2023.04.017.

## Figures and Tables

**Figure 1.**
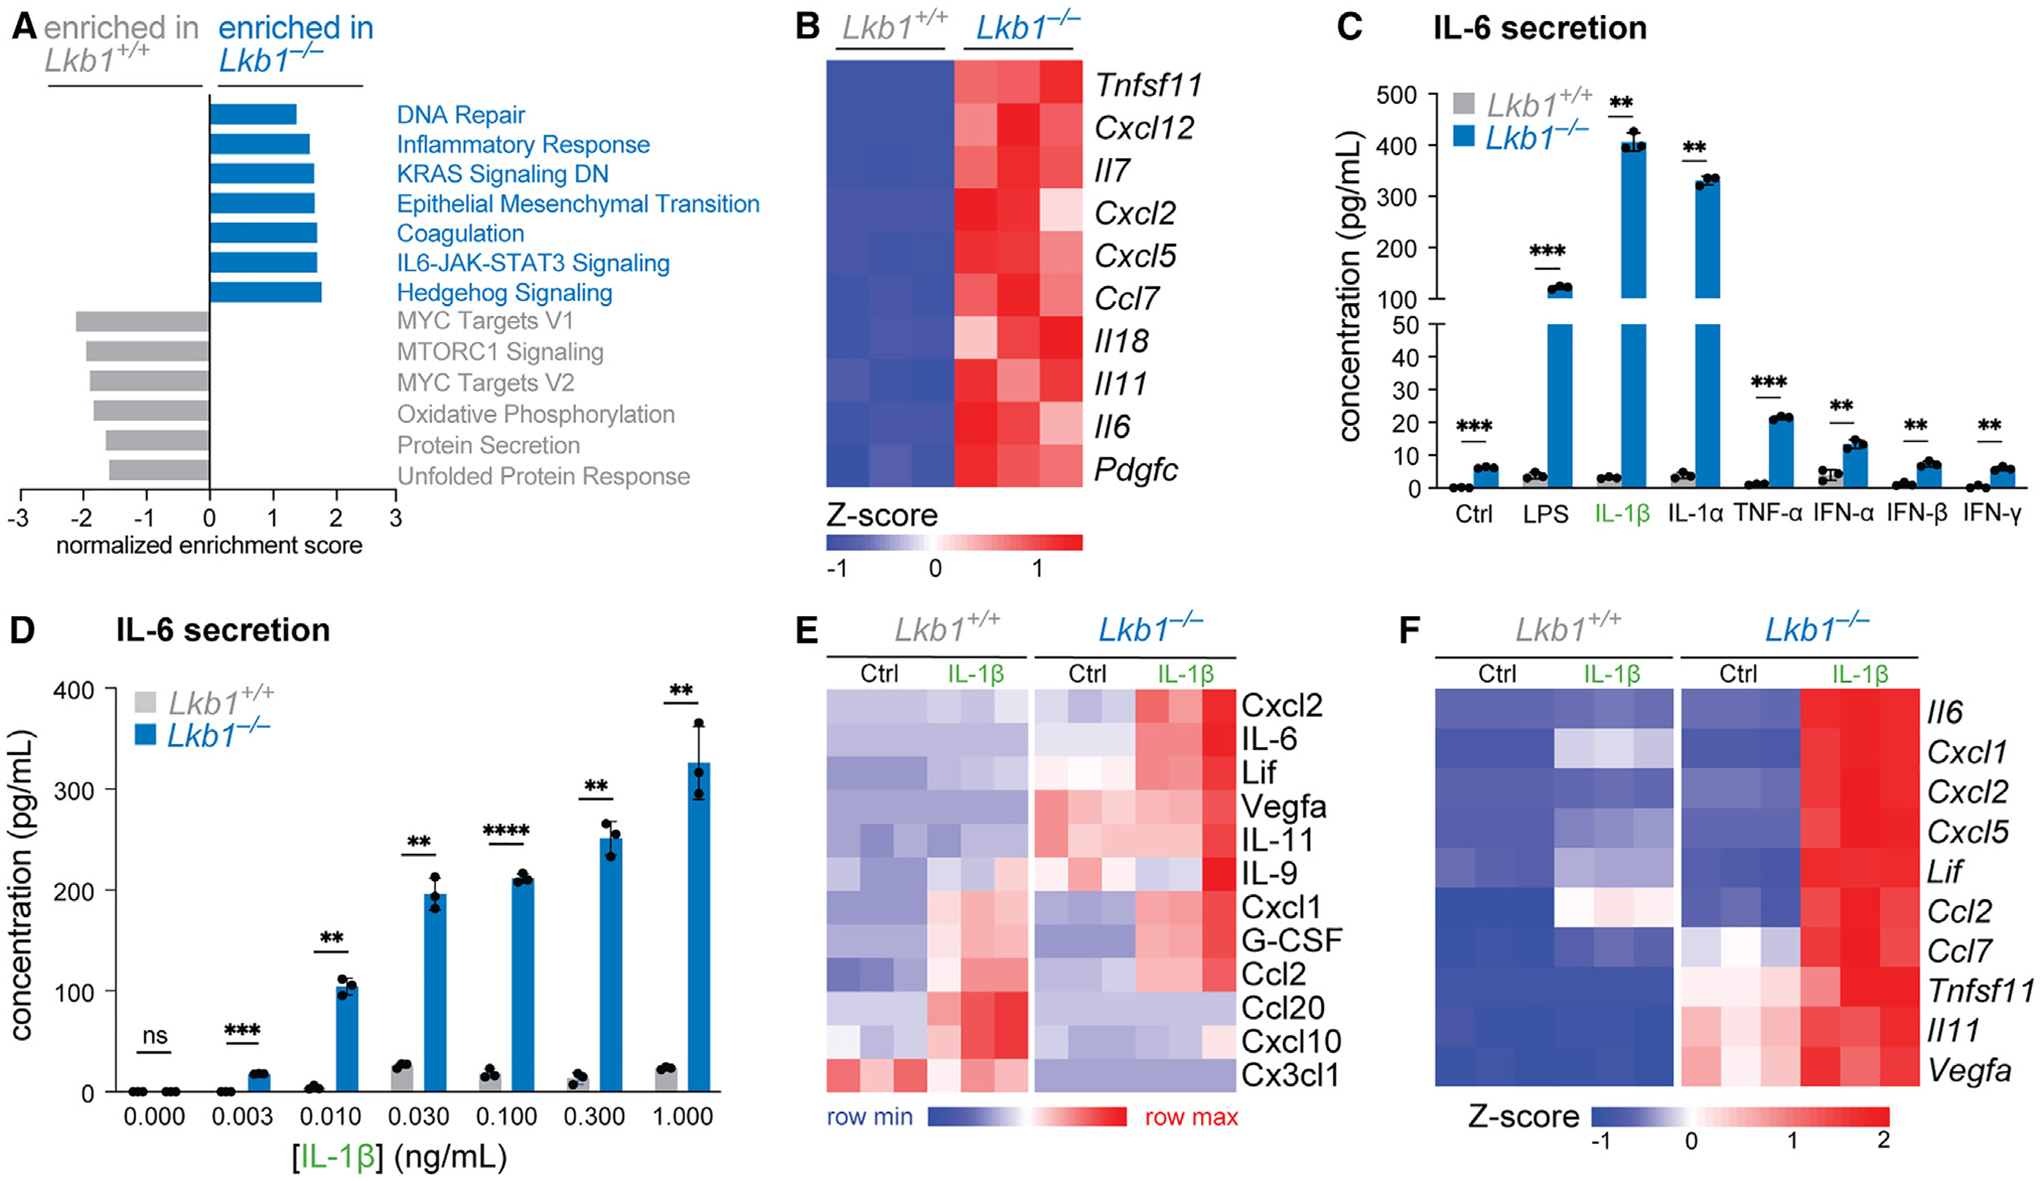
Loss of LKB1 sensitizes cells to inflammatory stimuli (A) Normalized enrichment score for Hallmark pathways enriched in wild-type (*Lkb1*^*+/+*^) and *Lkb1*^−/−^ MEFs. (B) Heatmap of RNA expression (*Z* scores) for the top 10 KEGG cytokine-cytokine receptor interaction genes increased in *Lkb1*^−/−^ MEFs relative to wild type (*Lkb1*^*+/+*^) (n = 3/group). (C) IL-6 production by wild-type (*Lkb1*^*+/+*^) and *Lkb1*^−/−^ MEFs after 6 h stimulation with various inflammatory stimuli (untreated [Ctrl], LPS, IL-1β, IL-1α, TNF-α, IFN-α, IFN-β, or IFN-γ). Data represent the mean ± SD, n = 3/group. (D) IL-6 production by wild-type (*Lkb1*^*+/+*^) and *Lkb1*^−/−^ MEFs stimulated with increasing concentrations of IL-1β for 6 h (mean ± SD, n = 3/group). (E) Heatmap of secreted cytokines/chemokines produced by wild-type (*Lkb1*^*+/+*^) and *Lkb1*^−/−^ MEFs untreated (Ctrl) or stimulated with IL-1β for 6 h (n = 3/group). Shown are secreted cytokines/chemokines with significant differences (p < 0.05) between wild-type and *Lkb1*^−/−^ cells. (F) Heatmap of RNA expression (*Z* scores) for the top 10 IL-1β-induced KEGG cytokine-cytokine receptor genes in wild-type (*Lkb1*^*+/+*^) versus *Lkb1*^−/−^ MEFs (n = 3/group). ns, not significant; **p < 0.01; ***p < 0.001; ****p < 0.0001.

**Figure 2.**
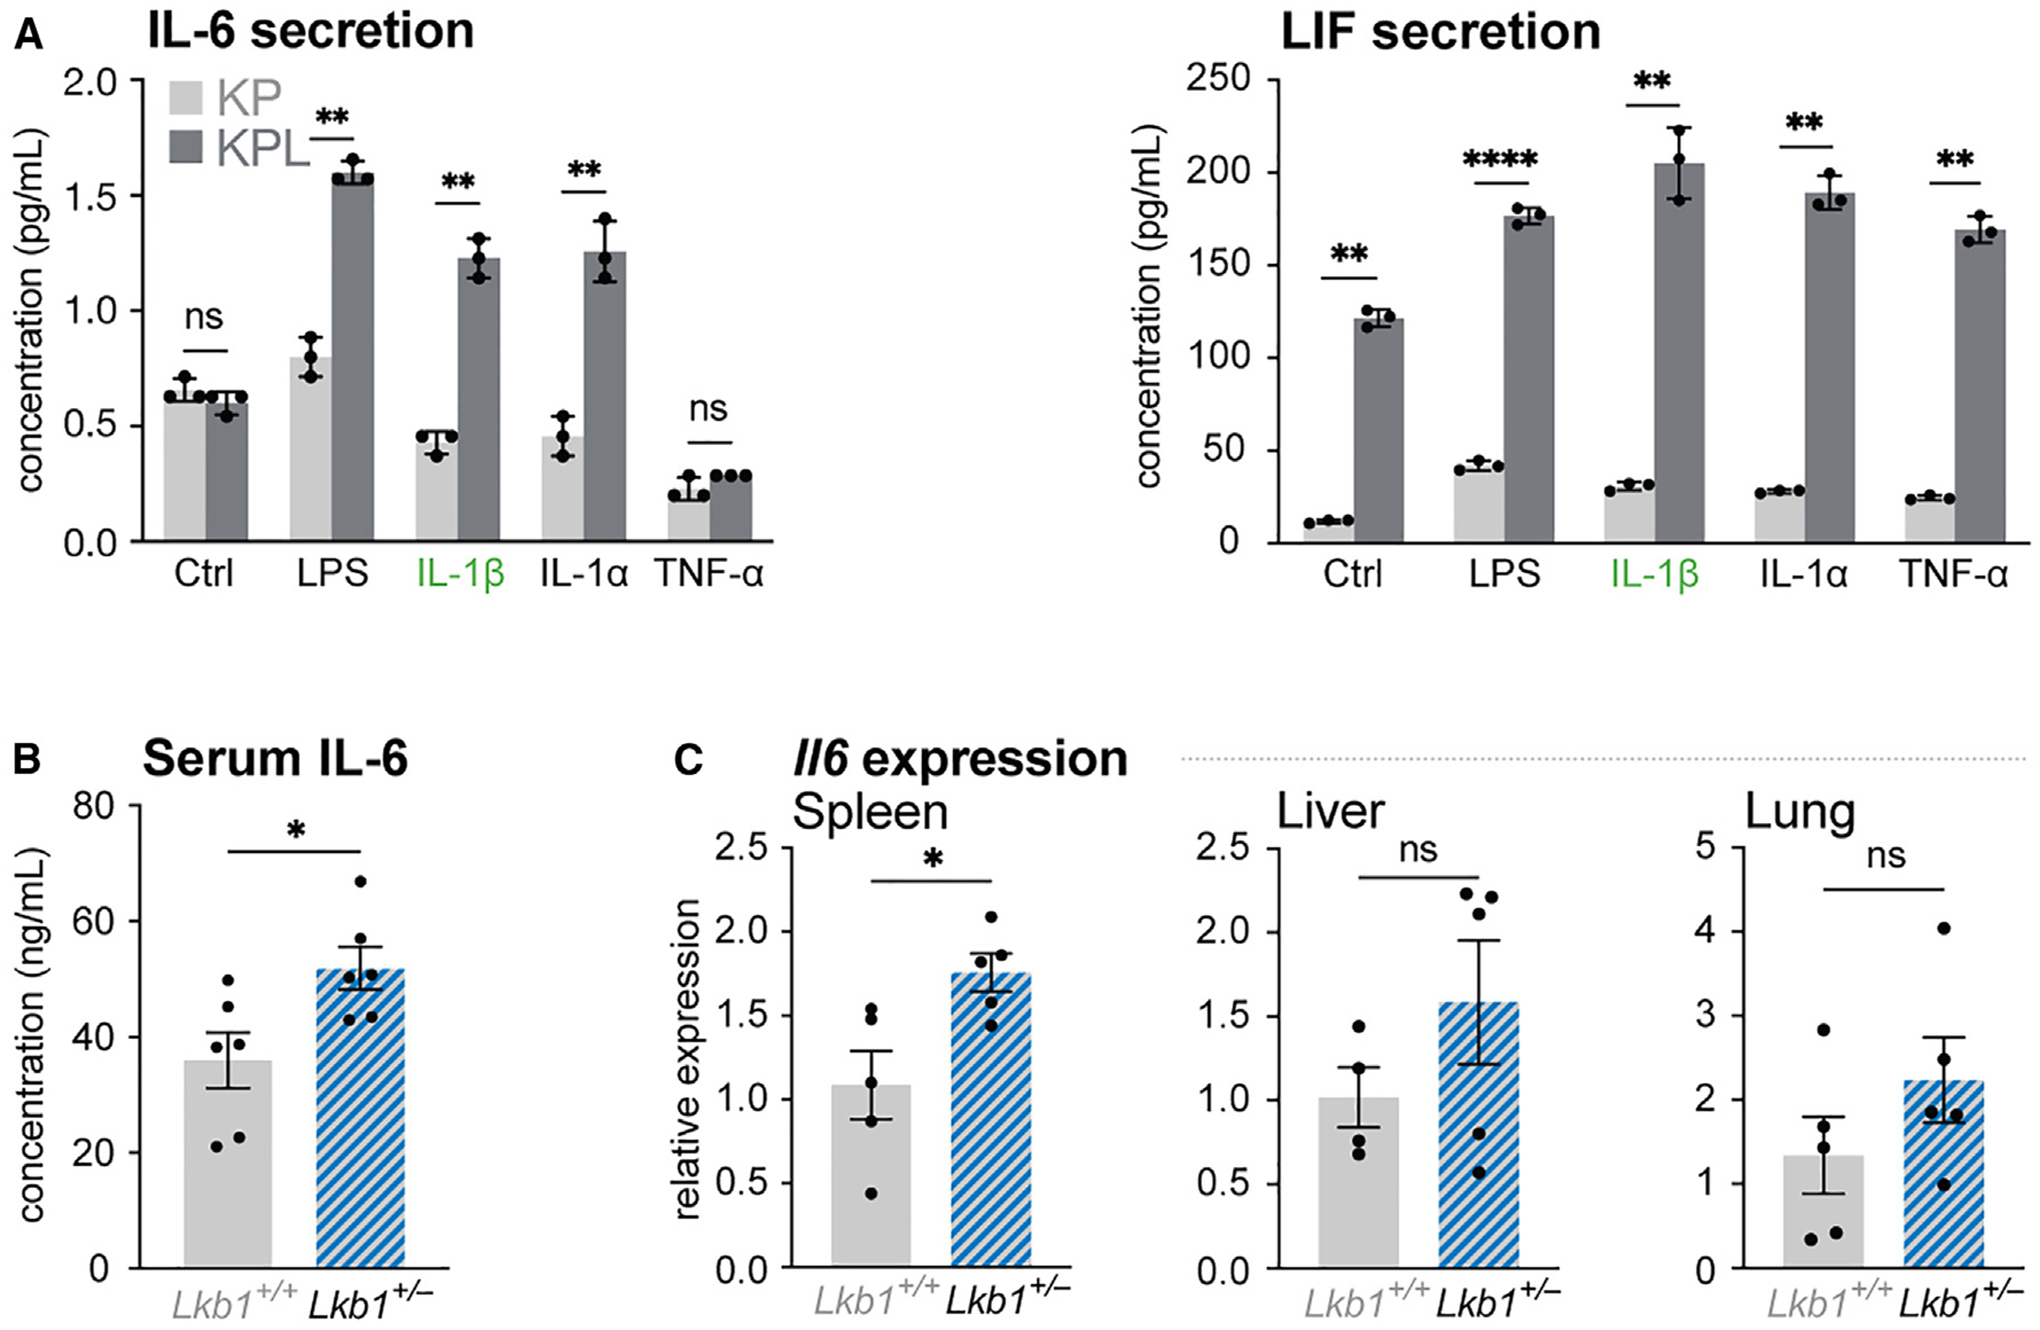
LKB1 loss results in hyper-responsiveness to inflammatory stimuli across multiple tissue types (A) Production of secreted IL-6 (left) and LIF (right) by *Kras*-mutant/*p53*-null (KP) and *Kras*-mutant/*p53*-null/*Lkb1*-null (KPL) NSCLC cells after 6 h stimulation with inflammatory agonists (untreated [Ctrl], LPS, IL-1β, IL-1α, TNF-α). Data represent the mean ± SD, n = 3/group. (B) Serum IL-6 levels from control (*Lkb1*^*+/+*^) and LKB1-mutant (*Lkb1*^*+/−*^) mice 4 h after LPS injection (10 mg/kg). Data represent mean ± SEM for serum samples from 6 individual mice. (C) Normalized relative mRNA levels of *Il6* in the spleen, liver, and lung of control (*Lkb1*^*+/+*^) and LKB1-mutant (*Lkb1*^*+/−*^) mice 4 h after LPS injection (10 mg/kg). Gene expression was made relative to *Tbp* mRNA levels (mean ± SEM, n = 5/group). ns, not significant; *p < 0.05; **p < 0.01; ****p < 0.0001.

**Figure 3.**
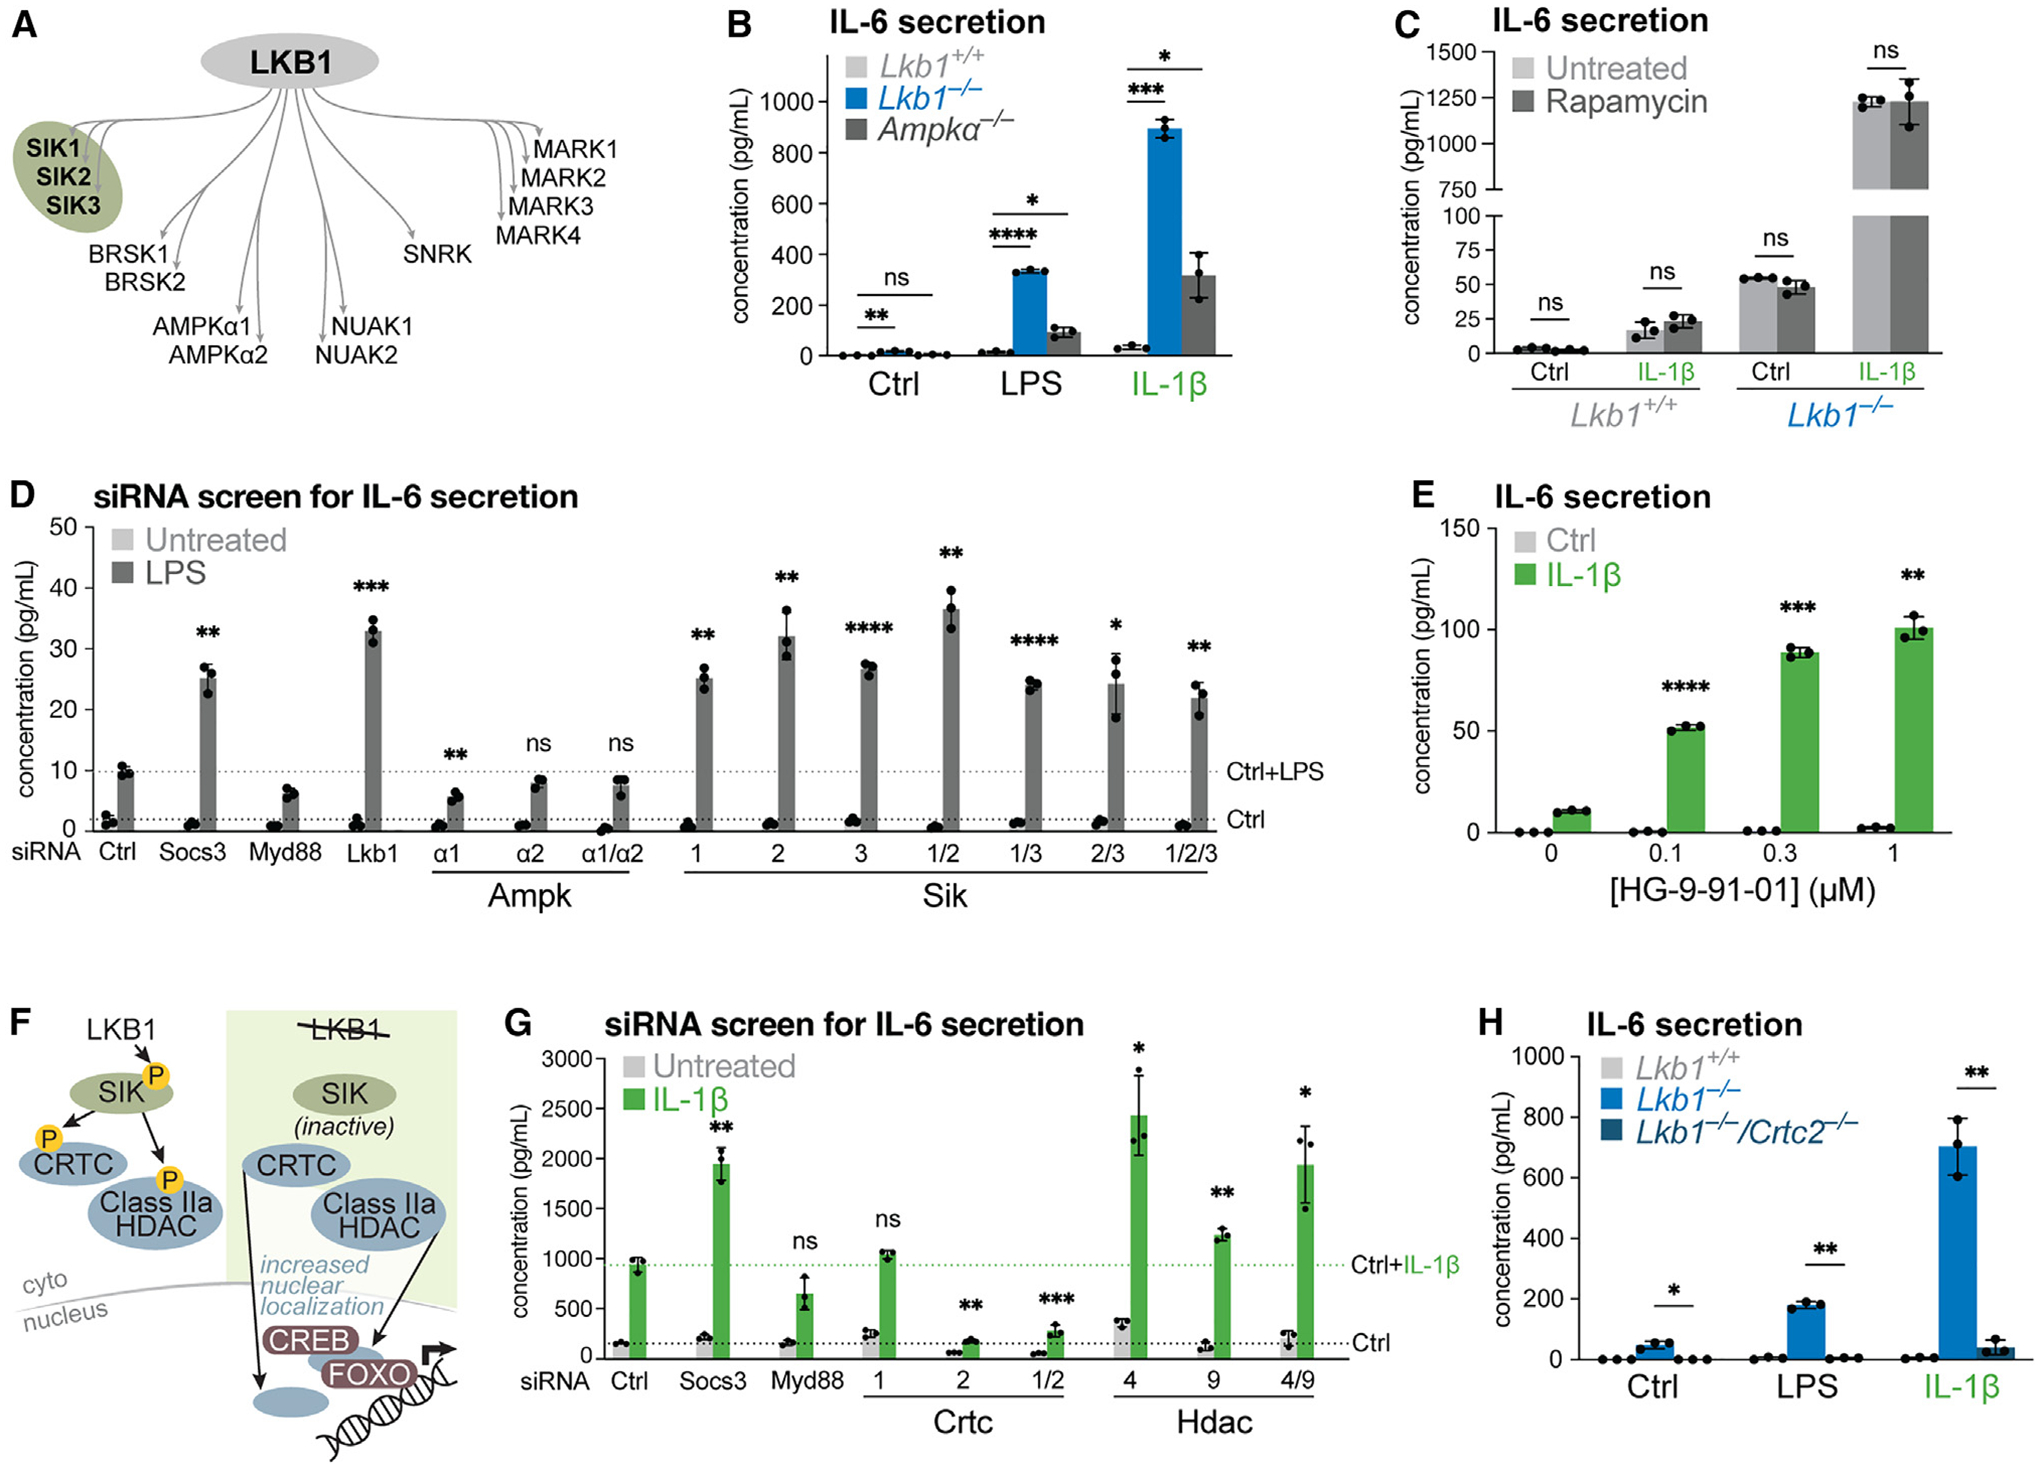
LKB1 loss sensitizes cells to inflammatory stimuli via deregulated SIK-CRTC2 signaling (A) Schematic of AMPK and AMPK-related kinase families regulated by LKB1. (B) IL-6 production by wild-type (*Lkb1*^*+/+*^), *Lkb1*^−/−^, and *Ampkα*^−/−^ MEFs after a 6 h stimulation with the indicated agonists (untreated [Ctrl], LPS, or IL-1β) (mean ± SD, n = 3/group). (C) IL-6 production by wild-type (*Lkb1*^*+/+*^) and *Lkb1*^−/−^ MEFs after a 6 h stimulation with IL-1β. Cells were untreated or treated with rapamycin (50 nM) for 1 h prior to IL-1β treatment (mean ± SD, n = 3/group). (D) IL-6 production by untreated and LPS-stimulated wild-type MEFs transfected with siRNAs targeting *Prkaa1*/*Prkaa2* (Ampkα1 and Ampkα2) and the indicated *Sik* (1/2/3). Non-targeting (Ctrl) and siRNA targeting *Myd88* were used as negative controls. siRNA targeting *Socs3* was used as a positive control. Statistical analysis compared LPS-treated siRNA knockdown to LPS-treated control (Ctrl) (mean ± SD, n = 3/group). (E) IL-6 production by wild-type MEFs after a 6 h stimulation with IL-1β. Cells were treated with a SIK inhibitor (HG-9–91-01) for 1 h prior to IL-1β treatment. Statistical analysis compared IL-1β/SIK inhibitor-treated cells to IL-1β-treated/0 μM HG-9–91-01 (mean ± SD, n = 3/group). (F) Schematic of SIK-CRTC/HDAC signaling downstream of LKB1. CRTCs and HDACs interact with the CREB and Forkhead family (FOXO) transcription factors, respectively. (G) IL-6 production by untreated and IL-1β-stimulated *Lkb1*^−/−^ MEFs transfected with siRNAs targeting the indicated *Crtc* (1/2) or *Hdac* (4/9). Non-targeting (Ctrl) and siRNA targeting *Myd88* were used as negative controls. siRNA targeting *Socs3* was used as a positive control. Statistical analysis compared IL-1β-treated siRNA knockdown to IL-1β-treated control (Ctrl) (mean ± SD, n = 3/group). (H) IL-6 production by wild-type (*Lkb1*^*+/+*^), *Lkb1*^−/−^, and *Lkb1*^−/−^/*Crtc2*^−/−^ MEFs after a 6 h stimulation with LPS, IL-1β, or untreated (Ctrl) (mean ± SD, n = 3/group). ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

**Figure 4.**
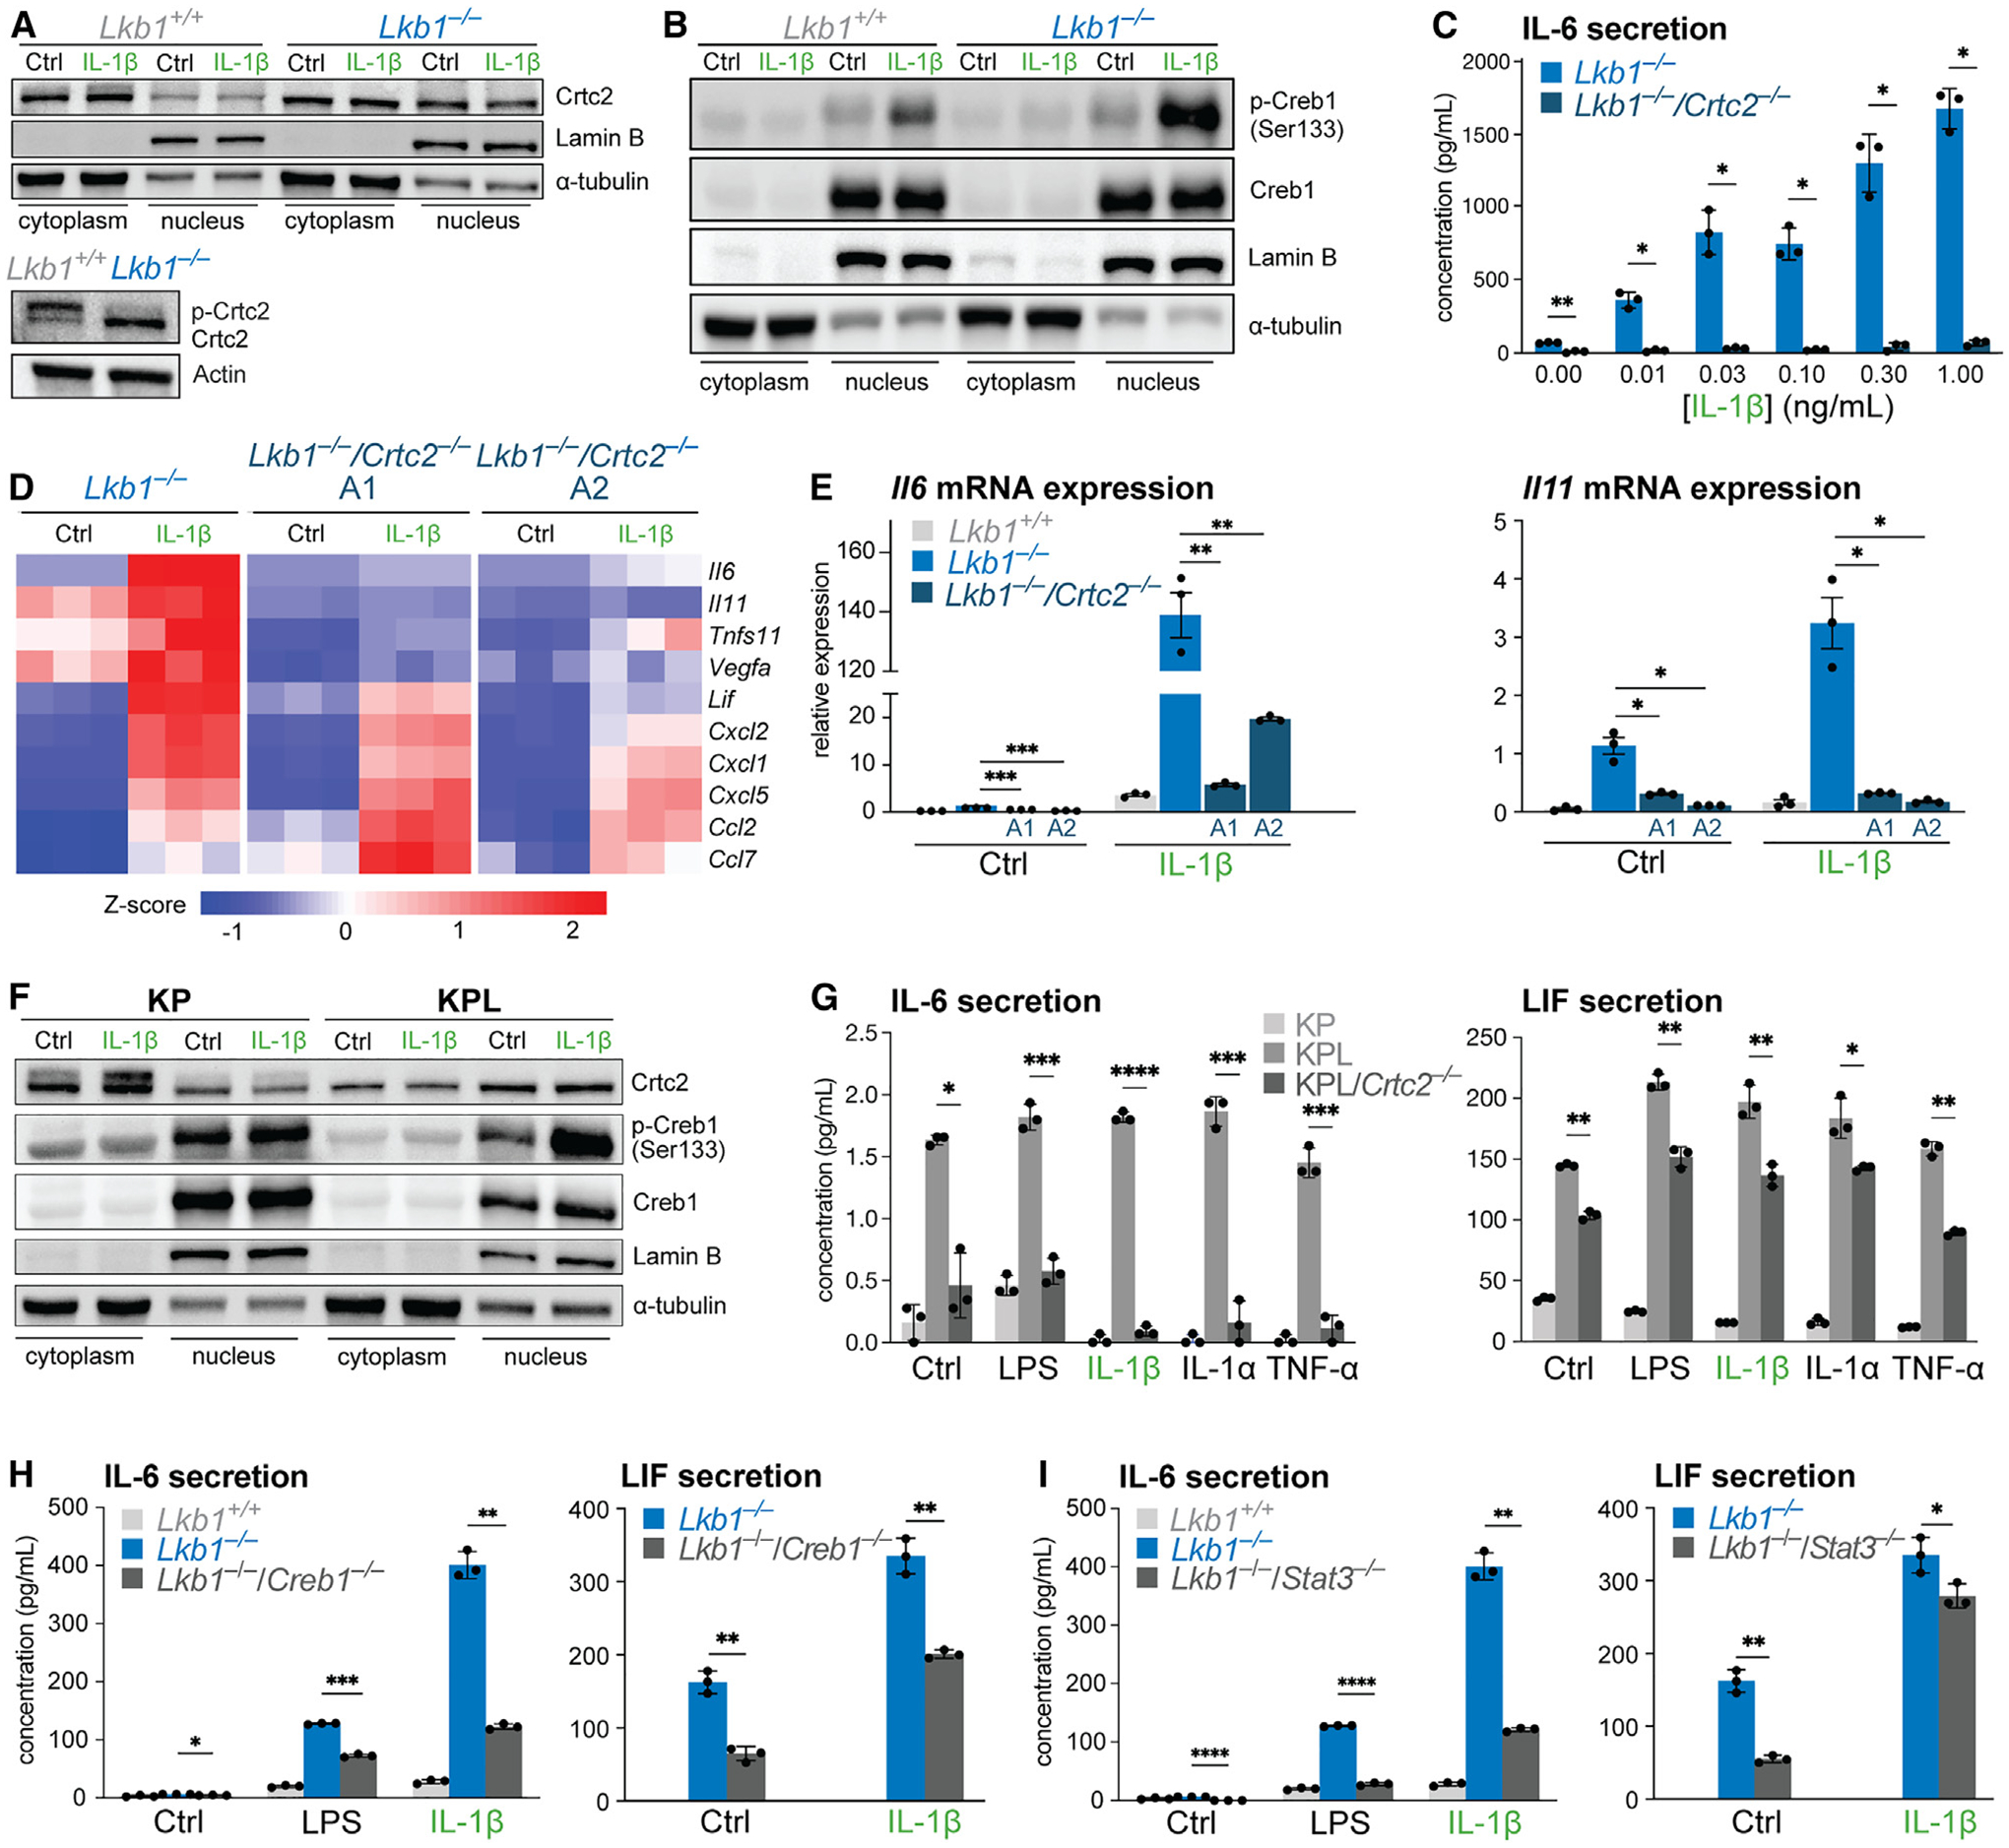
LKB1 regulates inflammatory responses via CRTC2-CREB signaling (A) Top: immunoblot of Crtc2 in cytoplasmic and nuclear fractions from wild-type (*Lkb1*^*+/+*^) and *Lkb1*^−/−^ MEFs stimulated with IL-1β for 30 min. Lamin B and α-tubulin were used as loading controls. Bottom: immunoblot of whole-cell Crtc2 levels in wild-type (*Lkb1*^*+/+*^) and *Lkb1*^−/−^ MEFs. Bands corresponding to phosphorylated (p-Crtc2) and hypo-phosphorylated Crtc2 are indicated. β-actin was used as a loading control. (B) Immunoblot of phosphorylated (Ser133) and total Creb1 in cytoplasmic and nuclear fractions from wild-type (*Lkb1*^*+/+*^) and *Lkb1*^−/−^ MEFs stimulated with IL-1β for 30 min. Lamin B and α-tubulin were used as loading controls. (C) IL-6 production by *Lkb1*^−/−^ and *Lkb1*^−/−^/*Crtc2*^−/−^ MEFs after a 6 h stimulation with increasing doses of IL-1β (mean ± SD, n = 3/group). (D) Heatmap of RNA expression *Z* scores for the top 10 KEGG cytokine-cytokine receptor interaction genes induced by IL-1β in *Lkb1*^−/−^ MEFs relative to *Lkb1*^−/−^/*Crtc2*^−/−^ MEFs. Data from two individual *Lkb1*^−/−^*/Crtc2*^−/−^ cell clones are shown (n = 3/group). (E) Normalized relative mRNA levels of *Il6* and *Il11* in wild-type (*Lkb1*^*+/+*^), *Lkb1*^−/−^, and *Lkb1*^−/−^/*Crtc2*^−/−^ (clone A1/clone A2) MEFs after a 6 h stimulation with IL-1β. Gene expression was made relative to *Tbp* mRNA levels (mean ± SEM, n = 3/group). (F) Immunoblot of Crtc2, phosphorylated (Ser133) Creb1, and total Creb1 in cytoplasmic and nuclear fractions from *Kras*-mutant/*p53*-null (KP) and *Kras*-mutant/*p53*-null/*Lkb1*-null (KPL) NSCLC cells stimulated with IL-1β for 30 min. Lamin B and α-tubulin were used as loading controls. (G) IL-6 (left) and LIF (right) secretion by KP, KPL, and KPL/*Crtc2*^−/−^ NSCLC cells after 6 h stimulation with inflammatory agonists (untreated [Ctrl], LPS, IL-1β, IL-1α, TNF-α) (mean ± SD, n = 3/group). (H) Left: IL-6 production by wild-type (*Lkb1*^*+/+*^), *Lkb1*^−/−^, and *Lkb1*^−/−^/*Creb1*^−/−^ MEFs after a 6 h stimulation with LPS, IL-1β, or untreated (Ctrl). Right: LIF production by *Lkb1*^−/−^ and *Lkb1*^−/−^/*Creb1*^−/−^ MEFs after a 6 h stimulation with IL-1β (mean ± SD, n = 3/group). (I) Left: IL-6 production by wild-type (*Lkb1*^*+/+*^), *Lkb1*^−/−^, and *Lkb1*^−/−^/*Stat3*^−/−^ MEFs after a 6 h stimulation with LPS, IL-1β, or untreated (Ctrl). Right: LIF production by *Lkb1*^−/−^ and *Lkb1*^−/−^/*Stat3*^−/−^ MEFs after a 6 h stimulation with IL-1β (mean ± SD, n = 3/group). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

**Figure 5.**
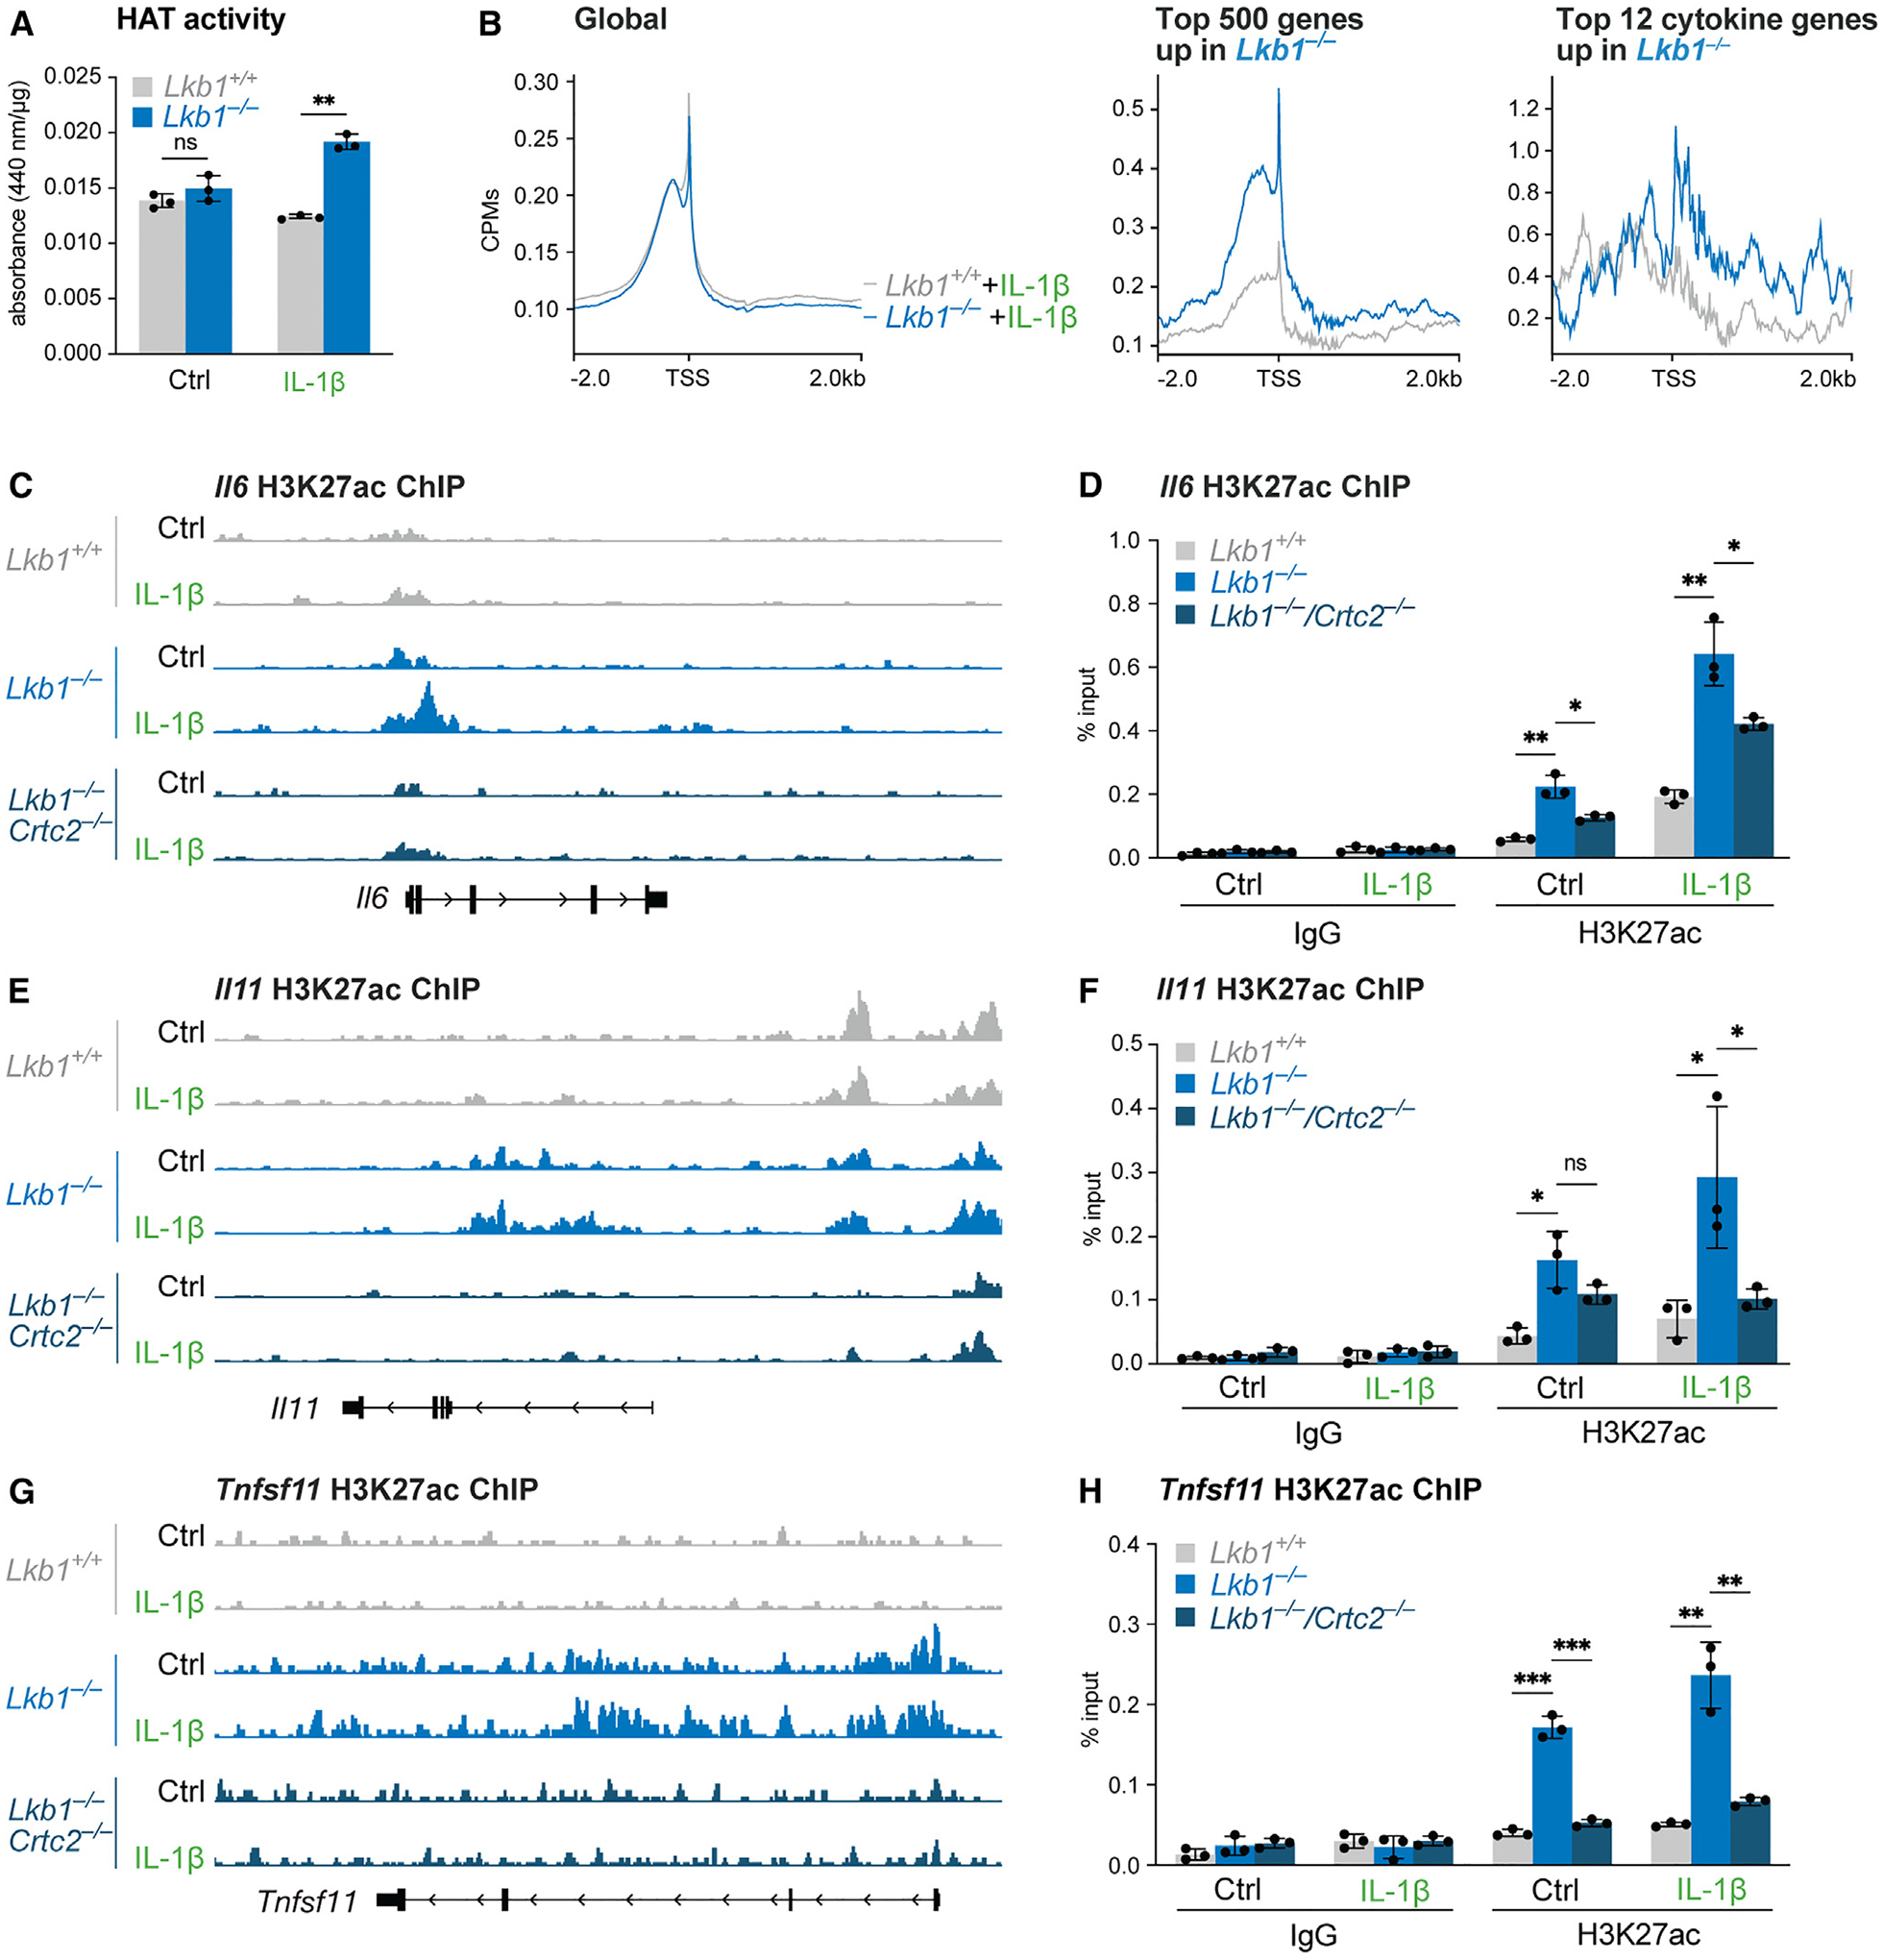
LKB1 regulates inflammation-triggered CRTC2-dependent histone acetylation (A) HAT activity from wild-type (*Lkb1*^*+/+*^) and *Lkb1*^−/−^ nuclear extracts after IL-1β stimulation for 30 min (mean ± SD, n = 3/group). (B) H3K27ac enrichment in relation to transcriptional start sites (TSSs) of genes in the indicated gene sets in wild-type (*Lkb1*^*+/+*^) and *Lkb1*^−/−^ MEFs stimulated with IL-1β for 6 h. (C) Gene tracks for H3K27ac enrichment at the *Il6* locus in wild-type (*Lkb1*^*+/+*^), *Lkb1*^−/−^, and *Lkb1*^−/−^/*Crtc2*^−/−^ MEFs stimulated with IL-1β for 6 h. (D) ChIP-qPCR analysis of H3K27ac enrichment at the *Il6* promoter in wild-type (*Lkb1*^*+/+*^), *Lkb1*^−/−^, and *Lkb1*^−/−^/*Crtc2*^−/−^ MEFs stimulated with IL-1β for 6 h (mean ± SD, n = 3/group). (E) Gene tracks for H3K27ac enrichment at the *Il11* locus in wild-type (*Lkb1*^*+/+*^), *Lkb1*^−/−^, and *Lkb1*^−/−^/*Crtc2*^−/−^ MEFs stimulated with IL-1β for 6 h. (F) ChIP-qPCR analysis of H3K27ac enrichment at the *Il11* promoter in wild-type (*Lkb1*^*+/+*^), *Lkb1*^−/−^, and *Lkb1*^−/−^/*Crtc2*^−/−^ MEFs stimulated with IL-1β for 6 h (mean ± SD, n = 3/group). (G) Gene tracks for H3K27ac enrichment at the *Tnfsf11* locus in wild-type (*Lkb1*^*+/+*^), *Lkb1*^−/−^, and *Lkb1*^−/−^/*Crtc2*^−/−^ MEFs stimulated with IL-1β for 6 h. (H) ChIP-qPCR analysis of H3K27ac enrichment at the *Tnfsf11* promoter in wild-type (*Lkb1*^*+/+*^), *Lkb1*^−/−^, and *Lkb1*^−/−^/*Crtc2*^−/−^ MEFs stimulated with IL-1β for 6 h (mean ± SD, n = 3/group). ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001.

**Figure 6.**
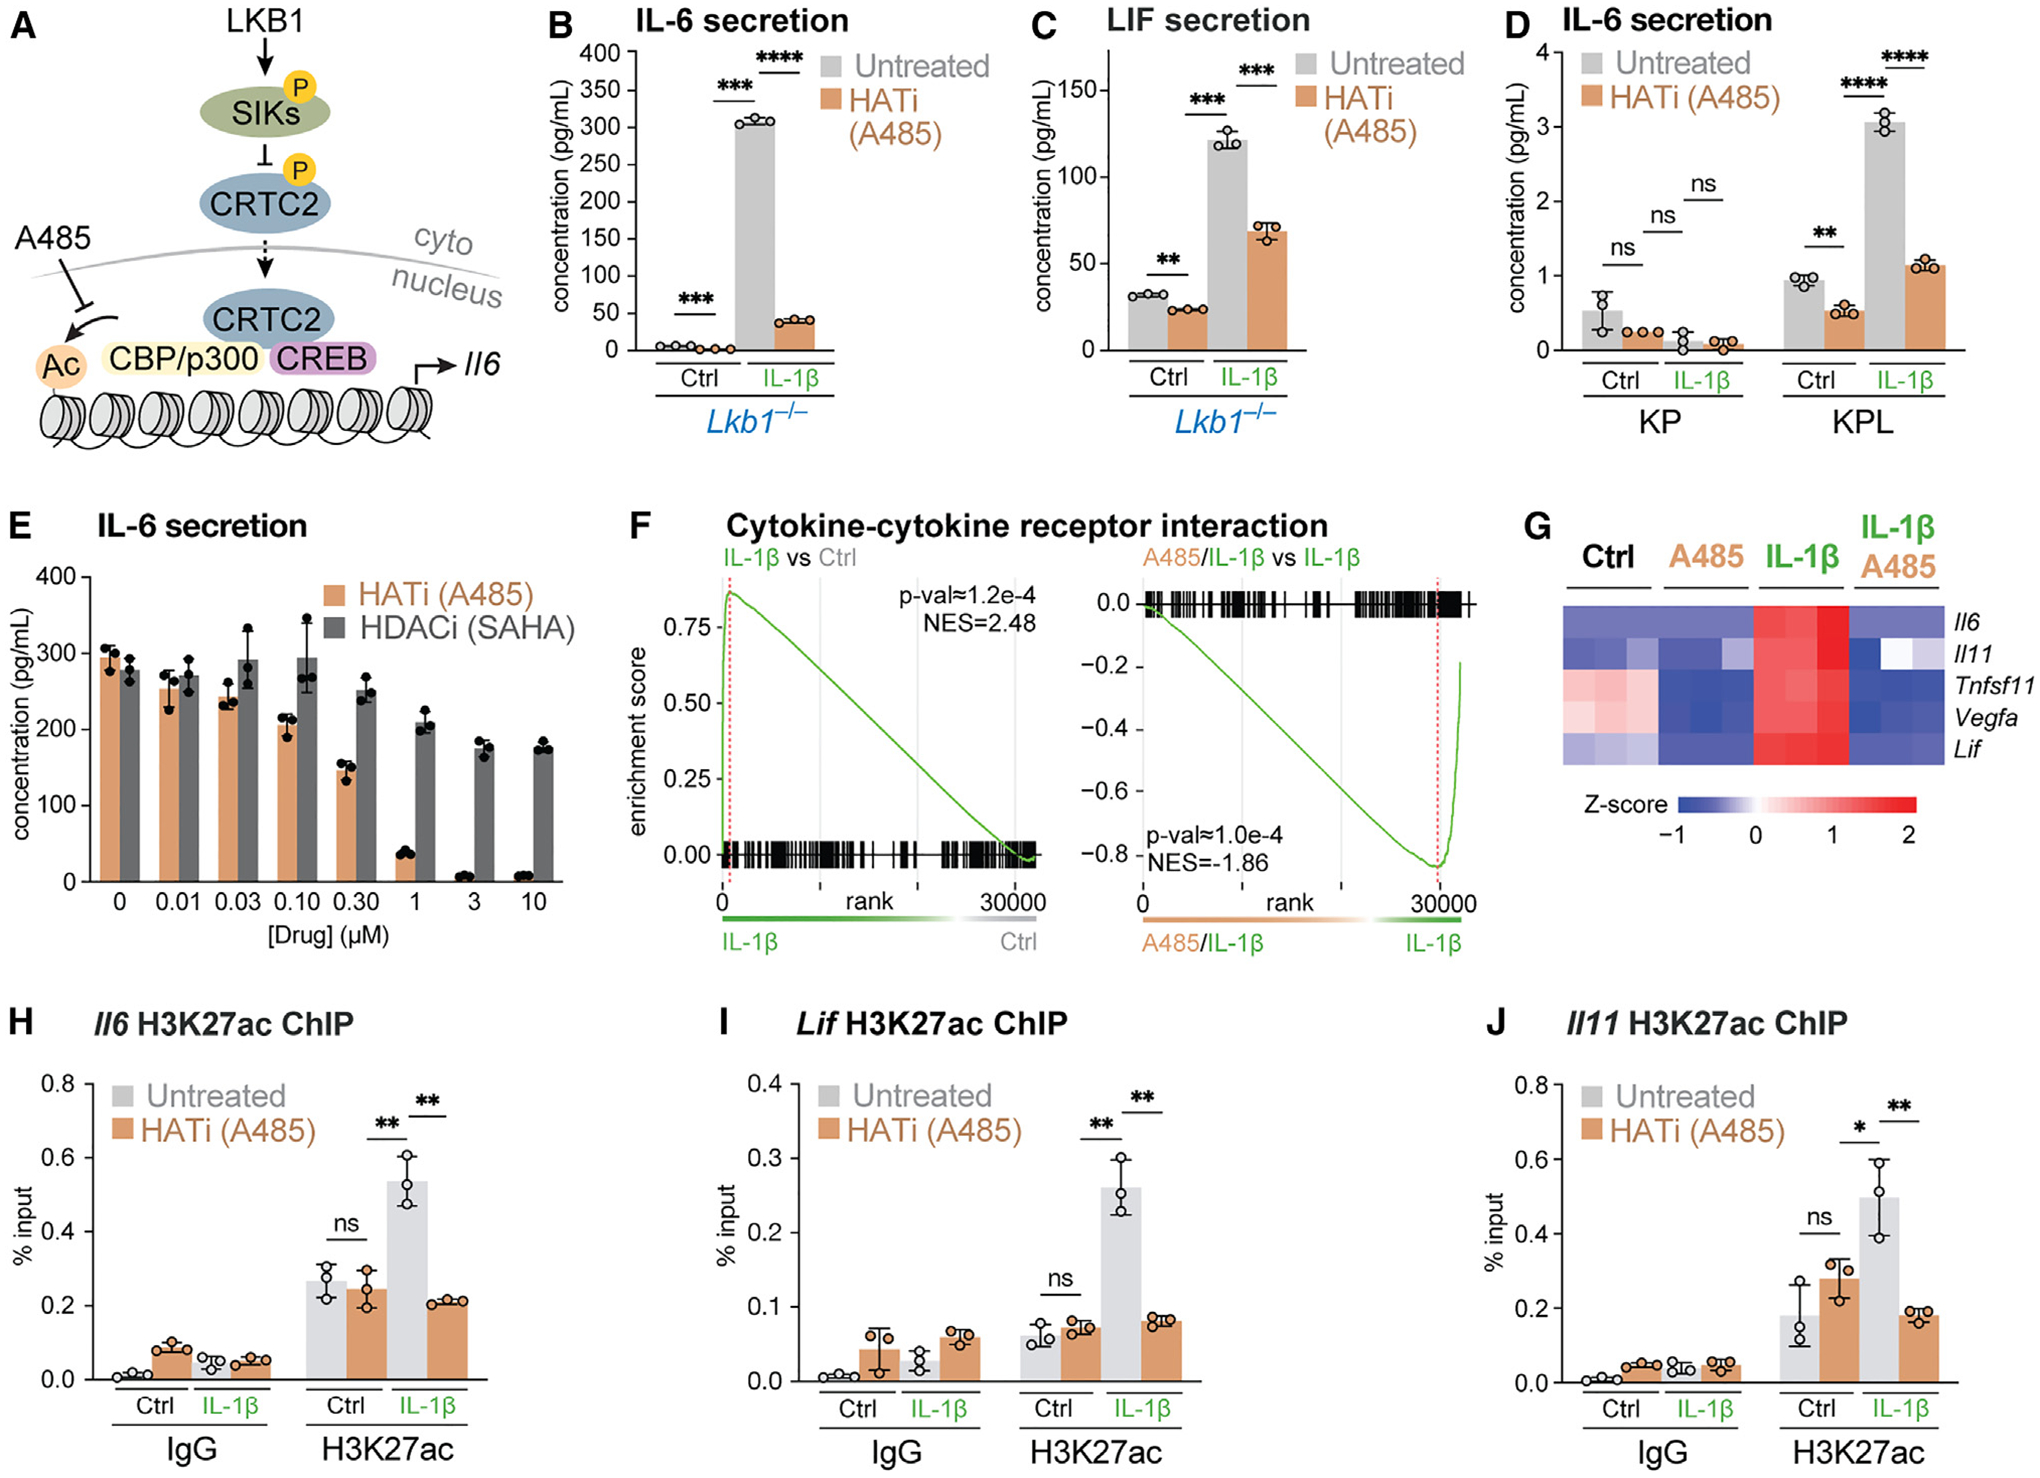
Aberrant histone acetylation drives the inflammatory potential of LKB1-deficient cells (A) Schematic of LKB1 as a negative regulator of histone acetylation via SIK-CRTC2 signaling. (B) IL-6 production by control (Ctrl) or IL-1β-stimulated *Lkb1*^−/−^ MEFs untreated or pre-treated with A485 (1 μM) for 30 min (mean ± SD, n = 3/group). (C) LIF production by control (Ctrl) or IL-1β-stimulated *Lkb1*^−/−^ MEFs untreated or pre-treated with A485 (1 μM) for 30 min (mean ± SD, n = 3/group). (D) IL-6 production by control (Ctrl) or IL-1β-stimulated *Kras*-mutant/*p53*-null (KP) and *Kras*-mutant/*p53*-null/*Lkb1*-null (KPL) NSCLC cells untreated or pre-treated with A485 (1 μM) for 30 min (mean ± SD, n = 3/group). (E) IL-6 production by IL-1β-stimulated *Lkb1*^−/−^ MEFs pre-treated with increasing doses of A485 or vorinostat (SAHA) (mean ± SD, n = 3/group). (F) Gene set enrichment analysis of KEGG cytokine-cytokine receptor interaction genes in control (Ctrl) versus IL-1β-stimulated *Lkb1*^−/−^ MEFs (left) and IL-1β-treated versus IL-1β/A485-treated (1 μM A485) *Lkb1*^−/−^ MEFs (right) (n = 3/group). (G) Heatmap of RNA expression (*Z* scores) for CRTC2-dependent genes in control (Ctrl) or IL-1β-stimulated *Lkb1*^−/−^ MEFs untreated or pre-treated with A485 (1 μM) for 30 min (n = 3/group). (H–J) ChIP-qPCR analysis of H3K27ac enrichment at the (H) *Il6*, (I) *Lif*, and (J) *Il11* promoters in control (Ctrl) or IL-1β-stimulated *Lkb1*^−/−^ MEFs untreated or pre-treated with A485 (1 μM) for 30 min (mean ± SD, n = 3/group). ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Rabbit monoclonal anti-human/mouse beta-actin	Cell Signaling	Cat#4970; RRID: AB_2223172
Rabbit monoclonal anti-Lamin B1	Cell Signaling	Cat#12586; RRID: AB_2650517
Rabbit polyclonal anti-alpha-tubulin	Cell Signaling	Cat#2144; RRID: AB_2210548
Rabbit monoclonal anti-LKB1	Cell Signaling	Cat#3047; RRID: AB_2198327
Rabbit polyclonal anti-CRTC2	Proteintech	Cat#12497-1-AP; RRID: AB_2260910
Rabbit polyclonal anti-CREB1	Proteintech	Cat#12208-1-AP; RRID: AB_2245417
Rabbit monoclonal anti-phospho-CREB (Ser133)	Cell Signaling	Cat#9198; RRID: AB_2561044
Rabbit monoclonal anti-phospho-p70 S6 kinase (Thr389)	Cell Signaling	Cat#97596; RRID: AB_2800283
Rabbit monoclonal anti-p70 S6 kinase	Cell Signaling	Cat#2708; RRID: AB_390722
Rabbit polyclonal anti-phospho-S6 ribosomal protein (Ser235/236)	Cell Signaling	Cat#2211; RRID: AB_331679
Rabbit monoclonal anti-S6 ribosomal protein	Cell Signaling	Cat#2217; RRID: AB_331355
Rabbit monoclonal anti-phospho-4EBP1 (Thr37/46)	Cell Signaling	Cat#2855; RRID: AB_560835
Rabbit monoclonal anti-phospho-HDAC4 (Ser246)/HDAC5 (Ser259)/HDAC7 (Ser155)	Cell Signaling	Cat#3443; RRID: AB_2118723
Rabbit polyclonal anti-phospho-HDAC4 (Ser246)/HDAC5 (Ser259)/HDAC9 (Ser220)	Invitrogen	Cat#PA5-37835; RRID: AB_2554443
Rabbit monoclonal anti-HDAC4	Cell Signaling	Cat#15164; RRID: AB_2798733
Rabbit monoclonal anti-HDAC5	Cell Signaling	Cat#20458; RRID: AB_2713973
Rabbit monoclonal anti-HDAC7	Cell Signaling	Cat#33418; RRID: AB_2716756
Rabbit polyclonal anti-HDAC9	Invitrogen	Cat#PA5-90264; RRID: AB_2805993
Goat anti-rabbit IgG, HRP-linked	Cell Signaling	Cat#7074; RRID: AB_2099233
Histone H3K27ac	Active Motif	Cat#39133; RRID: AB_2561016
Normal Rabbit IgG	Cell Signaling	Cat#2729; RRID: AB_1031062
Bacterial and Virus Strains		
One Shot Stbl3 Chemically Competent *E. coli*	Invitrogen	Cat#C737303
Chemicals, Peptides, and Recombinant Proteins		
DMEM	Wisent Bioproducts	Cat#319-015-CL
RPMI Medium 1640	Gibco	Cat#11875-093
Opti-MEM I	Gibco	Cat#31985070
HBSS	Gibco	Cat#14185-052
Nu-Serum IV Culture Supplement	Corning	Cat#355504
Penicillin-streptomycin	Gibco	Cat#15070-063
L-Glutamine	Gibco	Cat#25030-081
LPS from *E. coli* 0111:B4	Sigma-Aldrich	Cat#L2630
Standard LPS, *E. coli* K12	Invivogen	tlrl-eklps
Recombinant murine IL-1β	Peprotech	Cat#211-11B
Recombinant mouse IL-1α	R&D Systems	Cat#400-ML
Recombinant mouse TNF-α	R&D Systems	Cat#410-MT
Recombinant mouse IFN-α	BioLegend	Cat#752802
Recombinant mouse IFN-β	R&D Systems	Cat#12410-1
Recombinant murine IFN-γ	Peprotech	Cat#315-05
Rapamycin	Millipore Sigma	Cat#37094
A 485	Tocris Bioscience	Cat#6387
Vorinostat	Selleck Chemicals	Cat#S1047
HG-9-91-01	MedChemExpress	Cat#HY-15776
BbsI	NEB	Cat#R0539
Dynabeads Protein A	Invitrogen	Cat#10001D
Proteinase K	Invitrogen	Cat#25530-015
Pierce 16% Formaldehyde (w/v), methanol-free	Thermo Fisher	Cat#28908
Critical Commercial Assays		
Qiagen RNAeasy Mini Kit	Qiagen	Cat#74104
QIAquick PCR Purification Kit	Qiagen	#28104
HiSpeed Plasmid Maxi Kit	Qiagen	#12662
Histone acetyltransferase activity assay kit	Abcam	#ab65352
Mouse IL-6 ELISA kit	Thermo Fisher	#88-7064-88
Mouse LIF Quantikine ELISA kit	R&D Systems	MLF00
Mouse Cytokine/Chemokine 44-Plex Discovery Assay Array	Eve Technologies	MD44
cOmplete, Mini, EDTA-free Protease Inhibitor Cocktail	Roche	11836170001
PhosSTOP	Roche	4906845001
Nuclear extraction kit	Abcam	ab113474
ON-TARGETplus Mouse Stk11 siRNA	Horizon Discovery	L-044342-00-0005
ON-TARGETplus Mouse Socs3 siRNA	Horizon Discovery	L-040626-01-0005
ON-TARGETplus Mouse Myd88 siRNA	Horizon Discovery	L-063057-00-0005
ON-TARGETplus Mouse Prkaa1 siRNA	Horizon Discovery	L-041035-00-0005
ON-TARGETplus Mouse Prkaa2 siRNA	Horizon Discovery	L-040809-00-0005
ON-TARGETplus Mouse Sik1 siRNA	Horizon Discovery	L-044399-00-0005
ON-TARGETplus Mouse Sik2 siRNA	Horizon Discovery	L-041008-00-0005
ON-TARGETplus Mouse Sik3 siRNA	Horizon Discovery	L-061908-00-0005
ON-TARGETplus Mouse Crtc1 siRNA	Horizon Discovery	L-066810-01-0005
ON-TARGETplus Mouse Crtc2 siRNA	Horizon Discovery	L-049303-00-0005
ON-TARGETplus Mouse Hdac4 siRNA	Horizon Discovery	L-043626-00-0005
ON-TARGETplus Mouse Hdac9 siRNA	Horizon Discovery	L-066143-00-0005
ON-TARGETplus Non-targeting Control Pool	Horizon Discovery	D-001810-10-05
DharmaFECT 1 Transfection Reagent	Horizon Discovery	Cat#T-2001
Deposited data		
RNA-sequencing and ChIP-sequencing data	This manuscript	GEO: GSE214824
Experimental Models: Cell Lines		
Wild type mouse embryonic fibroblasts (MEFs)	Faubert et al.^64^	N/A
Lkb1^−/−^ MEFs	Faubert et al.^64^	N/A
*Ampk*^−/−^ MEFs	Rabinovitch et al.^81^	N/A
*Lkb1*/Crtc2^−/−^ MEFs	This manuscript	N/A
*Lkb1*/Creb1^−/−^ MEFs	This manuscript	N/A
*Lkb1*/Stat3^−/−^ MEFs	This manuscript	N/A
WT/Crtc2^−/−^ MEFs	This manuscript	N/A
*Kras*-mutant/*p53*-null (KP) NSCLC cells	Liu et al.^82^	N/A
*Kras*-mutant/*p53*-null/*Lkb1*-null (KPL) NSCLC cells	Liu et al.^82^	N/A
*Kras*-mutant/*p53*-null/*Lkb1*-null/*Crtc2*-null (KPL/Crtc2^−/−^) NSCLC cells	This manuscript	N/A
Experimental Models: Organisms/Strains		
Stk11^+/−^ mice	Poffenberger et al.^29^	N/A
Recombinant DNA		
pSpCas9(BB)-2A-GFP (PX458)	Addgene	Addgene #48138
Software and Algorithms		
GraphPad Prism V6 or V7	GraphPad Software	www.graphpad.com

# Supplementary material for: LKB1 controls inflammatory potential through CRTC2-dependent histone acetylation
**Source:** Mol Cell. Author manuscript; Available in PMC 2026 May 1.
**Supplement:** Supplemental information

**Supplemental information**

**LKB1 controls inflammatory potential through  
CRTC2-dependent histone acetylation**

**Shelby E. Compton, Susan M. Kitchen-Goosen, Lisa M. DeCamp, Kin H. Lau, Batsirai Mabvakure, Matthew Vos, Kelsey S. Williams, Kwok-Kin Wong, Xiaobing Shi, Scott B. Rothbart, Connie M. Krawczyk, and Russell G. Jones**

## Inventory of Supplemental Information

### Supplemental Tables

**Table S7**, related to Figure 3 and Figure 4. List of CRISPR sgRNA guides used to generate *Crtc2*, *Creb1*, and *Stat3* knockout cells.

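The table lists 1 guide of 20 bases for each gene. Each guide was matched to the transcripts of its gene in the GENCODE M21 annotation of GRCm38, the annotation used here for gene names and positions, and was found at 1 place, followed by an NGG motif, the sequence that Cas9 needs next to its target. The *Crtc2* guide, TGATGGACATCGGCTCCACA, lies on chromosome 3 from 90254536 to 90254555 on the strand of the gene, followed by CGG. It falls in exon 1 of the 5 transcripts that hold it, which in the coding transcript of 14 exons is coding exon 1. The *Creb1* guide, CAGCTGCACTAAGGTTACAG, lies on chromosome 1 from 64558543 to 64558562 on the strand opposite to the gene, followed by TGG. It falls in exon 3, which is coding exon 2, in the coding transcripts except 1, where it falls in exon 2 and coding exon 1. The *Stat3* guide, CAAAGAGTCACATGCCACGT, lies on chromosome 11 from 100908770 to 100908789 on the strand of the gene, followed by TGG, in exon 3 of 24 and coding exon 2 of the 4 transcripts that hold it. The search covered the transcripts of each gene and not the rest of the genome, so sites elsewhere were not counted.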

**Table S8**, related to Figure 4 and Figure 6. List of qPCR primers used for mRNA expression analysis.

**Table S9**, related to Figure 5 and Figure 6. List of ChIP-qPCR primers used in this study.

### Supplemental Figures

**Figure S1**, Related to Figure 1. Loss of LKB1 sensitizes cells to inflammatory stimuli.

**Figure S2**, Related to Figure 3. LKB1 loss sensitizes cells to inflammatory stimuli via deregulated SIK-CRTC2 signaling.

**Figure S3**, Related to Figure 4. LKB1 regulates inflammatory responses via CRTC2-CREB signaling.

**Figure S4**, Related to Figure 5. LKB1 regulates inflammation-triggered CRTC2-dependent histone acetylation.

**Figure S5**, Related to Figure 6. Aberrant histone acetylation drives the inflammatory potential of LKB1-deficient cells.

**Table S7, related to Figure 3 and Figure 4. List of CRISPR sgRNA guide sequences used to generate *Crtc2*, *Creb1*, and *Stat3* knockout cells.**

| Gene         | Forward                   | Reverse                   |
|--------------|---------------------------|---------------------------|
| <i>Crtc2</i> | CACCGTGATGGACATCGGCTCCACA | AAACTGTGGAGCCGATGTCCATCAC |
| <i>Creb1</i> | CACCGCAGCTGCACTAAGGTTACAG | AAACCTGTAACCTTAGTGCAGCTGC |
| <i>Stat3</i> | CACCGCAAAGAGTCACATGCCACGT | AAACACGTGGCATGTGACTCTTTGC |

**Table S8, related to Figure 4 and Figure 6. List of qPCR primers used for mRNA expression analysis.**

| Gene        | Forward                 | Reverse                   |
|-------------|-------------------------|---------------------------|
| <i>Il6</i>  | GAGGATACCACTCCCAACAGACC | AAGTGCATCATCGTTGTTTCATACA |
| <i>Il11</i> | GGGGCCTGCTGTTGTTAAAG    | TCCTGGAACCTCACGAACTCAC    |
| <i>Lif</i>  | GTCTTGCCGCAGGGATTG      | GCACAGGTGGCATTACAGG       |

**Table S9, related to Figure 5 and Figure 6. List of ChIP-qPCR primers used in this study.**

| Gene           | Forward              | Reverse              |
|----------------|----------------------|----------------------|
| <i>Il6</i>     | CACTTCACAAGTCGGAGGCT | AATGAATGGACGCCCACACT |
| <i>Il11</i>    | TGGTCCCCTCTAGCTATGCC | AAAGAGAGGTGCGGACAGAG |
| <i>Lif</i>     | CTCAGGCCACCAACTTCAGA | TTCAGGGTGACACCATCGTT |
| <i>Tnfsf11</i> | TGAATACGACCAACTGCGCT | GGAGGAAGCTCCGTGCTAAA |

### A Cytokine-cytokine receptor interaction *Lkb1*<sup>-/-</sup> vs. *Lkb1*<sup>+/+</sup>

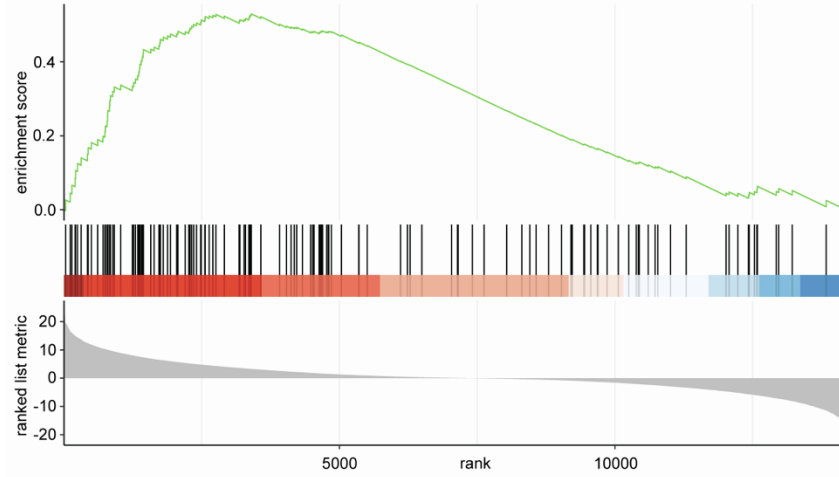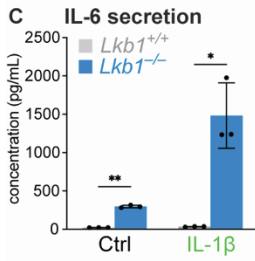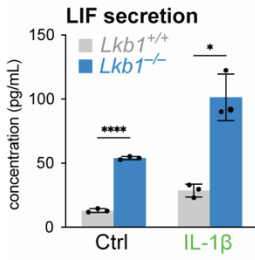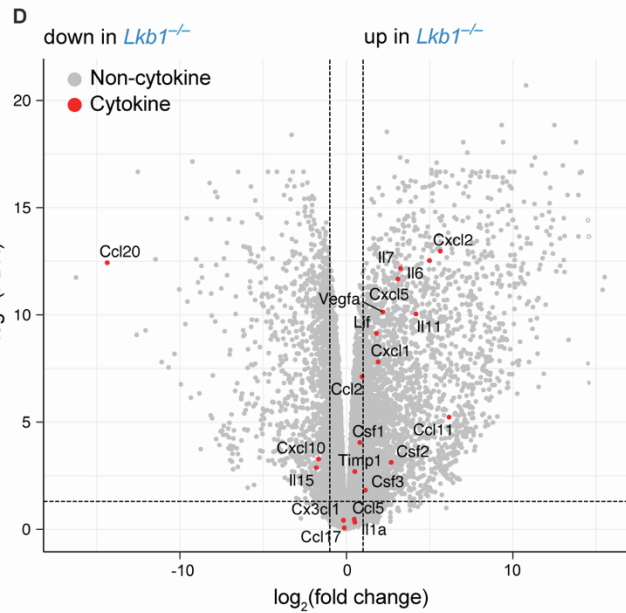

### E Cytokine-cytokine receptor interaction *Lkb1*<sup>-/-</sup>+IL-1β vs. *Lkb1*<sup>+/+</sup>+IL-1β

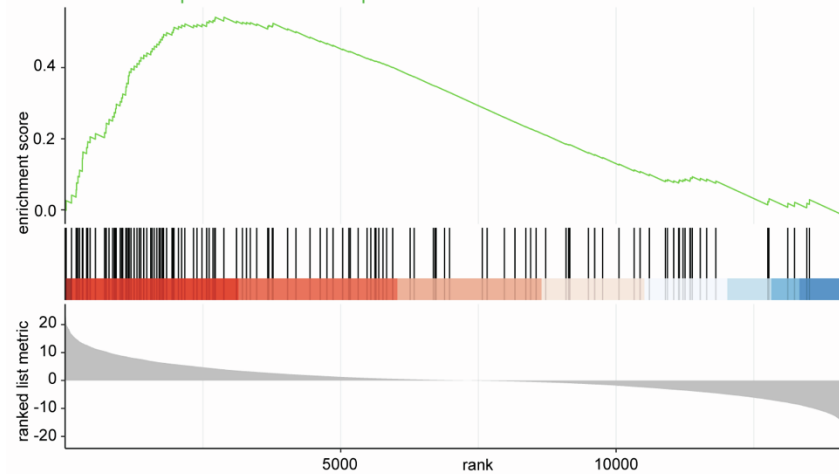

### B *Lkb1*<sup>+/+</sup> *Lkb1*<sup>-/-</sup>

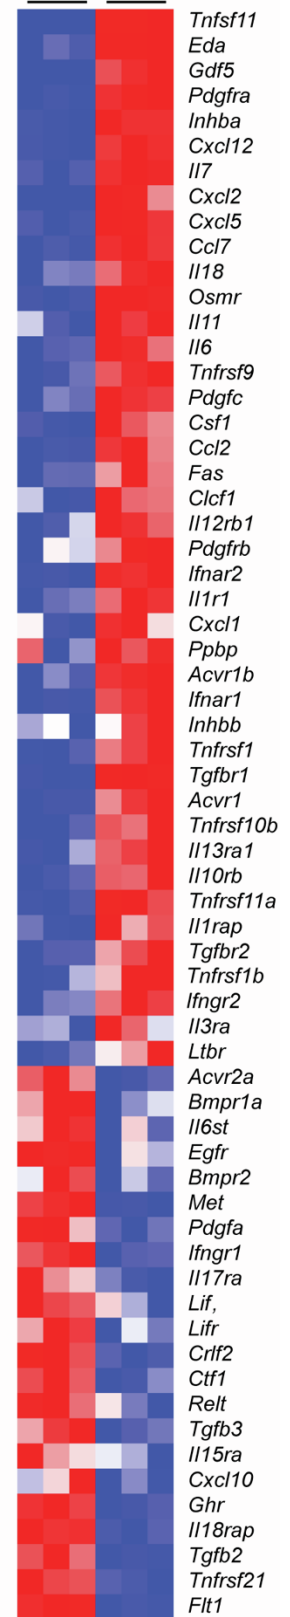

Tnfrsf11  
Eda  
Gdf5  
Pdgfra  
Inhba  
Cxcl12  
Il7  
Cxcl2  
Cxcl5  
Ccl7  
Il18  
Osmr  
Il11  
Il6  
Tnfrsf9  
Pdgfc  
Csfl  
Ccl2  
Fas  
Clcf1  
Il12rb1  
Pdgfrb  
Ifnar2  
Il1r1  
Cxcl1  
Pbp  
Acvr1b  
Ifnar1  
Inhbb  
Tnfrsf1  
Tgfr1  
Acvr1  
Tnfrsf10b  
Il13ra1  
Il10rb  
Tnfrsf11a  
Il1rap  
Tgfr2  
Tnfrsf1b  
Ifngr2  
Il3ra  
Ltr  
Acvr2a  
Bmpr1a  
Il6st  
Egfr  
Bmpr2  
Met  
Pdgfa  
Ifngr1  
Il17ra  
Lif  
Lifr  
Crf2  
Ctf1  
Relt  
Tgfb3  
Il15ra  
Cxcl10  
Ghr  
Il18rap  
Tgfb2  
Tnfrsf21  
Flt1

**Figure S1, Related to Figure 1. Loss of LKB1 sensitizes cells to inflammatory stimuli.**

**A**, Gene set enrichment analysis (GSEA) of cytokine-cytokine receptor interaction genes in untreated wild type (*Lkb1*<sup>+/+</sup>) versus *Lkb1*<sup>-/-</sup> MEFs (n=3/group). **B**, Heatmap of differentially expressed cytokine-cytokine receptor interaction genes in untreated wild type (*Lkb1*<sup>+/+</sup>) versus *Lkb1*<sup>-/-</sup> MEFs (n=3/group). **C**, IL-6 (*top*) and LIF (*bottom*) production by wild type (*Lkb1*<sup>+/+</sup>) and *Lkb1*<sup>-/-</sup> MEFs after a 6-hour stimulation with IL-1 $\beta$  (mean $\pm$ SD, n=3/group). **D**, Volcano plot showing cytokine and chemokine gene expression ( $\log_2$ (fold change)) versus statistical significance ( $-\log_{10}$ (FDR)) in *Lkb1*<sup>-/-</sup> versus wild type MEFs stimulated with IL-1 $\beta$ . Cytokine/chemokine genes are highlighted by red dots (n=3/group). **E**, GSEA plot of cytokine-cytokine receptor interaction genes in wild type (*Lkb1*<sup>+/+</sup>) versus *Lkb1*<sup>-/-</sup> MEFs stimulated with IL-1 $\beta$  for 6h (n=3/group).

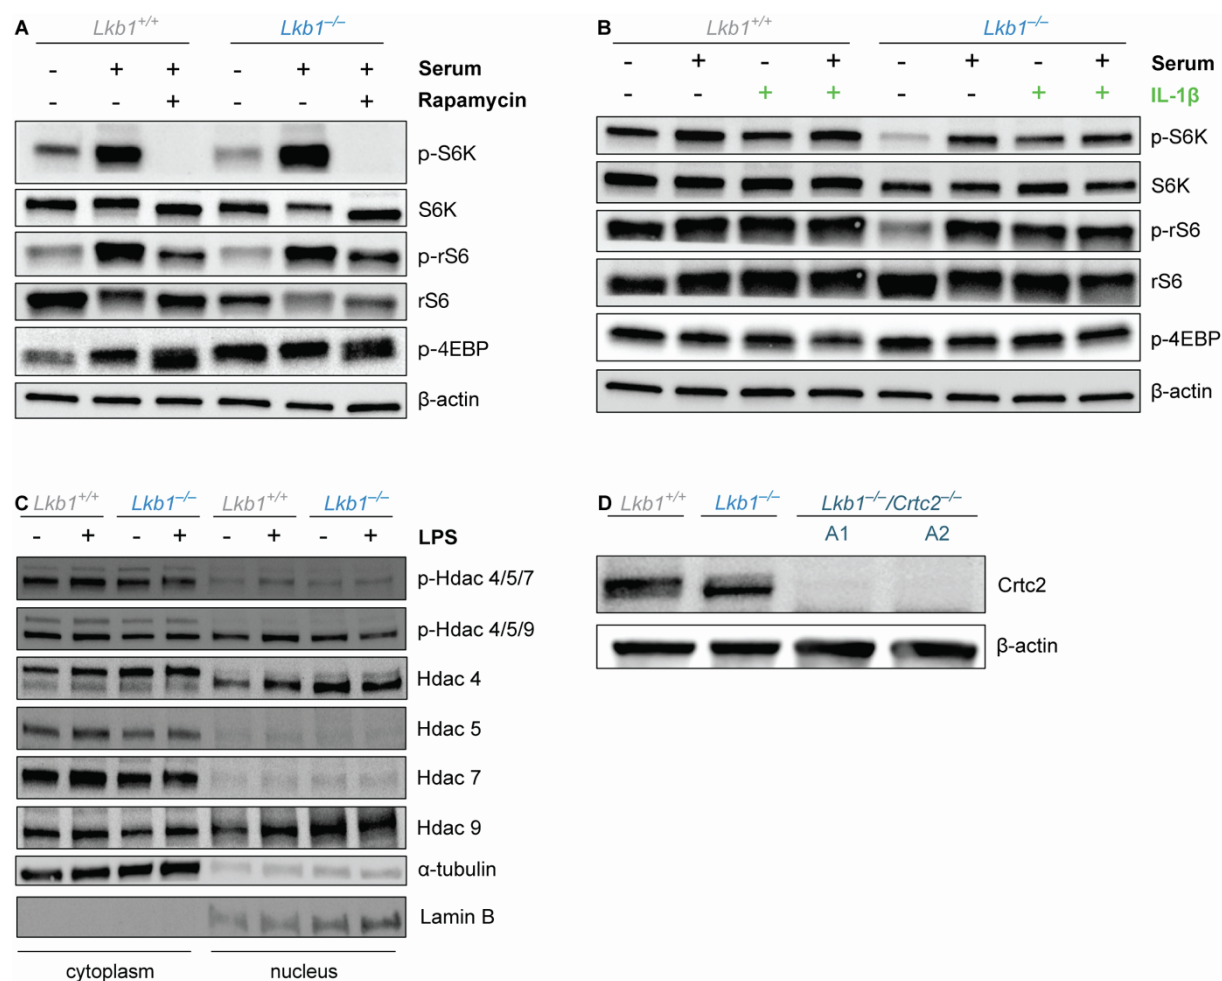

**Figure S2, Related to Figure 3. LKB1 loss sensitizes cells to inflammatory stimuli via deregulated SIK-CRTC2 signaling.**

**A**, Immunoblots of mTOR signaling components in wild type (*Lkb1*<sup>+/+</sup>) and *Lkb1*<sup>-/-</sup> MEFs. Cells were serum starved (0.5% FBS) for 24 h and had 10% FCS serum addback (+) or no serum addback (-) for 1 h prior to harvesting cell lysates. Cells were treated with rapamycin (50 nM, added at the time of serum addback) as a control for mTORC1 activity. **B**, Immunoblots of mTORC1 signaling components in wild type (*Lkb1*<sup>+/+</sup>) and *Lkb1*<sup>-/-</sup> MEFs stimulated with IL-1β after 24 h serum starvation. Cells were serum starved for 24 h, followed by serum addback with or without IL-1β stimulation for 1 h. **C**, Immunoblots for phospho-Hdac4/5/7, phospho-Hdac4/5/9, and total Hdac 4, 5, 7, 9 in

nuclear versus cytoplasmic fractions in wild type (*Lkb1*<sup>+/+</sup>) and *Lkb1*<sup>-/-</sup> MEFs after 30 min of LPS stimulation. **D**, Immunoblot for Crtc2 in wild type (*Lkb1*<sup>+/+</sup>), *Lkb1*<sup>-/-</sup>, and *Lkb1*<sup>-/-</sup>/*Crtc2*<sup>-/-</sup> MEFs.

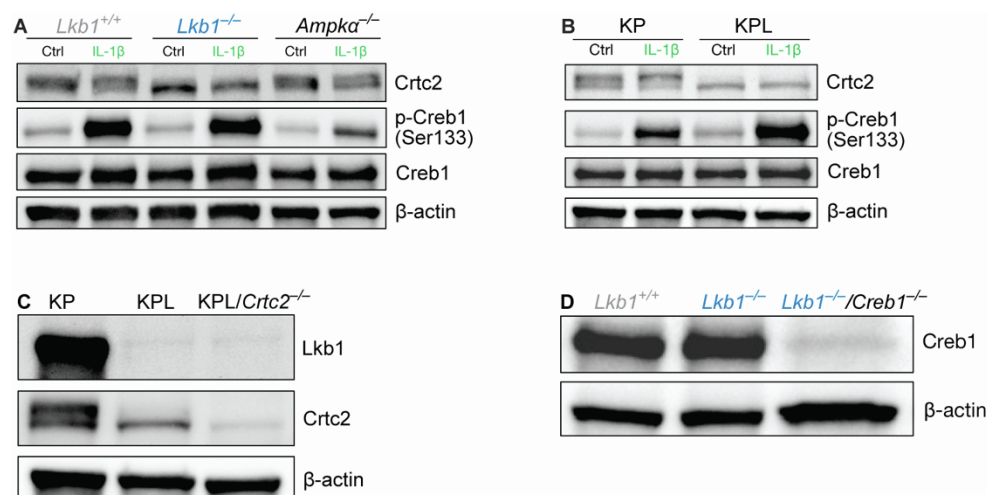

**Figure S3, Related to Figure 4. LKB1 regulates inflammatory responses via CRTC2-CREB signaling.**

**A**, Immunoblot of whole-cell Crtc2, phosphorylated (Ser133) Creb1, and total Creb1 in wild type (*Lkb1*<sup>+/+</sup>), *Lkb1*<sup>-/-</sup>, and *Ampkα*<sup>-/-</sup> MEFs stimulated with IL-1β for 30 min. **B**, Immunoblot of whole-cell Crtc2, phosphorylated (Ser133) Creb1, and total Creb1 in *Kras*-mutant/*p53*-null (KP) and *Kras*-mutant/*p53*-null/*Lkb1*-null (KPL) NSCLC cells stimulated with IL-1β for 30 min. **C**, Immunoblot for Lkb1 and Crtc2 in KP, KPL, and KPL/*Crtc2*<sup>-/-</sup> NSCLC cells. **D**, Immunoblot for Creb1 in wild type (*Lkb1*<sup>+/+</sup>), *Lkb1*<sup>-/-</sup>, and *Lkb1*<sup>-/-</sup>/*Creb1*<sup>-/-</sup> MEFs. β-actin levels are shown as loading controls for protein levels in lysates.

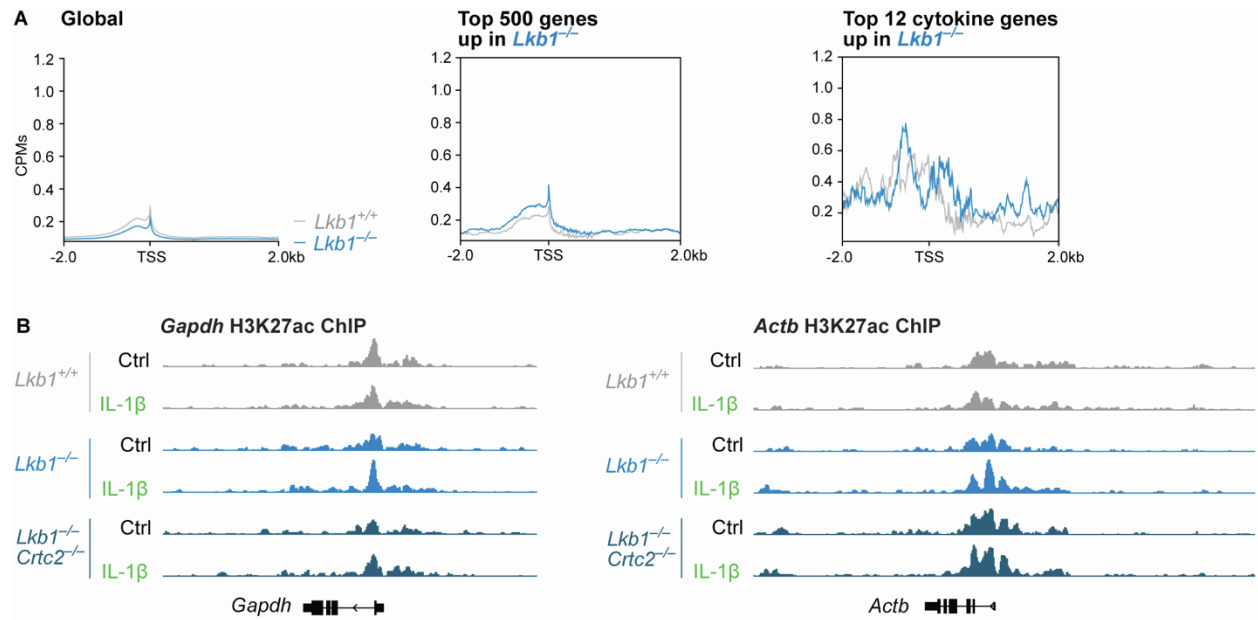

**Figure S4, Related to Figure 5. LKB1 regulates inflammation-triggered CRTC2-dependent histone acetylation.**

**A**, H3K27ac enrichment in relation to transcription start sites (TSS) of genes in the indicated gene sets in unstimulated wild type (*Lkb1*<sup>+/+</sup>) and *Lkb1*<sup>-/-</sup> MEFs. H3K27ac enrichment is depicted as the counts per million (CPM) across the TSS and gene body (±2 kb). **B**, Gene tracks for H3K27ac enrichment at the *Gapdh* and *Actb* loci in wild type (*Lkb1*<sup>+/+</sup>), *Lkb1*<sup>-/-</sup>, and *Lkb1*<sup>-/-</sup>/*Crtc2*<sup>-/-</sup> MEFs stimulated without (Ctrl) or with IL-1β for 6 hours.

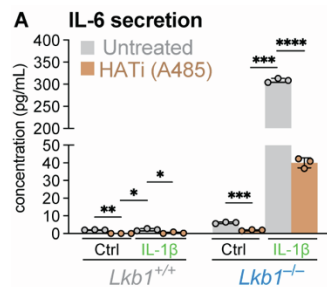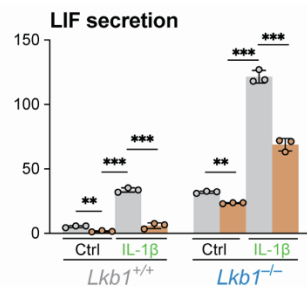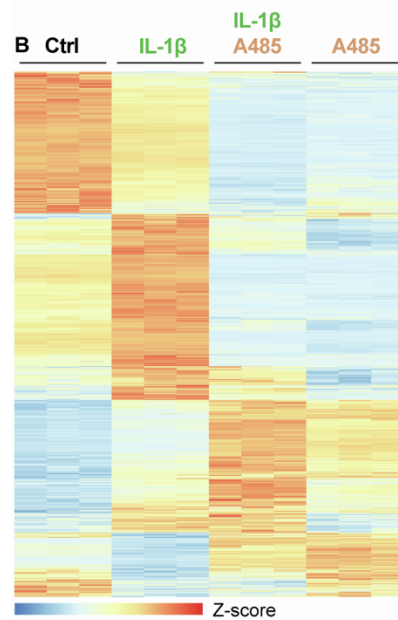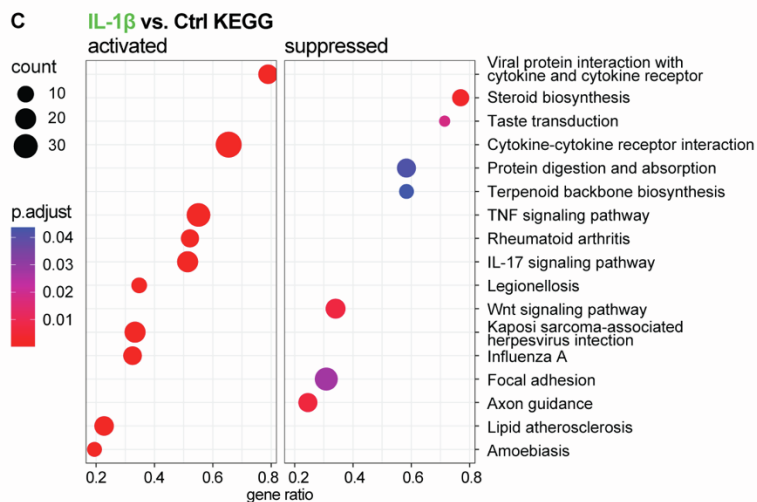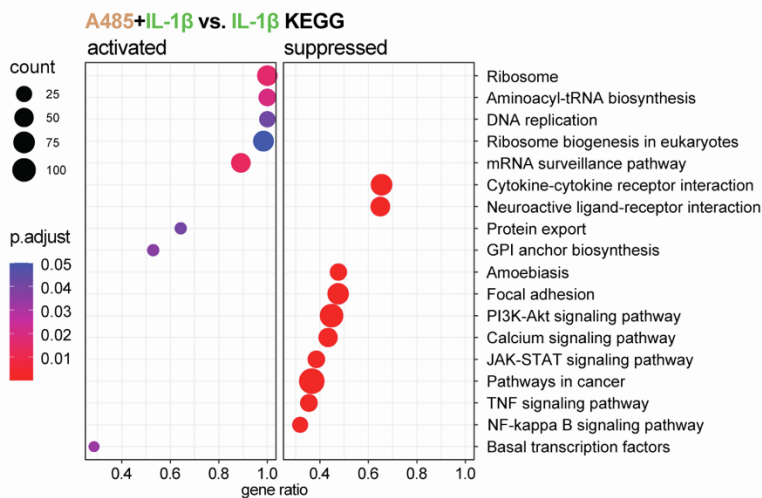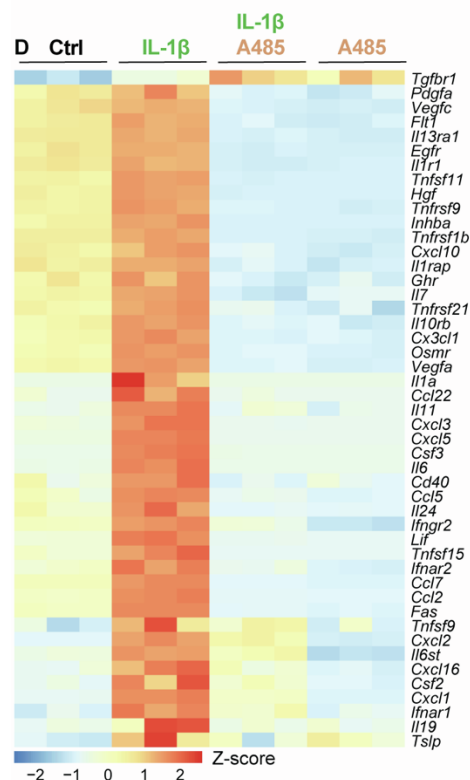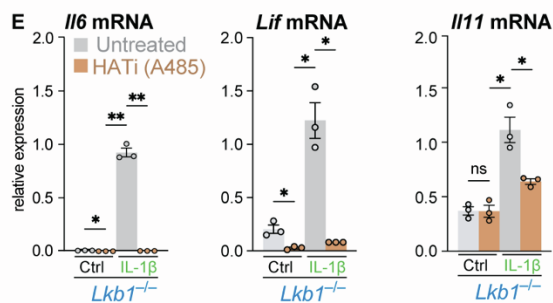

**Figure S5, Related to Figure 6. Aberrant histone acetylation drives the inflammatory potential of LKB1-deficient cells.**

**A**, IL-6 (*left*) and LIF (*right*) production by control (Ctrl) or IL-1 $\beta$ -stimulated wild type (*Lkb1*<sup>+/+</sup>) and *Lkb1*<sup>-/-</sup> MEFs untreated or pre-treated with A485 (1 $\mu$ M) for 30 min (mean $\pm$ SD, n=3/group). **B**, Heatmap of RNA levels (z-score) for all significant (p-value <0.05) differentially expressed genes between control versus IL-1 $\beta$ -stimulated *Lkb1*<sup>-/-</sup> MEFs. Z-scores are shown for control (Ctrl), IL-1 $\beta$ -treated, IL-1 $\beta$ /A485-treated, and A485-treated cells (n=3/group). **C**, Gene set enrichment analysis (GSEA) dot plots for KEGG pathways activated or suppressed in IL-1 $\beta$ -treated versus control (Ctrl) (*top*) and IL-1 $\beta$ /A485-treated (1 $\mu$ M A485) versus IL-1 $\beta$ -treated (*bottom*) *Lkb1*<sup>-/-</sup> MEFs. **D**, Heatmap of RNA levels (z-scores) for genes in the KEGG cytokine-cytokine receptor interaction pathway that are significantly (p-value <0.05) differentially expressed between control and IL-1 $\beta$ -treated *Lkb1*<sup>-/-</sup> MEFs. Z-scores are shown for control (Ctrl), IL-1 $\beta$ -treated, IL-1 $\beta$ /A485-treated, and A485-treated cells (n=3/group). **E**, Relative mRNA levels of *Il6*, *Lif*, and *Il11* in control (Ctrl) or IL-1 $\beta$ -stimulated *Lkb1*<sup>-/-</sup> MEFs untreated or pre-treated with A485 (1 $\mu$ M) for 30 min. Gene expression was made relative to *Tbp* mRNA levels in each sample (mean $\pm$ SEM, n=3/group).

How the deposited data were processed for this re-analysis (not part of the article)

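RNA-seq of 3T3 MEFs was analysed, in 24 libraries of 8 groups with 3 libraries each. The groups were wild-type MEFs, *Lkb1*-/- MEFs and 2 clones of *Lkb1*-/-/*Crtc2*-/- MEFs, A1 and A2, each untreated or stimulated with IL-1β. The labels of the deposited libraries name the genotype, the treatment and the replicate, and the dose of 0.1 ng/mL and the time of 6 hours were taken from the paper. RNA-seq of A485-treated MEFs, ChIP-seq and the other assays of the paper were not analysed here.

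The authors trimmed the paired reads with TrimGalore, aligned them with STAR to GRCm38 with GENCODE vM24 annotation, and deposited for each library STAR's table of counts of read pairs per gene, unstranded and for each strand setting. These counts are whole numbers without normalization. The paper's methods name the KAPA RNA HyperPrep kit with depletion of ribosomal RNA, and the labels name the SMARTER mRNA-Seq kit with a larger amount of RNA, so the library kit is not settled. Each table has 55471 genes and 4 lines that name no gene (unmapped, multimapping, no feature and ambiguous pairs), which hold between 26.7% and 34.4% of the pairs of a library, with a median of 28.9%, and were left out of library sizes and tests. The counts of the second strand setting were used, since it held between 95.5% and 96.0% of the pairs assigned by either stranded setting. The paper's text does not name the strand setting or the filter on low counts.

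Counts on genes ranged from 38842901 to 48594394 per library, with a median of 42431965. At the detection limit of 3 counts taken for a library without reads of a gene, a fold change is given only as a lower bound. Gene symbols and positions came from GENCODE M21, which is on the same genome build and gave a symbol for 55144 of the gene identifiers and none for 327. Genes that share sequence with a paralog, such as neighboring chemokine genes, can lose reads to the multimapping pairs, and their counts are uncertain to that extent.

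The fit used edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes with few counts were removed with filterByExpr by group (minimum count 10, minimum total count 15), which left 17522 genes, and counts were scaled with TMM. The quasi-likelihood test in its older form, as in the edgeR version that the paper names, was fitted to all 24 libraries with 1 coefficient per group of genotype and treatment, after the paper's methods. From this fit, 16 contrasts were tested. They compared *Lkb1*-/- with wild-type MEFs and each clone with *Lkb1*-/- MEFs under both treatments, each clone with wild-type MEFs after IL-1β, IL-1β with no treatment within each genotype, and the IL-1β responses of the genotypes with each other. Genes with a Benjamini-Hochberg FDR under 0.05 were called. The common biological coefficient of variation was 0.129, and the first principal component held 67.2% of the variance.

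The genes named in the text followed a rule fixed beforehand. They are the genes the paper names for these libraries, up to 3 genes in each direction and contrast with the largest fold change among called genes with a mean log2 CPM above 3 and no overlap of the groups (without this last condition for differences of responses), sex-linked markers, and the members of 3 lists of target genes of CREB, NF-κB and p53 and of 1 list of proliferation markers. The sterol synthesis list, *Ch25h*, *Kcnq1ot1*, and *Tbx3* and *Slc39a14* in the comparison of the IL-1β responses of clone A1 and *Lkb1*-/- MEFs were chosen after their values were seen. The lists of target genes were tested with limma's rotation test fry and against 10000 random lists matched on expression. The proliferation markers had a median log2 fold change of 0.02 in clone A1 (p = 0.91 in a two-sided permutation test over random lists) and 0.07 in clone A2 (p = 0.61) against *Lkb1*-/- MEFs after IL-1β. Of these 6 genes 3 were called higher and 2 lower in clone A1, and 1 higher and 1 lower in clone A2, so that these medians decide nothing about proliferation.

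The alternatives set before the data were examined were unstranded counts, DESeq2's normalization and upper quartile normalization in place of TMM, edgeR's newer quasi-likelihood method, no filter on low counts, a filter of at least 10 counts in every library, the replicate number as a block, DESeq2 1.42.0, a fit of only the groups compared, and leaving out each library in turn. Target lists were also tested with camera and an estimated correlation, and the share of LKB1-regulated genes with a log2 fold change above 0 in place of 1. The replicate number as a block within each genotype, for differences of responses, was chosen after seeing the data, and the values with genes at the detection limit set to their bound were computed after the main values were seen. Whether the replicate numbers pair the libraries was checked by the correlation of their deviations from the group means. The 84 correlations of libraries with the same number lay between 0.0355 and 0.589, with a median of 0.222. For 9 of the 16 contrasts every correlation between the groups compared was over 0.1, and the numbers were then taken to pair the libraries. The main fit, which followed the paper's methods, had no block and so ignored this pairing. The 9 contrasts include IL-1β against no treatment in each genotype, where the main fit called fewer genes than the fit with the block. A difference of responses can also be blocked within each genotype, where every correlation between untreated and stimulated libraries was at least 0.13. Neither the paper nor the labels say what the number stands for. No 2 libraries of the same group differed so little that they could be the same library counted in duplicate.

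Other splits of the libraries were tested by refitting. For a comparison of 2 groups the 10 splits of their 6 libraries were fitted. For a difference of IL-1β responses the treatment labels were permuted within each genotype and 100 splits were drawn, the real one included, and with the block within each genotype the 32 splits that swap labels within replicate pairs were fitted. Since the clones were compared with the same *Lkb1*-/- libraries, clones without any change were simulated 10 times. Positions of whole-chromosome shifts were tested on genes with a mean log2 CPM above 1 (11698 genes) by rotating the fold changes along the genome 10000 times, and 120 medians over 20 chromosomes were adjusted together.

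The procedure was tested on simulated counts of 17522 genes drawn from the libraries' own means and library sizes. Of 200 genes given a known change, 187 (93.5%) were called, and 169 (84.5%) were called in a difference of responses, while 35 of 16508 unchanged genes were called. The gene set enrichment analysis of the paper was not repeated, because full gene sets were not used here. The leading-edge genes in Tables S2 and S3 were looked up in the fit instead, and a further set is not reported here. Table S1 was held in part, with 1999 of 17201 genes for 1 comparison and 1318 for another.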

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

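The splits of the libraries and the test of clusters along chromosomes were set before their results were seen. So were the alternative fits for called genes, including those that left out single libraries, except the replicate number as a block within each genotype. The differences of responses were contrasts of the main fit. The other tests named in this part were chosen only after the result was seen.

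The paper's supplement includes a contrast of the IL-1β responses of *Lkb1*-/- and wild-type MEFs, which its text does not discuss. In the test of this contrast here, 43 genes differed. The named genes with the largest differences were *Ptprq* at a log2 difference of 3.06 (edgeR FDR = 0.019, from between 4 and 18 counts per untreated *Lkb1*-/- library), *Lif* at 2.24 (edgeR FDR = 7.0e-06) and *Tbx3* at 1.49 (edgeR FDR = 4.8e-07) with a higher response in *Lkb1*-/- MEFs, and *C3* at −2.12 (edgeR FDR = 0.0080), *Hmgcs1* at −1.35 (edgeR FDR = 0.0078) and *Il7* at −1.28 (edgeR FDR = 0.039) with a lower one. *Lif*, *Tbx3*, *C3* and *Hmgcs1* were called in each of the 12 fits that left out 1 library, whereas *Ptprq* was lost in 3 of them (log2 difference between 2.66, without untreated *Lkb1*-/- replicate 2, and 3.53, without untreated *Lkb1*-/- replicate 1) and *Il7* in 10 (between −1.49, without stimulated wild-type replicate 1, and −1.02, without stimulated wild-type replicate 3). In 100 of the 200 possible splits of the 12 libraries, with treatment labels permuted within each genotype, 7 splits gave as many called genes as the real one, the real one included (50 genes in a fit of these 12 libraries). The 6 others, which include the split that swaps the treatment labels of *Lkb1*-/- MEFs alone and so adds the responses, were among the 18 splits that keep the treatment groups of 1 genotype together and so hold its response to IL-1β. Of the 81 splits that mix both genotypes 0 gave as many, a breakdown made after the counts were seen. With the replicate number as a block within each genotype, a fit chosen after seeing the data, 1003 genes were called, 367 with a higher and 636 with a lower response in *Lkb1*-/- MEFs. Of the 32 splits that swap treatment labels within the replicate pairs of these 12 libraries, the real one (962 genes) and the one that adds the responses gave as many, and the 18 that mix both genotypes gave 0. No biological explanation beyond genotype was tested, and the cause was not tested.

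The response to IL-1β also differed for 5 genes between clone A1 and *Lkb1*-/- MEFs, a contrast that the paper's supplement includes and its text does not discuss. Each was lower in the clone: *Lif* at −1.44 (edgeR FDR = 0.015), *Rab11fip1* at −0.87 (edgeR FDR = 0.031), *Ccl2* at −0.86 (edgeR FDR = 0.031), *Tbx3* at −0.68 (edgeR FDR = 0.031) and *Slc39a14* at −0.67 (edgeR FDR = 0.026). *Tbx3* and *Slc39a14* were chosen after their values were seen. Among 100 splits, 4 gave as many genes (4 in a fit of the 12 libraries), the real one included, and the 3 others keep the treatment groups of 1 genotype together. Leaving out 1 library lost the call of *Lif* in 5 of 12 fits (log2 difference between −1.57, without untreated *Lkb1*-/- replicate 1, and −1.31, without untreated *Lkb1*-/- replicate 3), of *Rab11fip1* in 10, and of *Ccl2*, *Tbx3* and *Slc39a14* in 11 each, so these calls rest on all the libraries in the fit without a block. With the block within each genotype 267 genes were called, these 5 among them. In clone A2 against *Lkb1*-/- MEFs, 0 genes were called and 388 had an unadjusted p under 0.05. In clone A2 against clone A1, 0 were called and 489 had an unadjusted p under 0.05. With 0 genes in the real groups, 100 of 100 splits gave as many in both of these tests. The highest count among these splits was 2118 genes against *Lkb1*-/- MEFs and 2666 against clone A1. The split that swaps the treatment labels of clone A2 alone, and so adds the responses, gave 1658 and 1239. With the replicate number as a block the real groups gave 18 and 30 genes, and 183 and 262 with the block within each genotype, so that the counts of 0 depend on the fit. In each of these 3 comparisons the real split and the one that adds the responses gave as many genes among the 32 splits that swap labels within pairs. The cause was not tested.

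Reads on Y-linked genes, which the paper's text does not discuss, separated the lines. Wild-type libraries held at most 4 counts of *Ddx3y*, and the 18 *Lkb1*-/- and clone libraries held at least 3548. *Uty*, *Kdm5d* and *Eif2s3y* had at most 1 count in a wild-type library and at least 2176, 1665 and 1905 counts in each of the others. Mislabelled samples are argued against by *Stk11*, whose lowest CPM in a wild-type library was 3.6 times the highest in any other library. Reads shared with X-linked copies are argued against by 0.0034 *Ddx3y* counts per 100 *Ddx3x* counts in wild-type libraries. Lines from embryos of different sex and loss of the Y chromosome from the wild-type line cannot be told apart, because *Xist*, at most 8 counts in a wild-type library, was near the detection limit in each library. Genotype and Y-linked content thus change together in the comparison of *Lkb1*-/- with wild-type MEFs.

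Whole chromosomes, which the paper does not analyse, shifted between the lines. Of 120 chromosome medians tested by rotating the fold changes along the genome, the genes of chromosome 10, where *Stk11* lies, had a median log2 fold change of −0.52 in untreated *Lkb1*-/- against wild-type MEFs (adjusted p = 0.034), and −0.50 after IL-1β (adjusted p = 0.034). Those of chromosome 17 had −0.41 in untreated and −0.42 in stimulated clone A1 (adjusted p = 0.008 for both), and those of chromosome 11 had 0.32 in untreated and 0.33 in stimulated clone A2 (adjusted p = 0.037 for both), each against *Lkb1*-/- MEFs. Those of chromosome 8 had −0.40 in untreated clone A1 (adjusted p = 0.008) and −0.33 in untreated clone A2 (adjusted p = 0.027) against *Lkb1*-/- MEFs, and after IL-1β, with adjusted p of 0.068 and 0.36, the shift of chromosome 8 was not past the correction. Over 5 alternatives the untreated medians of chromosome 10 and of chromosomes 8 and 17 in clone A1 stayed at −0.52, −0.40 and −0.41, and in clone A2 that of chromosome 8 lay between −0.34 and −0.33 and that of chromosome 11 between 0.31 and 0.32. A bias by GC content, gene length or expression level is argued against by chromosome 10 keeping a median of −0.47 after a correction for the 3. Noise of single libraries is argued against by a correlation of at least 0.996 across chromosomes between untreated and stimulated libraries, which share no library. A few clusters of genes are argued against by 100% of the 10 Mb windows of chromosome 10 lying on the side of the shift in untreated libraries, and 92.3% after IL-1β. Copy number differences between the lines are left open. At least 92.3% of the windows lay on the side of the shift for each of the 8 medians past the correction, but the same held for 50 of the 112 others, so the windows do not single out copy number, and no DNA was analysed here.

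Genes of sterol synthesis, which the paper's text does not discuss, responded to IL-1β differently in *Lkb1*-/- and wild-type MEFs, with a median log2 difference of −0.77 over 23 genes, each of them lower. Their median response was 0.01 in wild-type and −0.81 in *Lkb1*-/- MEFs, −0.50 in clone A1 and −0.73 in clone A2. Before IL-1β the list was already lower in *Lkb1*-/- than in wild-type MEFs, by a median of −0.65. Of the 23 genes 17 were called lower and 1 higher there. After IL-1β this median was −1.46. The paper's Table S2 lists a cholesterol set among those lower in stimulated *Lkb1*-/- than wild-type MEFs, a comparison that also holds the baseline difference. The difference of responses was not called singly for 16 genes, which had a median of −0.67. Their p was 0.0001 in a two-sided permutation test over 10000 random lists, the smallest these can give. They come from the same list, chosen after its values were seen, so whether the genes were picked for their own values is left open. Normalization is argued against by a median of −0.732 or lower under each of 5 alternatives. The median lay between −0.85 and −0.69 when 1 library was left out. A candidate explanation is 25-hydroxycholesterol, the product of CH25H, which inhibits sterol synthesis. *Ch25h* had at most 1 count in a wild-type library and rose with IL-1β by a log2 fold change of 3.08 in *Lkb1*-/- MEFs, 2.54 in clone A1 and 3.10 in clone A2. The list fell in clone A1 as well (−0.50), as this explanation needs. Sterols were not measured in these data, and both the list and *Ch25h* were chosen after their values were seen.

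*Kcnq1ot1*, an imprinted transcript that the paper does not discuss, had between 0 and 2 counts in the 12 clone libraries, between 273 and 595 in *Lkb1*-/- libraries and between 1174 and 1917 in wild-type libraries. After IL-1β it was at least 136-fold lower in clone A1 and at least 145-fold lower in clone A2 than in *Lkb1*-/- MEFs. The fitted value of −8.13 in clone A1 depends on the prior count. A loss of CRTC2 and a common ancestor cell within the *Lkb1*-/- culture cannot be told apart as the origin of what both clones share, since at most 2 counts in any clone library go with either.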

How the results depend on the processing

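The alternatives in this part were set before their results were seen, except the replicate number as a block within each genotype, which was chosen after seeing the data.

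The number of genes changed by IL-1β in wild-type MEFs was 396, and 954 without the filter on low counts, 1629 with the replicate block and 624 with DESeq2. It lay between 209 (without untreated replicate 2) and 432 (without untreated replicate 1) when 1 library was left out. In *Lkb1*-/- MEFs it was 831, and 1428 without the filter and 2601 with the block, and between 537 (without untreated replicate 3) and 704 (without untreated replicate 1). The genes called with the block held all 396 and all 831 of these genes. Most of the 831 genes were higher, 464 against 367 lower, and most were lower with the block (1011 higher and 1590 lower) and without the filter (662 and 766). In clone A1 it was 348, and 908 without the filter, 1684 with the block and 573 with DESeq2, and between 201 (without untreated replicate 2) and 243 (without untreated replicate 1). In clone A2 it was 995, and 1643 without the filter, 3133 with the block and 243 in the fit of only the groups compared, of which 242 were among the 995, and between 684 (without untreated replicate 2) and 1895 (without untreated replicate 1).

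The number of genes whose response differed between *Lkb1*-/- and wild-type MEFs was 43, and 76 with upper quartile normalization, 347 without the filter, 70 with at least 10 counts in every library, 311 with the block, 1003 with the block within each genotype and 121 with DESeq2. It lay between 23 (without untreated *Lkb1*-/- replicate 2) and 59 (without stimulated *Lkb1*-/- replicate 1). For clone A1 against *Lkb1*-/- MEFs it was 5, and 3 with unstranded counts, 3 with upper quartile normalization, 141 without the filter, 36 with the block, 267 with the block within each genotype and 12 with DESeq2, and between 0 (without stimulated clone A1 replicate 1) and 3 (without stimulated *Lkb1*-/- replicate 1), with 433 genes at an unadjusted p under 0.05 in all libraries. For clone A2 against *Lkb1*-/- MEFs it was 0 (388 at an unadjusted p under 0.05), and 1 with upper quartile normalization, 68 without the filter, 18 with the block, 183 with the block within each genotype and 12 with DESeq2, and between 0 and 1 (without untreated clone A2 replicate 1). For clone A2 against clone A1 it was 0 (489 at an unadjusted p under 0.05), and 147 without the filter, 30 with the block, 262 with the block within each genotype and 10 with DESeq2, and between 0 and 9 (without stimulated clone A2 replicate 1).

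The counts of genes called between genotypes moved by less than 1.5 times in each alternative tried. Leaving out 1 library gave between 9064 and 9459 genes for untreated and between 9249 and 9622 for stimulated *Lkb1*-/- against wild-type MEFs, which were 9798 and 10050 with all libraries. Most of these genes were higher in *Lkb1*-/- MEFs, and most were lower with unstranded counts. Upper quartile normalization moved the median of all genes by 0.10 in the comparison of stimulated *Lkb1*-/- with wild-type MEFs and by 0.11 in that of clone A1 with wild-type MEFs. The share of LKB1-regulated genes lower in both clones was 11.7%, and 10.5% with unstranded counts, 13.5% with edgeR's newer quasi-likelihood method, 15.3% with at least 10 counts in every library, 16.2% with the block and 13.6% with a log2 fold change above 0 in place of 1. It lay between 9.55% and 12.2% when 1 library was left out. The median of the p53 target list was −0.61, called under fry and not with camera's estimated correlation (adjusted p = 0.27), which leaves the median at −0.61.

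The sign of a log2 fold change reversed for 5 named results. *Gapdh* in untreated *Lkb1*-/- against wild-type MEFs, at 0.01 with all libraries, was −0.061 with unstranded counts, −5.0e-05 without the filter and between −0.041 (without wild-type replicate 3) and 0.066 (without *Lkb1*-/- replicate 1) when 1 library was left out, and 4 of these 6 fits were negative. *Il11* by IL-1β in wild-type MEFs, at −0.02, was 0.52 without untreated replicate 1 and 0.20 without stimulated replicate 3, within a range of −0.31 to 0.52. *Vegfa* by IL-1β in wild-type MEFs, at 0.029, was −0.029 without untreated replicate 1, within a range up to 0.082. *Cxcl5* in stimulated clone A2 against *Lkb1*-/- MEFs, at −0.15, was 0.051 without stimulated clone A2 replicate 1, within a range down to −0.31. *Epb41l4a* in stimulated clone A1, at least 2.84-fold lower from 0 counts in the clone against between 8 and 10 in *Lkb1*-/- libraries, was at 0.088 with unstranded counts.

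The *Vegfa* responses of *Lkb1*-/- and wild-type MEFs were called different with the block (edgeR FDR = 0.026) and with the block within each genotype (edgeR FDR = 6.5e-06), and the *Il11* responses with the latter (edgeR FDR = 0.027). Of the named differences of responses, that block changed no other call. Over the named genes, 803 values kept their sign and call when 1 library was left out, 81 lost a call, 2 gained one and 8 changed sign.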

Differences from the paper's values

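The comparisons here set values against those the paper states in its text, figures and tables, and the alternatives named were set before the data were examined. The paper states an average depth of 40M raw read pairs per library, whereas the deposited counts add up to a mean of 61.146M pairs per library (SD 3.88M over 24 libraries). No alternative of the fit changes this sum. Of the log2 fold changes in the part of Table S1 that was held, 19 were compared, and 0 differed by more than the SE derived from the test. The largest difference was 0.0006. The number of genes tested was 17522, against the paper's 17201.

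The paper states that *Lif* is higher in *Lkb1*-/- than in wild-type MEFs at baseline. In these libraries its baseline log2 fold change was −0.44 (edgeR FDR = 0.017). It lay between −0.57 and −0.31 when 1 library was left out, and it was −0.36 with upper quartile normalization, so no alternative made it higher. After IL-1β *Lif* was higher in *Lkb1*-/- MEFs.

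The paper states that *Il11* is further raised by IL-1β in *Lkb1*-/- MEFs. Its log2 fold change was 0.81, with an edgeR FDR of 0.071. It was called with edgeR's newer quasi-likelihood method (edgeR FDR = 0.0053), without the filter on low counts (edgeR FDR = 6.9e-05), with the replicate number as a block (edgeR FDR = 0.0024), with DESeq2 (adjusted p = 0.022) and in the fit of only the groups compared (edgeR FDR = 0.0092).

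In its discussion the paper states that the production of IL-6, IL-11 and CXCL2 is not induced in cells with intact LKB1. At the level of transcripts, *Il6* rose in wild-type MEFs by a log2 fold change of 4.94 (edgeR FDR = 1.0e-07) and *Cxcl2* rose at least 8.45-fold from 0 counts. *Il11* did not rise (log2 fold change −0.02, edgeR FDR = 1). Protein was not measured in these data.

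The paper groups the chemokines *Cxcl1*, *Cxcl2*, *Cxcl5* and *Ccl2* as independent of CRTC2. Against stimulated *Lkb1*-/- MEFs, *Cxcl2* was lower in clone A2 by a log2 fold change of −1.33 (edgeR FDR = 1.3e-05). *Cxcl1* was lower in clone A1 by −0.51 (edgeR FDR = 0.032) and in clone A2 by −0.82 (edgeR FDR = 0.0015). These falls were smaller than the excess over wild-type MEFs in stimulated *Lkb1*-/- MEFs, 5.64 for *Cxcl2* and 1.91 for *Cxcl1*. *Ccl2* was higher in clone A1 by 0.76 (edgeR FDR = 6.7e-06). It was called higher in clone A2 too with the replicate block and without the filter on low counts. *Cxcl5* was called in neither clone, although it was called higher in clone A1 without that filter. The call of *Cxcl1* in clone A1 was lost in 4 of the 6 fits that left out 1 library, and *Cxcl2* was called lower in clone A1 too when only the groups compared were fitted (edgeR FDR = 0.015).

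The paper names *Gapdh* as expressed at a similar level in wild-type, *Lkb1*-/- and *Lkb1*-/-/*Crtc2*-/- MEFs. In the clones its log2 fold change against *Lkb1*-/- MEFs lay between −0.52 and −0.44, and it was called in each clone under each treatment (edgeR FDR between 0.0016 and 0.0063).

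The methods of the paper describe 5 guides per gene against the first exon, and Table S7 lists 1 guide per gene. In GENCODE M21, the *Crtc2* guide lies in exon 1, the *Stat3* guide in exon 3 (coding exon 2), and the *Creb1* guide in exon 3 (coding exon 2) of the coding transcripts except 1, where it lies in exon 2 (coding exon 1).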

Other observations

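The tests of the target lists against chromosome shifts and random lists, and the splits of the libraries, were set before their results were seen, and the tests of the clones named in this part were chosen only after the result was seen.

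For each of the 12 comparisons of 1 group with another, 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes, and with 3 libraries per group this share cannot go under 0.1. This holds for *Lkb1*-/- against wild-type MEFs, each clone against *Lkb1*-/- MEFs and each clone against wild-type MEFs, and for IL-1β against no treatment in each genotype.

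In each group, the replicate 1 library had the largest share of read pairs outside annotated genes, between 9.31% and 15.5%, against between 7.81% and 9.35% in the other libraries. Neither the labels nor the paper name a batch.

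More LKB1-regulated genes were lower in both clones (11.7% of 2867) than genes that were not called between *Lkb1*-/- and wild-type MEFs (5.81% of 7472). The *Lkb1*-/- libraries that both comparisons share are argued against as the whole cause by a share of at least 10.5%, against at most 5.26% of the genes not called, with 1 clone untreated and the other after IL-1β, where the comparisons of the clones share no library, and the selection of genes high in the same libraries by a share of 11.6% with genes chosen on the untreated libraries. Chromosomes lowered in both clones are argued against by a share of 10.5% without chromosomes 8 and 19, against 3.76% of the genes not called. LKB1-regulated genes were also more often higher in both clones than the genes not called (8.58% against 5.19%, and 9.06% against 5.65% without chromosomes 8 and 19), so the excess ran in both directions. Of the 1413 genes lower in *Lkb1*-/- MEFs, 16.6% were higher in both clones and 4.88% lower. Whether a loss of CRTC2 moves genes back towards wild-type levels is left open.

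Both clones differed from *Lkb1*-/- MEFs in the same direction across genes. The shared libraries are argued against as the whole cause by a correlation of at least 0.491 across 11719 genes between comparisons that share no library (untreated clone A1 and stimulated clone A2, and the reverse, at 0.531), against a median of 0.00264 in simulations. Genes are not independent replicates. A common ancestor of the clones is open, since *Kcnq1ot1* had at most 2 counts in any clone library, and 2 clones from 1 culture cannot decide between it and the loss of CRTC2.

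The CREB target list of 13 genes, had a median log2 fold change of 1.05 in untreated *Lkb1*-/- against wild-type MEFs (limma's fry, adjusted p = 1.1e-10; 12 genes higher, 9 called, 9 adjusted over the list alone). In the untreated clones against *Lkb1*-/- MEFs it had −0.78 in A1 (adjusted p = 1.4e-07; 12 lower, 8 called, 8 adjusted over the list alone) and −0.77 in A2 (adjusted p = 2.1e-07; 12 lower, 9 called, 9 adjusted over the list alone). Whole chromosome shifts are argued against by a smallest median of 0.664 in size with each gene set against its chromosome, and chance among genes of like expression by a p of at most 0.0025 in a two-sided permutation test over random lists. With an estimated correlation, limma's camera gave adjusted p of 0.044, 0.018 and 0.018. The 3 comparisons share the untreated *Lkb1*-/- libraries, and a high value in these alone would move each median the way observed. After IL-1β the median was 1.02 in *Lkb1*-/- against wild-type MEFs, which shares no library with the untreated clone comparisons. Against *Lkb1*-/- MEFs after IL-1β it was −0.96 in A1 and −0.94 in A2. The signs thus do not rest on the untreated *Lkb1*-/- libraries alone. They go with higher CREB activity in *Lkb1*-/- MEFs that falls without CRTC2, which these lists cannot tell from other regulators of the same genes.

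The p53 target list of 14 genes had a median log2 fold change of −0.61 in untreated *Lkb1*-/- against wild-type MEFs (limma's fry, adjusted p = 4.0e-06; 12 lower, of which 10 were called, and 1 called higher; the same numbers adjusted over the list alone). The median was −0.41 with each gene set against its chromosome, and the p was 0.0035 in a permutation test over random lists. It was not called with camera's estimated correlation (adjusted p = 0.27). No biological explanation was tested.

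The NF-κB target list of 18 genes rose with IL-1β by a median log2 fold change of 1.19 in wild-type and 1.44 in *Lkb1*-/- MEFs, with 13 and 14 genes called. The difference of the responses had a median of 0.17 and was not called under fry (adjusted p = 0.35), with 13 of 18 genes higher and 0 called, or 2 higher and 2 lower adjusted over the list alone. In a permutation test over random lists the p was 0.0002. Fry and random lists test different questions, and the list is not shown to respond more in *Lkb1*-/- MEFs. With IL-1β the list rose by a median of 0.80 in clone A1 and 0.96 in clone A2. Against the response of *Lkb1*-/- MEFs, clone A1 had a median difference of −0.60. Of its 18 genes 16 were lower and 1 was called lower, or 10 adjusted over the list alone. In clone A2 the median difference was −0.10, with 13 lower and 0 called, or 1 adjusted over the list alone. The list as a whole was not tested for these clone differences.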
